# Interleukin-1 contributes to clonal expansion and progression of bone marrow fibrosis in JAK2V617F-induced myeloproliferative neoplasm

**DOI:** 10.1038/s41467-022-32928-3

**Published:** 2022-09-13

**Authors:** Mohammed Ferdous-Ur Rahman, Yue Yang, Bao T. Le, Avik Dutta, Julia Posyniak, Patrick Faughnan, Mohammad A. Sayem, Nadine S. Aguilera, Golam Mohi

**Keywords:** Myeloproliferative disease, Myeloproliferative disease

## Abstract

Chronic inflammation is frequently associated with myeloproliferative neoplasms (MPN), but the role of inflammation in the pathogenesis of MPN remains unclear. Expression of the proinflammatory cytokine interleukin-1 (IL-1) is elevated in patients with MPN as well as in Jak2V617F knock-in mice. Here, we show that genetic deletion of IL-1 receptor 1 (IL-1R1) normalizes peripheral blood counts, reduces splenomegaly and ameliorates bone marrow fibrosis in homozygous Jak2V617F mouse model of myelofibrosis. Deletion of IL-1R1 also significantly reduces Jak2V617F mutant hematopoietic stem/progenitor cells. Exogenous administration of IL-1β enhances myeloid cell expansion and accelerates the development of bone marrow fibrosis in heterozygous Jak2V617F mice. Furthermore, treatment with anti-IL-1R1 antibodies significantly reduces leukocytosis and splenomegaly, and ameliorates bone marrow fibrosis in homozygous Jak2V617F mice. Collectively, these results suggest that IL-1 signaling plays a pathogenic role in MPN disease progression, and targeting of IL-1R1 could be a useful strategy for the treatment of myelofibrosis.

## Abstract (web summary)

Chronic inflammation is frequently observed in patients with myeloproliferative neoplasms (MPN). Here the authors observe elevated levels of IL-1α and IL-1β in MPN patients and show that IL-1 contributes to clonal expansion and bone marrow fibrosis in a mouse model of MPN, proposing targeting of IL1R1 as therapeutic intervention.

## Introduction

Myeloproliferative neoplasms (MPN) including polycythemia vera (PV), essential thrombocythemia (ET), and myelofibrosis (MF) are a group of clonal hematopoietic stem cell derived myeloid malignancies characterized by aberrant production of myeloid, erythroid or megakaryocytic lineage cells. JAK2V617F is the most common somatic driver mutation associated with MPN^1^. Interestingly, JAK2V617F mutation can also be detected in healthy individuals with clonal hematopoiesis of indeterminate potential (CHIP) who do not exhibit overt changes in blood leukocytes, erythrocytes and platelets^2^. It has been suggested that the JAK2V617F mutation occurs in a single hematopoietic stem cell (HSC) decades before MPN diagnosis^3^. The JAK2V617F mutation can also be detected in the utero, suggesting the existence of this somatic driver mutation early in life^4^. The JAK inhibitor ruxolitinib can alleviate constitutional symptoms but it does not eliminate malignant clones or offer significant reduction in bone marrow fibrosis in patients with MPN/MF^5^. This suggests that other factors might be involved in association with JAK2 mutation in clonal expansion and initiation/progression of MPN disease.

Chronic inflammation is frequently observed in MPN^6^. Patients with MPN often exhibit increased levels of inflammatory cytokines^6,7^. Gene expression analysis also confirms enrichment of inflammatory and immune system gene signatures in MPN hematopoietic cells^8^. Prior history of autoimmune diseases increases the risk of MPN development^9^. Furthermore, inflammation has been associated with progression to bone marrow fibrosis^7^. However, the key inflammatory signaling involved in the initiation and progression of MPN remains poorly understood.

Interleukin 1 (IL-1) is a major regulator of inflammation^10,11^. IL-1 consists of two related cytokines IL-1α and IL-1β with overlapping functions^10,11^. IL-1α and IL-1β bind to the IL-1 receptor 1 (IL-1R1) to initiate downstream signaling^10,11^. While IL-1 or IL-1R1 is dispensable for steady state hematopoiesis^12,13^, acute or chronic exposure of IL-1 drives myeloid differentiation of hematopoietic stem cells (HSC)^14^. Elevated levels of IL-1 have been observed in patients with MPN and are strongly correlated with myelofibrosis^6,7,15,16^. While IL-1 has been implicated in various inflammatory pathophysiological conditions including cardiovascular diseases, lung fibrosis, cancer and autoimmune diseases^11,17–20^, its role in the pathogenesis of MPN remains elusive. We observed elevated levels of IL-1α and IL-1β in Jak2V617F knock-in mice as well as MPN patients. We hypothesize that IL-1 might play an important role in the initiation/progression of JAK2 mutant MPN/MF.

In this study, we investigate the contribution of IL-1 signaling in the initiation/progression of MPN/MF using conditional IL-1R1 knockout and Jak2V617F knock-in mouse models of MPN. We also examine the role of IL-1 signaling in clonal expansion of Jak2 mutant hematopoietic stem/progenitors. In addition, we test the effects of anti-IL-1R1 antibodies in homozygous Jak2V617F mouse model of MF. Here, we show that IL-1 signaling contributes to clonal expansion and progression of bone marrow fibrosis, and blocking of IL-1R1 with anti-IL-1R1 antibodies reduces the MPN disease burden and ameliorates bone marrow fibrosis in a Jak2V617F mouse model of MPN.

## Results

### IL-1α and IL-1β expression is elevated in human and mouse MPN

Analysis of MPN RNA-sequencing data^21^ revealed significantly increased *IL1A (IL-1*α*)* and *IL1B (IL-1β)* mRNA expression in granulocytes of JAK2V617F-positive MPN but not in CALR mutant MPN patients compared to healthy controls (Fig. 1a, b). The mRNA expression of both *IL1A* and *IL1B* positively correlated with JAK2V617F allele burden in granulocytes of MPN patients (Fig. 1a, b). We also assessed the plasma levels of IL-1α and IL-1β in patients with MPN. We observed elevated levels of IL-1α and IL-1β in the plasma of JAK2V617F-positive MPN (PV and MF) patients compared to heathy controls (Fig. 1c, d). Next, we assessed the IL-1α and IL-1β levels in the serum of Jak2V617F knock-in mice^22^. We observed elevated serum IL-1α and IL-1β levels in mice expressing Jak2V617F compared to wild-type (WT) control animals (Fig. 1e, f). Notably, homozygous Jak2V617F (Jak2^VF/VF^) mice exhibited higher levels of IL-1α and IL-1β compared to heterozygous Jak2V617F (Jak2^VF/+^) mice (Fig. 1e, f).

**Fig. 1:**
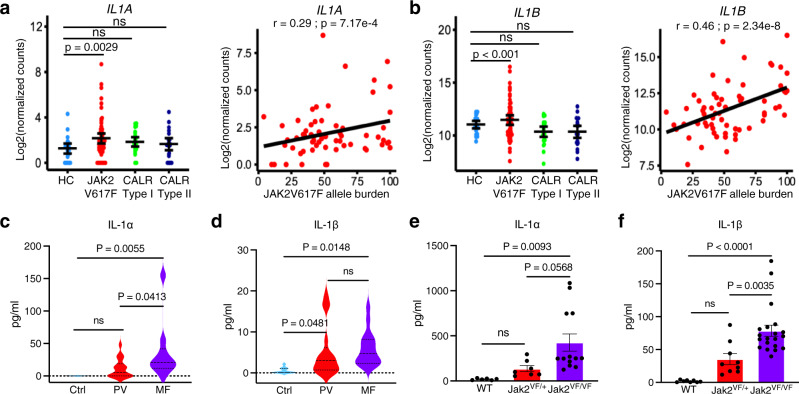
Expression of IL-1 is elevated in MPN. **a** Analysis of publicly available MPN RNA-seq dataset^21^. Left Panel: Expression levels of *IL1A* mRNA in granulocytes of heathy controls (HC) (*n* = 23) and MPN patients with JAK2V617F (*n* = 62), CLAR Type I (*n* = 24) and CLAR Type II (*n* = 22) mutations. Significance was determined using DESeq2 Wald Test. Right Panel: Pearson correlation between *IL1A* mRNA and *JAK2V617F* allele burden in MPN. Two-tailed *t*-test was performed for correlation analysis. **b** Left Panel: Expression levels of *IL1B* mRNA in granulocytes of heathy controls (HC) (*n* = 23) and MPN patients with JAK2V617F (*n* = 62), CLAR Type I (*n* = 24) and CLAR Type II (*n* = 22) mutations. Significance was determined using Wald Test. Right Panel: Pearson correlation between *IL1B* mRNA and *JAK2V617F* allele burden in MPN. Analysis of publicly available MPN RNA-seq dataset^21^. **c** IL-1α level in the plasma of healthy controls (*n* = 11) and patients with PV (*n* = 18) and MF (*n* = 10). **d** IL-1β level in the plasma of healthy controls (*n* = 11) and patients with PV (*n* = 17) and MF (*n* = 16). **e** IL-1α level in the serum of WT control (*n* = 6), heterozygous Jak2V617F (Jak2^VF/+^) (*n* = 7) and homozygous Jak2V617F (Jak2^VF/VF^) (*n* = 13) mice. **f** IL-1β level in the serum of WT (control) (*n* = 8), heterozygous Jak2V617F (Jak2^VF/+^) (*n* = 9) and homozygous Jak2V617F (Jak2^VF/VF^) (*n* = 20) mice. Data are presented as mean ± SEM. Significance was determined in **c**–**f** using one-way ANOVA with Tukey’s multiple comparison test. Source data are provided as a Source Data file.

Since MPN/MF are often associated with expansion of myeloid and/or megakaryocytic lineage cells, we assessed the effects of IL-1α and IL-1β on myeloid and megakaryocytic colony outgrowth in WT and Jak2V617F mice bone marrow (BM). We observed significantly increased CFU-GM and CFU-Mk colonies upon ex vivo stimulation of WT and Jak2V617F mice BM with IL-1α or IL-1β (Supplementary Fig. 1a, b). However, the number of CFU-GM and CFU-Mk colonies derived from the BM of Jak2V617F mice were significantly greater compared to WT mice BM both at basal (unstimulated) and IL-1α or IL-1β stimulated conditions (Supplementary Fig. 1a, b). We also observed that stimulation of IL-1α or IL-1β significantly increased in vitro proliferation of primary megakaryocytic cells derived from the BM of WT and Jak2V617F mice (Supplementary Fig. 1c, d).

### Genetic disruption of IL-1 signaling abrogates myelofibrosis in a Jak2V617F mouse model of MF

Next, we sought to determine whether disruption of IL-1 signaling affects the development and progression of myelofibrosis. We previously reported that heterozygous Jak2V617F knock-in mice exhibit a PV disease, whereas mice expressing homozygous Jak2V617F show accelerated development of BM fibrosis^22–24^. So, we utilized homozygous Jak2V617F knock-in (Jak2^VF/VF^) mice to assess the requirement of IL-1 signaling in myelofibrosis development. Since both IL-1α and IL-1β levels were elevated in MPN/MF patients, we deleted the IL-1R1 instead of IL-1α or IL-1β in this study. We crossed Mx1Cre mice^25^ with IL-1R1 floxed^26^ and Jak2V617F knock-in^22^ mice to generate Mx1Cre; IL-1R1^F/F^, Mx1Cre; Jak2^VF/VF^ and Mx1Cre; IL-1R1^F/F^; Jak2^VF/VF^ mice. We transplanted BM cells from control (WT), Mx1Cre; IL-1R1^F/F^ (hereafter IL-1R1cKO), Mx1Cre; Jak2^VF/VF^ (hereafter Jak2^VF/VF^) and Mx1Cre; IL-1R1^F/F^; Jak2^VF/VF^ (hereafter IL-1R1cKO;Jak2^VF/VF^) mice into lethally irradiated C57BL/6 recipient mice to examine the hematopoietic effects of IL-1R1 deletion in a homozygous Jak2V617F setting (as outlined in Fig. 2a). At 4 weeks after transplantation, the recipient animals were injected with pI-pC (polyinosine-polycytosine) to induce Jak2V617F expression as well as IL-1R1 deletion. Mice were analyzed at 16 weeks after pI-pC induction. As expected, mice expressing homozygous Jak2V617F (Jak2^VF/VF^) exhibited a significant increase in white blood cell (WBC), neutrophil (NE) and platelet (PLT) counts compared to WT control mice (Fig. 2b). Conditional deletion of IL-1R1 in the homozygous Jak2V617F mice significantly reduced the WBC, neutrophil and platelet counts to almost wild-type level (Fig. 2b). RBC counts were significantly elevated in Jak2^VF/VF^ mice at early stage but declined at a later stage (Fig. 2b) possibly due to progression towards bone marrow fibrosis. Deletion of IL-1R1 in the homozygous Jak2V617F mice normalized RBC counts and they were comparable to that seen in WT control animals (Fig. 2b). Mice with IL-1R1 deletion alone (IL-1R1cKO) did not exhibit any significant alterations in peripheral blood WBC, neutrophil, platelet and RBC counts compared with WT control animals (Fig. 2b). Flow cytometric analysis showed a significant expansion of Gr-1^+^ Mac1^+^ myeloid and CD41^+^ megakaryocyte-lineage cells in the BM and spleens of Jak2^VF/VF^ mice (Fig. 2c–f). The CD41^+^ compartment includes megakaryocytic cells and their progenitors, and stem cell-like megakaryocyte committed progenitors^27,28^. Deletion of IL-1R1 caused significant decrease of Gr-1^+^ Mac1^+^ and CD41^+^ cells in the BM and spleens of IL-1R1cKO; Jak2^VF/VF^ mice compared to Jak2^VF/VF^ mice (Fig. 2c–f).

**Fig. 2:**
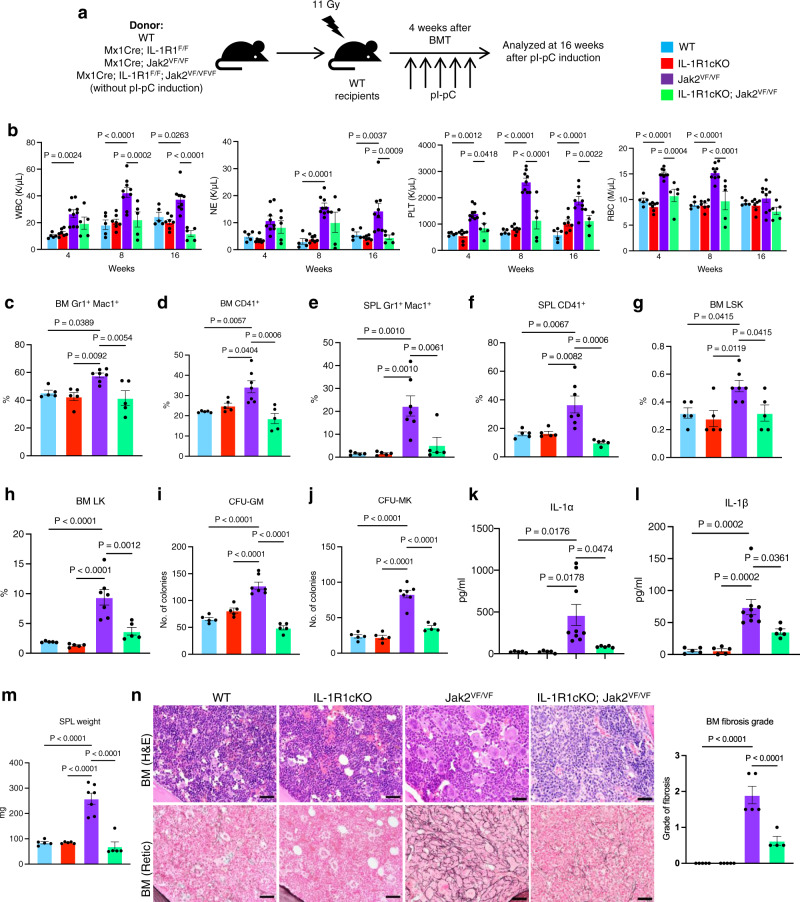
Deletion of IL-1R1 abrogates myelofibrosis in a Jak2V617F mouse model. **a** A scheme on the experimental design is depicted. **b** Peripheral blood white blood cell (WBC), neutrophil (NE), platelet (PLT), and red blood cell (RBC) counts were assessed at 4, 8 and 16 weeks after pI-pC induction in control (WT) (*n* = 5), IL-1R1cKO (*n* = 7), Jak2^VF/VF^ (*n* = 9) and IL-1R1cKO; Jak2^VF/VF^ BMT mice (*n* = 5). Data are presented as mean ± SEM. Significance was determined using two-way ANOVA with Tukey’s multiple comparison test. **c**, **d** Flow cytometric analysis of the frequencies of Gr1^+^/Mac^+^ and CD41^+^ cells in the bone marrow (BM) are shown in bar graphs as mean ± SEM (*n* = 5, 5, 7, 5 mice). **e**, **f** Frequencies of spleen (SPL) Gr1^+^/Mac1^+^ and SPL CD41^+^ cells (*n* = 5, 5, 7, 5). **g**, **h** Frequencies of LSK (**g**) and LK (**h**) cells in the BM of control, IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2^VF/VF^ mice (*n* = 5, 5, 7, 5). **i** CFU-GM colonies derived from the BM of WT (Control), IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2 ^VF/VF^ mice (*n* = 5, 5, 7, 5 mice BM samples). **j** CFU-Mk colonies derived from the BM of WT (Control), IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2 ^VF/VF^ mice (*n* = 5, 5, 7, 5 mice BM samples). **k**, **l** IL-1α and IL-1β levels in the serum of WT, IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2^VF/VF^ mice (*n* = 5, 5, 9, 5). **m** Spleen weights of WT, IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2^VF/VF^ mice (*n* = 5, 5, 7, 5). **n** Histopathological analyses of the BM sections stained with H&E and Reticulin staining. Scale bar, 20μm. Histological grade of BM fibrosis (reticulin fibrosis) in WT, IL-1R1cKO, Jak2^VF/VF^ and IL-1R1cKO; Jak2^VF/VF^ mice is shown in bar graphs as mean ± SEM (*n* = 5, 5, 5, 4 mice). Significance was determined in **c**–**n** using one-way ANOVA with Tukey’s multiple comparison test. Source data are provided as a Source Data file.

We next assessed the effects of IL-1R1 deletion on Jak2^VF/VF^ mice hematopoietic stem/progenitor cells (HSPC). Jak2^VF/VF^ mice exhibited significant increase of LSK (Lin^-^Sca1^+^c-kit^+^) and myeloid progenitors (LK; Lin^-^c-kit^+^) in their BM (Fig. 2g, h). Deletion of IL-1R1 significantly reduced the LSK and myeloid progenitors in the BM of IL-1R1cKO; Jak2^VF/VF^ mice compared to Jak2^VF/VF^ mice (Fig. 2g, h). Hematopoietic progenitor colony assays showed that the number of CFU-GM and CFU-Mk colonies derived from the BM of Jak2^VF/VF^ mice were significantly greater compared to WT control animals (Fig. 2i, j). The number of CFU-GM and CFU-Mk colonies derived from the BM of IL-1R1cKO; Jak2^VF/VF^ mice were significantly lower compared to Jak2^VF/VF^ mice (Fig. 2i, j). Mice with only IL-1R1 deletion (IL-1R1cKO), however, did not exhibit any significant alterations in LSK/progenitors and myeloid/megakaryocytic colony formation as compared to WT control mice (Fig. 2g–j). Interestingly, IL-1R1cKO; Jak2^VF/VF^ mice displayed significantly reduced serum IL-1α and IL-1β levels compared to Jak2^VF/VF^ mice (Fig. 2k, l). Spleen weight was significantly reduced in IL-1R1cKO; Jak2^VF/VF^ mice compared with Jak2^VF/VF^ mice and they were comparable to control WT mice (Fig. 2m). H&E and reticulin staining of the BM sections from Jak2^VF/VF^ mice showed increased clusters of atypical megakaryocytes and extensive BM fibrosis, whereas IL-1R1cKO; Jak2^VF/VF^ mice exhibited reduced megakaryocytes and significant decrease of bone marrow fibrosis (Fig. 2n). BM histology from IL-1R1cKO mice were comparable to that observed in WT control animals (Fig. 2n). Overall, these data suggest a role for IL-1 signaling in Jak2V617F-evoked myelofibrosis.

### Disruption of IL-1 signaling inhibits clonal expansion of Jak2V617F mutant HSPC

Next, we asked whether disruption of IL-1 signaling could inhibit the expansion of JAK2 mutant HSPC. To address this question, we performed competitive transplantation assays using BM from Mx1Cre; Jak2^VF/+^ (inducible heterozygous Jak2V617F) and Mx1Cre; IL-1R1^F/F^; Jak2^VF/+^ (inducible IL-1R1 knockout heterozygous Jak2V617F) mice. BM cells (5 × 10^5^) from uninduced Mx1Cre; Jak2^VF/+^ or Mx1Cre; IL-1R1^F/F^; Jak2^VF/+^ mice (CD45.2^+^) were mixed with CD45.1^+^ WT mice BM cells (5 × 10^5^) at a ratio of 1:1 and then transplanted into lethally irradiated CD45.1^+^ congenic recipient animals (as outlined in Fig. 3a). At 4 weeks after BMT, the recipient animals were injected with pI-pC to induce Jak2V617F expression and IL-1R1 deletion. The percentages of donor-derived (CD45.2^+^) cells were determined in the peripheral blood leukocytes of the chimeric mice by flow cytometry every 4 weeks and the mice were analyzed at 20 weeks after pI-pC induction. We observed significantly higher percentages of total CD45.2^+^ cells as well as CD45.2^+^ myeloid (Gr-1^+^), B- and T-cells in the peripheral blood of chimeric mice receiving Jak2^VF/+^ BM compared with chimeric mice receiving IL-1R1cKO; Jak2^VF/+^ BM (Fig. 3b). Whereas the percentages of CD45.2^+^ cells derived from Jak2^VF/+^ donor BM were expanded overtime, percentages of CD45.2^+^ cells originated from IL-1R1cKO; Jak2^VF/+^ BM were rather decreased in the peripheral blood of chimeric recipient animals (Fig. 3b). We also observed significantly reduced percentages of CD45.2^+^ LSK, LK, Gr-1^+^ and CD41^+^ cells in the BM of chimeric recipient animals receiving IL-1R1cKO; Jak2^VF/+^ BM compared with Jak2^VF/+^ BM (Fig. 3c–f). Similarly, we observed significantly reduced percentages of CD45.2^+^ LSK, LK, Gr-1^+^ and CD41^+^ cells in the spleens of chimeric animals receiving IL-1R1cKO; Jak2^VF/+^ BM compared with Jak2^VF/+^ BM (Fig. 3g–j). We also observed a significant decrease in spleen weight in recipients of IL-1R1cKO; Jak2^VF/+^ BM compared with Jak2^VF/+^ BM (Fig. 3k). Together, these results suggest a significant role for IL-1 signaling in clonal expansion of Jak2V617F mutant HSPC.

**Fig. 3:**
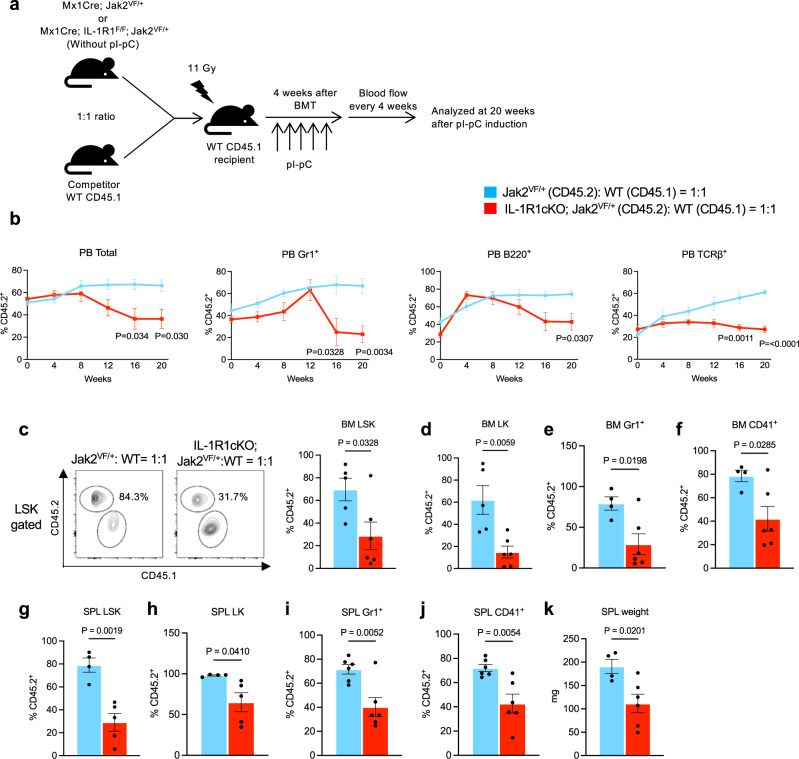
Deletion of IL-1R1 preferentially inhibits Jak2V617F mutant hematopoietic stem/progenitor cells. **a** A scheme on competitive BM transplantation approach to assess the effects of IL-1R1 deletion on Jak2V617F mutant hematopoietic stem/progenitors is depicted. **b** Percentages of donor-derived (CD45.2^+^) total, myeloid cells (Gr1^+^), B cells (B220^+^), and T cells (TCRβ^+^) in peripheral blood were measured every 4 weeks after pI-pC injection (*n* = 5, 4, 4, 4, 4, 4 recipient mice for Jak2^VF/+^ donor, *n* = 7, 7, 7, 6, 6, 6 mice for IL-1R1cKO; Jak2^VF/+^ donor at 0, 4, 8, 12, 16 and 20 weeks, respectively). Statistical significance was determined using multiple unpaired two-tailed *t*-tests. **c** Representative flow cytometric plots on the ratio of CD45.2^+^ vs. CD45.1^+^ LSK cells in the BM of recipient mice are shown on the left, and the percentages of donor-derived (CD45.2^+^) LSK in the BM of recipient mice (*n* = 5, 6) are shown in bar graphs as mean ± SEM on the right. **d**–**f** Percentages of donor-derived (CD45.2^+^) LK (**d**), Gr1^+^ (**e**) and CD41^+^ (**f**) cells in the BM of recipient animals at 20 weeks after pI-pC injection are shown as mean ± SEM (*n* = 4, 6). **g**–**j** Percentages of donor-derived (CD45.2^+^) LSK (*n* = 4, 5) (**g**), LK (*n* = 4, 5) (**h**), Gr1^+^ (*n* = 6, 6) (**i**) and CD41^+^ (*n* = 6, 6) (**j**) cells in the spleens of recipient animals are shown as mean ± SEM. **k** Spleen weights in the recipient animals of Jak2^VF/+^ and IL-1R1cKO; Jak2^VF/+^ mice BM (*n* = 4, 6). Statistical significances in **c**–**k** were determined using two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

### IL-1 signaling in mesenchymal stromal cells is required for efficient induction of bone marrow fibrosis in Jak2V617F mice

Previous studies have suggested that disruption of IL-1 signaling does not have significant impact on normal hematopoietic development^12,13,26^. Analysis of RNA-sequencing and microarray gene expression data^29–31^ revealed that IL1B and IL1R1 are expressed in HSC, megakaryocytes, neutrophils, monocytes and dendritic cells (Supplementary Fig. 2). IL1R1 is highly expressed in the bone marrow stromal cells (Supplementary Fig. 2). In order to address the role of IL-1 signaling in BM microenvironment and its contribution in the pathogenesis of Jak2V617F-induced myelofibrosis, we crossed IL-1R1 floxed mice^26^ with Prx1Cre transgenic mice^32^ to generate Prx1Cre; IL-1R1^F/F^ mice that allow Cre-mediated deletion of IL-1R1 in BM mesenchymal stromal cells (MSC). BM cells (1 × 10^6^) from pI-pC induced homozygous Jak2V617F (Jak2^VF/VF^) mice were transplanted into lethally irradiated WT and Prx1Cre; IL-1R1^F/F^ C57BL/6 recipient mice and analyzed at 16 weeks after transplantation (as outlined in Fig. 4a). We observed no significant changes in peripheral blood WBC, neutrophil (NE), platelet (PLT) and RBC counts between WT and Prx1Cre; IL-1R1^F/F^ recipient animals transplanted with Jak2^VF/VF^ BM cells (Fig. 4b). We also examined the effects of IL-1R1 deletion in BM mesenchymal stromal cells on HSPC. The gating strategy for HSPC analysis is shown in Supplementary Fig. 3. Flow cytometric analyses showed no significant changes in the LSK, LT-HSC, ST-HSC and LK populations in the BM and spleens between Prx1Cre; IL-1R1^F/F^ and WT recipients of Jak2^VF/VF^ BM cells (Fig. 4c, d and Supplementary Fig. 4a, b). We also did not observe any significant differences in myeloid (Gr1^+^/Mac1^+^), erythroid (CD71^+^/Ter119^+^) and megakaryocytic (CD41^+^/CD61^+^) lineage cells in the BM and spleens between Prx1Cre; IL-1R1^F/F^ and WT recipients of Jak2^VF/VF^ BM cells (Fig. 4e–g and Supplementary Fig. 4c–e). Hematopoietic progenitor colony assays showed no significant differences in CFU-GM and BFU-E colonies between Prx1Cre; IL-1R1^F/F^ and WT recipients of Jak2^VF/VF^ BM cells (Fig. 4h). Bone marrow histologic analyses revealed extensive BM fibrosis in WT recipients of Jak2^VF/VF^ mice BM at 16 weeks after transplantation (Fig. 4i). Prx1Cre; IL-1R1^F/F^ recipients exhibited a significant reduction of BM fibrosis compared to WT recipients (Fig. 4i). These data suggest that IL-1 signaling in mesenchymal stromal cells is required for efficient induction of BM fibrosis.

**Fig. 4:**
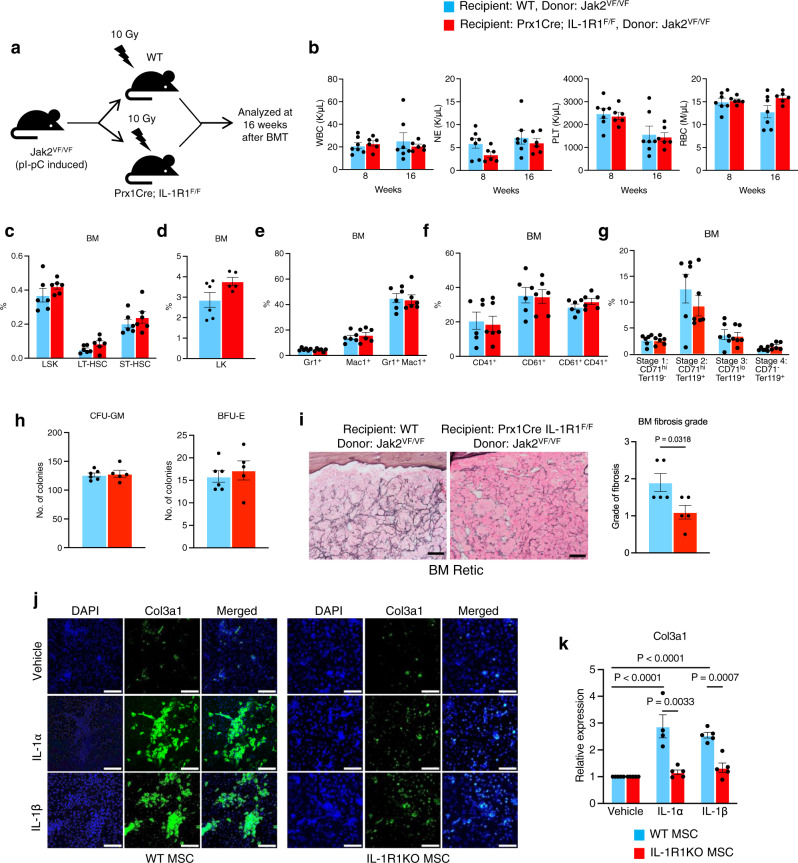
Effects of IL-1R1 deletion in BM MSC on Jak2V617F-induced MPN. **a** A scheme on the experimental design is depicted. **b** Peripheral blood WBC, NE, PLT, and RBC counts at 8 and 16 weeks after transplantation in WT (*n* = 7) and Prx1Cre; IL-1R1^F/F^ recipient mice (*n* = 6). Data are shown as mean ± SEM. Statistical significance was determined using multiple unpaired two-tailed *t*-tests. **c** Frequencies of LSK (Lin^−^ Sca1^+^ c-kit^+^), LT-HSC (Lin^-^ Sca1^+^ c-kit^+^ CD34^-^ CD135^-^) ST-HSC (Lin^-^ Sca1^+^ c-kit^+^ CD34^+^ CD135^-^) and LK (Lin^-^c-kit^+^) in the BM of WT or Prx1Cre; IL-1R1^F/F^ recipients at 16 weeks after transplantation (*n* = 6, 6). All bar graphs represent mean ± SEM. **d** Frequencies of LK (Lin^-^c-kit^+^) in the BM of WT or Prx1Cre; IL-1R1^F/F^ recipients (*n* = 6, 5). **e**–**g** Percentages of Gr1^+^/Mac1^+^ (**e**), CD61^+^/CD41^+^ (**f**) and CD71/Ter119 (**g**) cells in the BM of WT and Prx1Cre; IL-1R1^F/F^ recipients (*n* = 6, 6 mice). **h** CFU-GM and BFU-E colonies in the BM of WT and Prx1Cre; IL-1R1^F/F^ recipients (*n* = 6, 5 mice). **i** Representative images of the reticulin staining of the BM sections from recipient mice at 16 weeks after transplantation. Scale bar, 20 μm. Histological grade of BM fibrosis in WT and Prx1Cre; IL-1R1^F/F^ recipients is shown in bar graphs as mean ± SEM (*n* = 5 mice per group). Statistical significances were determined using two-tailed unpaired *t*-test. **j** Immunofluorescence images showing Col3a1 expression in WT and IL-1R1 KO BM MSCs upon IL-1α (5 ng/mL) and IL-1β (5 ng/mL) stimulation. Col3a1 (green) and DAPI (blue); scale bars, 100 µm. Representative images from 3 independent experiments are shown. **k** WT and IL-1R1 KO mice BM MSCs were treated with vehicle (PBS), IL-1α (5 ng/mL) or IL-1β (5 ng/mL) for 72 h. Col3a1 mRNA expression was determined by RT-qPCR. Fold change of Col3a1 expression is shown in bar graphs as mean ± SEM (*n* = 5, 4, 5 biological replicates for vehicle, IL-1α and IL-1β treatment in WT MSCs; *n* = 5, 5, 5 biological replicates for vehicle, IL-1α and IL-1β treatment in IL-1R1 KO MSCs). Statistical significance was determined in **k** using two-way ANOVA with Tukey’s multiple comparison test. Source data are provided as a Source Data file.

To further examine the contribution of IL-1 signaling in BM fibrosis, we directly assessed the effects of IL-1α and IL-1β stimulation on collagen expression in mesenchymal stromal cells (MSC) derived from WT and Prx1Cre; IL-1R1^F/F^ (IL-1R1 KO) mice BM. Confocal microscopy and real-time qPCR analyses showed significantly increased collagen (Col3a1) expression in WT BM MSC following IL-1α or IL-1β stimulation (Fig. 4j, k). Prx1Cre-mediated deletion of IL-1R1 significantly reduced collagen (Col3a1) expression in BM MSC following IL-1α or IL-1β stimulation (Fig. 4j, k). These results establish a role for IL-1 signaling in BM matrix deposition and fibrosis.

Next, we asked whether disruption of IL-1 signaling in BM stromal cells could inhibit the expansion of JAK2 mutant stem/progenitor cells. To address this question, BM cells (5 × 10^5^) from pI-pC induced Mx1Cre; Jak2^VF/+^; GFP^+^ mice (referred as Jak2^VF/+^; GFP^+^) were mixed with C57BL/6 WT mice BM cells (5 × 10^5^) at a ratio of 1:1 and transplanted into lethally irradiated WT or Prx1Cre; IL-1R1^F/F^ C57BL/6 recipient mice (as outlined in Supplementary Fig. 5a). Recipient animals were analyzed at 20 weeks after transplantation. We did not observe any significant changes in peripheral blood WBC, neutrophil, platelet and RBC counts between WT and Prx1Cre; IL-1R1^F/F^ recipient animals (Supplementary Fig. 5b). Also, there were no significant differences in the percentages of total GFP^+^ (Jak2 mutant) cells as well as GFP^+^ Gr1^+^, CD41^+^, Ter119^+^, TCRβ^+^ and B220^+^ cells in the peripheral blood between WT and Prx1Cre; IL-1R1^F/F^ recipient animals (Supplementary Fig. 5c). The percentages of GFP^+^ (Jak2 mutant) LSK, LT-HSC and ST-HSC in the BM and spleens between Prx1Cre; IL-1R1^F/F^ and WT recipient animals were comparable (Supplementary Fig. 5d, e). We also did not observe significant differences in GFP^+^ Gr1^+^, CD41^+^, Ter119^+^, B220^+^ and TCRβ^+^ cells in the BM and spleens between WT and Prx1Cre; IL-1R1^F/F^ recipient animals (Supplementary Fig. 5f, g). These results suggest that disruption of IL-1 signaling in the BM microenvironment has no significant effect on expansion of Jak2 mutant HSPC.

### Exogenous IL-1β promotes MPN disease progression in Jak2V617F mice

In order to examine the effect of increased IL-1 signaling in MPN progression, we performed exogenous IL-1β administration in heterozygous Jak2V617F (Jak2^VF/+^) knock-in mice that mainly exhibit a PV disease^22^. BM cells from pI-pC induced Jak2^VF/+^ mice were transplanted into lethally irradiated C57BL/6 mice to generate a cohort of mice expressing Jak2^VF/+^. At 4 weeks after transplantation, mice were injected with either PBS (control) or IL-1β (0.5 μg/dose, intraperitoneally) 3 times per week for 16 weeks (as outlined in Fig. 5a). Treatment of IL-1β significantly increased the numbers and percentages of neutrophils but decreased the RBC and hemoglobin levels in the peripheral blood of Jak2^VF/+^ mice (Fig. 5b). Platelet counts were not significantly altered by IL-1β treatment in these mice (Fig. 5b). Flow cytometric analyses showed significantly increased myeloid (Gr-1^+^ Mac1^+^) cells and decreased percentages of erythroid (CD71^+^/Ter119^+^) cells but no significant alterations of CD41^+^ cells in the BM of IL-1β treated Jak2^VF/+^ mice compared to PBS treated animals (Fig. 5c–e). We also observed significant increases in LSK and short-term HSC (ST-HSC) in Jak2^VF/+^ mice treated with IL-1β compared to those treated with PBS (Fig. 5f). Hematopoietic progenitor colony assays showed significantly increased number of CFU-GM (myeloid) but decreased BFU-E (erythroid) colonies derived from the BM of IL-1β treated mice compared with PBS treated animals (Fig. 5g, h). However, spleen size was not significantly altered by IL-1β treatment in these animals (Fig. 5i). H&E staining of the BM sections from PBS treated Jak2^VF/+^ mice exhibited trilineage hyperplasia with noticeable increase in erythroid precursors, whereas IL-1β treated Jak2^VF/+^ mice showed expansion of granulocytic cells and immature megakaryocytes and reduction of erythroid precursors (Fig. 5j). While PBS treated Jak2^VF/+^ mice did not exhibit BM fibrosis at this stage, IL-1β treated mice exhibited increased reticulin fibrosis in their BM (Fig. 5j). Together, these results suggest that elevated levels of IL-1β may contribute to the progression of Jak2V617F-induced MPN.

**Fig. 5:**
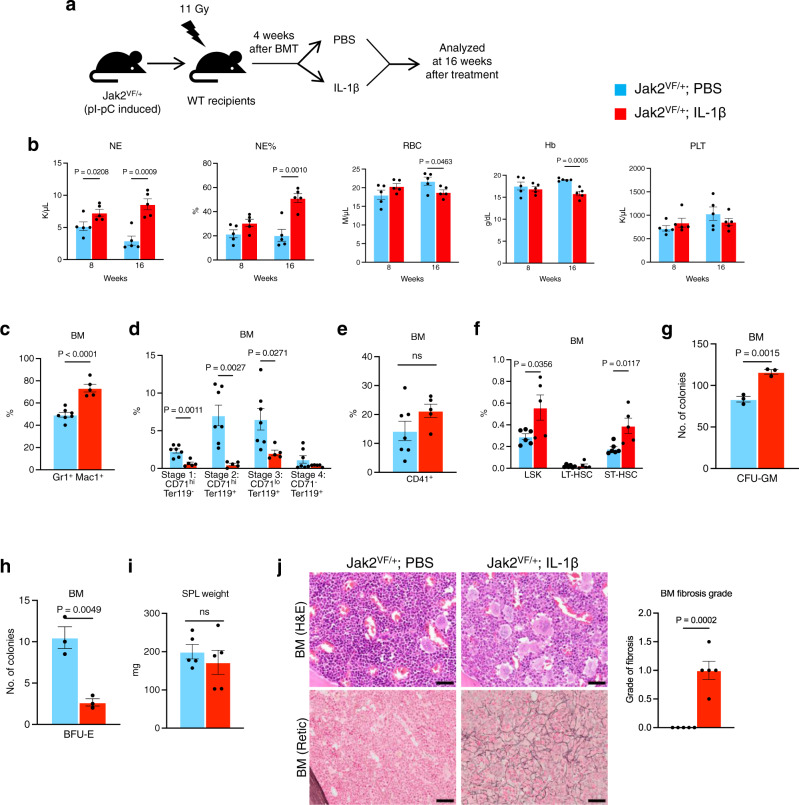
Exogenous IL-1 treatment promotes the development of bone marrow fibrosis in Jak2V617F mice. **a** A scheme on the experimental design is depicted. **b** Peripheral blood counts of neutrophil (NE), percentages of neutrophil (%NE), red blood cells (RBC), hemoglobin (Hb) and platelets (PLT) were assessed at 8 and 16 weeks after treatment (*n* = 5 mice per group). **c**–**e** Frequencies of Gr1^+^Mac1^+^, CD71^+^/Ter119^+^ and CD41^+^ cells in the BM of Jak2^VF+^ mice treated with PBS or IL-1β are shown in bar graphs as mean ± SEM (*n* = 7, 5 mice). **f** Frequencies of LSK (Lin^−^ Sca1^+^ c-kit^+^), LT-HSC (Lin^-^ Sca1^+^ c-kit^+^ CD34^-^ CD135^-^) and ST-HSC (Lin^-^ Sca1^+^ c-kit^+^ CD34^+^ CD135^-^) in the BM of Jak2^VF+^ mice treated with PBS or IL-1β are shown in bar graphs as mean ± SEM (*n* = 6, 5 mice). **g**, **h** BM cells (2 × 10^4^) from PBS or IL-1β treated Jak2^VF+^ mice were plated in methylcellulose medium (MethoCult 3434) with cytokines. Colony forming unit granulocyte-macrophage (CFU-GM) (**g**) and burst forming unit erythroid (BFU-E) (**h**) colonies are shown in bar graphs as mean ± SEM (*n* = 3 mice per group; each data point is an average of two technical replicates). **i** Spleen weights of Jak2^VF+^ mice treated with PBS and IL-1β (*n* = 5 mice per group). **j** Representative images of the hematoxylin and eosin (H&E) and reticulin stained BM sections from Jak2^VF+^ mice treated with PBS or IL-1β for 16 weeks. Scale bar, 20 μm. Histological grade of BM fibrosis (reticulin fibrosis) is shown in bar graphs as mean ± SEM (*n* = 5 mice per group). Statistical significances were determined in **b**–**j** using two-tailed unpaired t-test. Source data are provided as a Source Data file.

We also examined the effect of exogenous IL-1β in WT mice. C57BL/6 WT mice were injected with either PBS (control) or IL-1β intraperitoneally 3 times per week for 16 weeks (outlined in Supplementary Fig. 6a). Mice treated with IL-1β exhibited significantly increased WBC and neutrophil counts in their peripheral blood compared to PBS treatment (Supplementary Fig. 6b). RBC, hemoglobin and platelet levels were comparable between PBS and IL-1β treated WT mice (Supplementary Fig. 6b). Flow cytometric analyses showed significantly increased myeloid (Gr-1^+^ Mac1^+^) cells and decreased percentage of erythroid (CD71^+^/Ter119^+^) cells but no significant alterations of CD41^+^ cells in the BM of IL-1β treated WT mice compared to PBS treated animals (Supplementary Fig. 6c–e). There was no significant difference in LSK, LT-HSC and ST-HSC populations between PBS and IL-1β treated WT mice (Supplementary Fig. 6f). Hematopoietic progenitor colony assays showed significantly increased CFU-GM (myeloid) but decreased BFU-E (erythroid) colonies in the BM of IL-1β treated mice compared with PBS treated animals (Supplementary Fig. 6g, h). Spleen weights were comparable between PBS and IL-1β treated WT mice (Supplementary Fig. 6i). Histologic analysis of the BM sections showed increase in granulocytic precursors without any evidence of BM fibrosis in WT mice treated IL-1β (Supplementary Fig. 6j). Thus, IL-1β treatment alone cannot induce BM fibrosis in a WT background.

### Effects of IL-1β on gene expression in Jak2V617F mice hematopoietic progenitors

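RNA was sequenced from LSK (Lin-Sca1+c-kit+) and LK (Lin-c-kit+) cells, the stem and progenitor fractions of mouse bone marrow, sorted from mice carrying a heterozygous Jak2V617F allele. The mice had received PBS or IL-1β at 3 doses per week for 16 weeks. The paper gives the dose as 0.5 μg, whereas the sample labels write 0.5 g. In each population 3 libraries came from PBS-treated and 2 from IL-1β-treated mice. The authors trimmed the reads, aligned them to the mouse genome (GRCm38) with HISAT2 and deposited the number of read pairs counted on each of 55487 genes, without normalization. The file headers and the reporting summary name featureCounts for this step, with reverse-stranded counting of read pairs, and the methods name GenomicAlignments. The methods name a NextSeq sequencer and the reporting summary a NovaSeq. In LSK cells the libraries held 12172400 to 16271408 counted read pairs with PBS (median 13241793), and 4393233 and 8641124 with IL-1β. In LK cells they held 12804883 to 18544346 with PBS (median 13992210), and 6367352 and 7652483 with IL-1β. Every IL-1β library was therefore shallower than every PBS library of its population, so depth and treatment were not separated by the design. Genes with too few counts were removed with edgeR's filterByExpr, which left 13132 genes in LSK and 12835 in LK cells. Library sizes were normalized by the TMM method, and the treatments were compared within each population by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its log2 fold change was above 0.5 in size, the thresholds of the paper. The number of genes called changed with the tool, with no filter on low counts and with the PBS replicate left out. It changed little with a filter of at least 10 reads in at least 2 libraries. The typical biological coefficient of variation between libraries of one treatment was 0.377 in LSK and 0.183 in LK cells. Expression is given as CPM, the counts scaled to a common library size after TMM normalization.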

To understand the mechanism(s) by which elevated IL-1β expression contributes to myeloid expansion and progression of MPN, we performed RNA-sequencing on sorted LSK and LK cells from Mx1Cre; Jak2^VF/+^ mice treated with vehicle (PBS) and IL-1β. Since IL-1β contributes to expansion of HSPC in Jak2V617F mice, we utilized LSK and LK cells for transcriptomic analysis. 

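Between 3 PBS and 2 IL-1β LSK libraries, 42 genes were called higher and 41 lower with IL-1β among 13132 genes tested (adjusted p under 0.05 by edgeR's quasi-likelihood test and log2 fold change above 0.5 in size). Before adjustment, 1052 genes had p under 0.05 and a log2 fold change above 0.5, and 1379 had p under 0.05 and one below -0.5. The largest alternative counts came from a joint fit of the LSK and LK libraries, which called 547 genes higher and 681 lower in LSK cells. DESeq2's Wald test, the tool of the paper, called 384 higher and 486 lower, including all 42 and all 41 of the genes above. In the other direction, limma-voom called 19 higher and 2 lower. The fits without one PBS replicate called 36 higher and 47 lower (replicate 1 left out), 280 and 200 (replicate 2) and 74 and 87 (replicate 3). For 5201 genes (39.6% of those tested) the libraries of the 2 treatments did not overlap, where the average over all splits into 3 and 2 is 20%. Genes vary together, so a single split can lie far from that average without a treatment effect. The PBS libraries differed among themselves. PBS replicate 2 differed by more than 2-fold from PBS replicate 1 at 3279 genes, against 1054 genes between PBS replicates 1 and 3. Among called genes with non-overlapping libraries and a mean of at least 1 log2 CPM, Psma8 rose from at most 3 counts in every PBS library to 19.1 ± 6.68 CPM (SD, n = 2), at least 90.9-fold. Lcn2 had a log2 fold change of 6.71, Lrg1 of 6.40, Sgms2 of 5.29 and Prom1 of 5.05. With limma-voom, Psma8, Lrg1, Sgms2 and Prom1 were not called (adjusted p from 0.0555 for Psma8 to 0.0621 for Prom1). The genes that fell furthest had at most 3 counts in both IL-1β libraries. With fold changes computed against that floor, Plscr2 was at least 27.4-fold lower, Sgsm1 at least 21.9-fold, Ifi44 at least 17.4-fold, Cryab at least 15.5-fold and Apob at least 12.5-fold. None of these 5 was called with limma-voom (adjusted p from 0.133 for Ifi44 to 0.208 for Plscr2), nor was Apob without PBS replicate 1 (0.0652). Il1r1, which encodes the IL-1 receptor, was at 57.6 ± 8.76 CPM (SD, n = 3) with PBS and 24.9 ± 11.7 (SD, n = 2) with IL-1β, a log2 fold change of -1.20 that did not pass the adjustment (edgeR adjusted p = 0.131), whereas DESeq2 gave an adjusted p of 0.0329.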

We found that 979 transcripts were significantly (p-adj < 0.05 and log2FC > 0.5-fold) upregulated and 1249 transcripts were significantly down-regulated in IL-1β-treated LSK cells compared to vehicle-treated LSK cells (Fig. 6a). Gene Set Enrichment Analysis (GSEA)^33^ of RNA-sequencing data revealed significant upregulation of genes related to myeloid cell development, MYC targets, mTORC1 signaling and translation in IL-1β -treated Jak2^VF/+^ mice LSK cells compared to vehicle-treated LSK cells (Fig. 6b). 

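Gene sets were compared in the same 5 LSK libraries with limma's camera test (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 12 sets). The sets were mouse Reactome pathways, gene families defined by symbol and marker lists, since the members of the sets behind Fig. 6b were not used here. Of the 233 members of the Reactome Translation pathway, 153 were matched to genes of the files and 142 were tested. Their mean log2 fold change exceeded that of all other genes by 0.46 (125 of 142 genes positive, camera adjusted p = 2.38e-08). The 77 mitochondrial ribosomal protein genes lay 0.71 above the other genes (75 positive, adjusted p = 1.44e-10), the 80 cytosolic ribosomal protein genes 0.39 above (67 positive, adjusted p = 0.000269), the 52 translation initiation factor genes 0.39 above (43 positive, adjusted p = 0.000269) and the 7 chaperonin subunit genes 0.72 above (7 positive, adjusted p = 0.00207). For myeloid genes, the 13 tested members of a neutrophil granule list, which includes S100a8, Elane and Mpo, lay 3.21 above the other genes (adjusted p = 2.21e-11). The Reactome set for mTOR signalling, with 26 genes tested, lay 0.01 above (adjusted p = 0.878). That pathway set differs from a list of mTORC1-induced transcripts. The 190 genes of Cytokine Signaling in Immune system lay below the other genes by 0.30, with 60 of 190 positive (adjusted p = 0.00256). Under camera with the inter-gene correlation estimated from these 5 libraries, none of the 12 sets passed, and the adjusted p of Translation was 0.466.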

RNA-seq analysis on LK cells from IL-1β-treated Jak2^VF/+^ mice also showed significant changes in gene expression (Supplementary Fig. 7a). 

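In LK cells, 869 genes were called higher and 330 lower with IL-1β among 12835 tested (3 PBS and 2 IL-1β libraries, edgeR's quasi-likelihood test). The count followed which PBS library was left out, from 449 to 1499 genes higher and from 125 to 910 lower across the 3 fits that each left out one PBS replicate. Libraries of the 2 treatments did not overlap for 5869 genes (45.7% of those tested, where the average over all splits is 20%). Of the genes past both thresholds with non-overlapping libraries, Lipg rose from at most 3 counts in each PBS library to 21.8 ± 5.38 CPM (SD, n = 2), at least 107.5-fold. Chil3 had a log2 fold change of 7.45 with a standard error of 0.79, Trnp1 of 6.97 with a standard error of 1.49, Saa3 of 6.21 with a standard error of 0.38 and Psma8 of 6.20 with a standard error of 0.71. The 2 IL-1β libraries differed widely for Trnp1, at 15.1 ± 18.8 CPM (SD, n = 2). Dntt, a lymphoid gene, fell from 4.66 ± 1.44 CPM (SD, n = 3) to 0 counts in both IL-1β libraries, at least 10.6-fold lower. Nrp1 was at least 9.28-fold and Clec2f at least 9.11-fold lower. The log2 fold change was -3.81 for Kcng1 and -3.25 for Klf4. Kcng1 was not called without PBS replicate 1 (adjusted p = 0.0531) or 2 (0.0801), nor was Klf4 (0.0747 and 0.0613). With limma-voom, Kcng1 (0.0773), Clec2f (0.0897) and Klf4 (0.0562) were not called. Trnp1 was not called without any of the 3 PBS replicates (0.163, 0.125 and 0.209), with limma-voom (0.146) or with no filter on low counts (0.215), and Chil3 was not called without PBS replicate 3 (0.0759). Lcn2 was at 3.01 ± 1.15 CPM (SD, n = 3) with PBS and 147.3 ± 37.9 (SD, n = 2) with IL-1β (log2 fold change 5.65, standard error 0.31, edgeR adjusted p = 0.000541).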

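In LK cells the 13 tested neutrophil granule genes lay 3.17 above all other genes in mean log2 fold change with IL-1β (12 of 13 positive, limma's camera test, adjusted p = 5.03e-08, two-sided). Within this list, Elane rose from 733 ± 332 CPM (SD, n = 3) to 2553 ± 287 (SD, n = 2) and Mpo from 4674 ± 1919 (SD, n = 3) to 12132 ± 1164 (SD, n = 2). Both were called by edgeR (adjusted p = 0.0374 and 0.0405), but Elane was not called without PBS replicate 2 (0.136) or with no filter on low counts (0.205), nor Mpo without PBS replicate 1 (0.0619) or 2 (0.161). The Reactome Innate Immune System set, with 396 genes tested, lay 0.12 above the other genes with 231 genes positive, and did not pass the adjustment (adjusted p = 0.064). It passed under a preranked enrichment test (fgsea), which gave a normalized enrichment score of 1.66 (adjusted p = 2.52e-06). Cytokine Signaling in Immune system, with 179 genes tested, lay 0.01 above (adjusted p = 0.368). The 14 erythroid genes lay below the other genes, with a difference of -0.82 and 1 of 14 positive (adjusted p = 0.000341). The 80 cytosolic ribosomal protein genes also lay below, with a difference of -0.25 and 6 of 80 positive (adjusted p = 3.1e-05). No set passed with the inter-gene correlation estimated from the LK libraries, where the adjusted p of the neutrophil granule genes was 0.927. Of the 12264 genes tested in both populations, 38 were called higher in LSK and in LK cells and 9 lower in both. Fisher's exact test (two-sided) gave p = 1.53e-40 for the higher and 2.82e-07 for the lower genes. It treats the 2 lists as independent, but same-numbered LSK and LK libraries deviated together with PBS, so these p-values may be too small. A test of the difference between the 2 responses over all 10 libraries gave 4 of 13839 genes (edgeR's quasi-likelihood test of the interaction), and 1967 at an unadjusted p under 0.05. With the replicate number as a block it gave 24 genes, 3 of them after a correction for GC content and 1 after one for gene length. The mean correlation of same-numbered LSK and LK libraries was 0.27 with PBS. With IL-1β it was a single value of 0.10, since 2 libraries centred on their mean mirror each other. With any of the PBS replicates left out the test gave 0 genes (861 to 2760 at an unadjusted p under 0.05). In the other direction, DESeq2's Wald test gave 324 genes and no filter on low counts gave 398, each with all 4 among them.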

GSEA analyses showed significant upregulation of genes related to myeloid leukocyte activation, innate immune system, cytokine production and bone marrow neutrophil gene signatures in IL-1β-treated Jak2^VF/+^ mice LK cells compared to vehicle-treated LK cells (Supplementary Fig. 7b). Analysis of the RNA-seq data from IL-1β -treated WT mice multipotent progenitors (MPP)^34^ also showed significant upregulation of genes related to mTORC1 signaling, translation, inflammatory response and myeloid cell development (Supplementary Fig. 8a, b). We observed 266 gene transcripts with significant overlap between IL-1β -treated WT mice MPP and Jak2^VF/+^ mice LSK cells (Supplementary Fig. 8c).

**Fig. 6:**
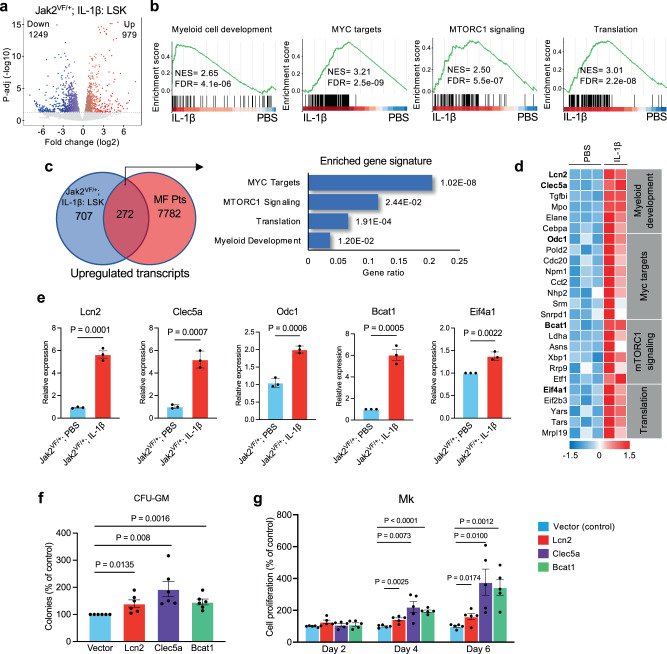
Effects of IL-1β on gene expression in Jak2V617F mice hematopoietic progenitors. **a** Volcano plot showing significantly upregulated and downregulated (p-adj < 0.05 and log_2_fc > 0.5) genes in in LSK cells isolated from Jak2^VF/+^ mice treated with vehicle (PBS) (*n* = 3) or IL-1β (*n* = 2). **b** Gene-set enrichment analysis (GSEA). Gene sets of myeloid cell development, MYC targets, mTORC1 signaling and translation are enriched in LSK cells from Jak2^VF/+^ mice treated with IL-1β (*n* = 2) compared to PBS (*n* = 3). **c** Venn diagram showing the overlap between upregulated genes in MF patient granulocytes^21^ (*n* = 62 for MF, *n* = 23 for control) and genes upregulated in IL-1β treated Jak2^VF/+^ LSK cells (*n* = 2 for IL-1β treated, *n* = 3 for PBS treated). The cutoffs were FDR-adjusted *p* < 0.05. Overlapping genes showed enrichment for MYC targets, mTORC1 signaling, translation and myeloid development gene signatures. **d** Heat maps of selected upregulated transcripts related to MYC targets, mTORC1 signaling, translation and myeloid development gene signatures in LSK cells from Jak2^VF/+^ mice treated with IL-1β (*n* = 2) compared to PBS (*n* = 3) (FDR < 0.05). Gene transcripts shown in bold were further validated. **e** RT-qPCR validation of Lcn2, Clec5a, Odc1, Bcat1 and Eif4a1 mRNA expression in LSK cells from Jak2^VF/+^ mice treated with IL-1β compared to PBS. RT-qPCR results were normalized with Hprt1 expression (*n* = 3 biological replicates per group). **f** CFU-GM colonies were assessed following overexpression of Lcn2, Clec5a and Bcat1 in Jak2^VF/+^ BM. CFU-GM colonies relative to vector control are shown in bar graphs as mean ± SEM (*n* = 6 biological replicates per group; each data point is an average of two technical replicates). **g** Megakaryocytic (Mk) cells were derived from the Jak2^VF/+^ BM overexpressing vector, Lcn2, Clec5a and Bcat1, and cell proliferation was assessed in triplicates every 2 days over 6 days using Cell Titer Glow. Megakaryocytic cell proliferation relative to vector control are shown in bar graphs as mean ± SEM (*n* = 5 biological replicates per group; each data point is an average of two technical replicates). Statistical significances were determined in **e**–**g** using multiple unpaired two-tailed t-tests. Source data are provided as a Source Data file.

We next compared genes/transcripts that were significantly upregulated in IL-1β-treated Jak2^VF/+^ mice LSK cells with transcripts that were upregulated in MF patient’s RNA-sequencing dataset^21^. There was an overlap of 272 gene transcripts, which were upregulated in both MF patient’s granulocytes and IL-1β-treated Jak2^VF/+^ mice LSK cells (Fig. 6c). Gene Ontology analysis of overlapping genes showed enrichment for MYC targets, mTORC1 signaling, translation and myeloid development gene signatures (Fig. 6c), indicating that these pathways were commonly upregulated in both MF patient’s hematopoietic cells and IL-1β-treated Jak2^VF/+^ mice LSK cells. We also compared the RNA-seq data obtained from IL-1β-treated Jak2^VF/+^ mice LSK cells with MF CD34 + microarray gene expression dataset^35^ and found similar enrichment for MYC targets, mTORC1 signaling, translation and myeloid development gene signatures (Supplementary Fig. 9a). There was also significant overlap of upregulated genes between IL-1β-treated Jak2^VF/+^ mice LK cells and MF patient’s granulocytes (Supplementary Fig. 7c). Thus, increased level of IL-1β alters the expression of genes that may contribute to expansion of myeloid cells in JAK2 mutant MPN.

We found that transcripts related to myeloid development, MYC targets, mTORC1 signaling and translation, which include Lcn2, Clec5a, Odc1, Bcat1 and Eif4a1, were significantly upregulated in IL-1β-treated Jak2^VF/+^ mice LSK cells by RNA-seq analysis (Fig. 6d). 

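Lcn2 (ENSMUSG00000026822) lies on chromosome 2 of GRCm38 from 32384633 to 32388252. In LSK cells it was at 1.25 ± 0.687 CPM with PBS (SD, n = 3) and 135.4 ± 17.4 with IL-1β (SD, n = 2), a log2 fold change of 6.71 (standard error 0.44, edgeR adjusted p = 0.000497). Clec5a (chromosome 6, 40574894 to 40585821) was at 1.56 ± 1.61 and 21.8 ± 3.10 CPM, with a log2 fold change of 3.77 (standard error 0.89, edgeR adjusted p = 0.0861). PBS replicate 2 held 1 Clec5a count and PBS replicate 3 held 56. Odc1 (chromosome 12, 17544794 to 17551505) was at 397 ± 158 and 1000.2 ± 182, with a log2 fold change of 1.33 (standard error 0.33, edgeR adjusted p = 0.0986). Bcat1 (chromosome 6, 144993835 to 145076184) was at 1.76 ± 1.58 and 13.8 ± 0.0935, with a log2 fold change of 2.96 (standard error 0.93, edgeR adjusted p = 0.155). Eif4a1 (chromosome 11, 69666936 to 69672423) was at 998.5 ± 98.8 and 1553 ± 261, with a log2 fold change of 0.64 (standard error 0.26, edgeR adjusted p = 0.238). The values of these 5 genes were higher in both IL-1β libraries than in all 3 PBS libraries. With each library left out in turn, the log2 fold change ran from 6.37 to 7.04 for Lcn2, from 3.25 to 4.92 for Clec5a, from 1.16 to 1.73 for Odc1, from 2.43 to 3.72 for Bcat1 and from 0.48 to 0.79 for Eif4a1. DESeq2's Wald test gave adjusted p-values of 0.000258 for Clec5a, 0.00369 for Odc1, 0.0155 for Bcat1 and 0.0913 for Eif4a1. All 25 genes of Fig. 6d were higher with IL-1β and had non-overlapping libraries, with log2 fold changes from 0.62 to 6.71. Adjusted over all genes tested, 3 of the 25 passed both thresholds, namely Lcn2, Elane and Mpo. Adjusted over the 25 alone all passed, although that list was chosen by the paper from these libraries. The median log2 fold change was 2.61 over the 6 myeloid development genes, 0.88 over the 8 Myc target genes, 0.88 over the 6 mTORC1 genes and 0.79 over the 5 translation genes. Lcn2, Elane and Mpo also belong to the neutrophil granule list, whose median log2 fold change in LSK cells was 3.32. The paper, from the overlap of LSK and LK genes higher with IL-1β with genes raised in cells of MF patients, proposes that more IL-1β alters the expression of genes that may contribute to myeloid expansion.

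**Figure D1:**
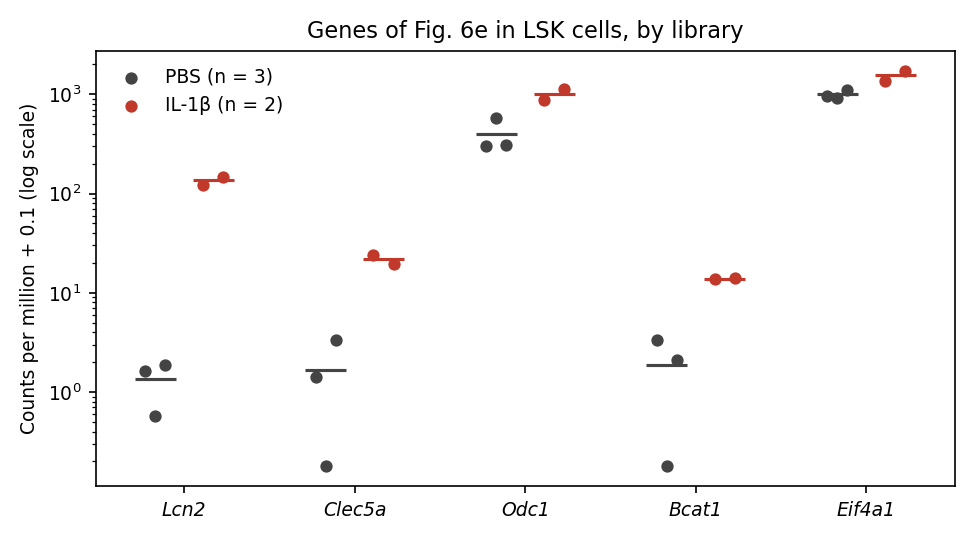
CPM plus 0.1 on a log scale for Lcn2, Clec5a, Odc1, Bcat1 and Eif4a1 in each LSK library, with PBS libraries (n = 3) in grey, IL-1β libraries (n = 2) in red and a line at each mean. Both IL-1β libraries lie above all 3 PBS libraries for each gene, and PBS replicate 2 is the lowest library for Lcn2, Clec5a, Bcat1 and Eif4a1 and the highest PBS library for Odc1.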

Expression of these transcripts was also found significantly upregulated in MF patient’s granulocytes (Supplementary Table 1). RT-qPCR further validated significantly increased expression of these transcripts in IL-1β-treated Jak2^VF/+^ mice LSK cells compared with PBS-treated Jak2^VF/+^ mice LSK cells (Fig. 6e). Interestingly, the expression of *LCN2, CLEC5A, ODC1, BCAT1* and *EIF4A1* was also significantly elevated in MF CD34 + cells (Supplementary Fig. 9b).

We further performed functional validation of some of these IL-1β target genes by lentiviral overexpression into Jak2^VF/+^ mice BM. We observed significantly increased myeloid (CFU-GM) colonies by overexpression of Lcn2, Clec5a or Bcat1 in the BM of Jak2^VF/+^ mice (Fig. 6f). We also observed that overexpression of Lcn2, Clec5a or Bcat1 significantly increased ex vivo proliferation of megakaryocytes derived from the BM of Jak2^VF/+^ mice (Fig. 6g).

### Effects of IL-1 on gene expression changes and collagen expression in BM mesenchymal stromal cells

To understand the contribution of IL-1 signaling in BM microenvironment, we investigated the effects of IL-1β on gene expression changes in BM MSC. 

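Mesenchymal stromal cells (MSC) were grown from the bone marrow of wild-type mice and treated in culture with PBS or with IL-1β at 5 ng per ml for 72 h before RNA was extracted and sequenced. The files hold 2 libraries per treatment, labelled PBS replicates 2 and 3 and IL-1β replicates 1 and 2. As for the sorted cells, the authors deposited unnormalized counts of read pairs per gene. The totals were 5834909 and 13155033 with PBS, and 11681794 and 30871055 with IL-1β. After edgeR's filterByExpr, 13239 genes were tested by the same quasi-likelihood test and thresholds. The labels of the treatments share only replicate number 2, so no paired comparison was made. With 2 libraries per treatment, leaving one out leaves a group without replicates, and only fold changes can then be given. The 2 IL-1β libraries differed by more than 2-fold at 180 genes and the 2 PBS libraries at 1324. Reads from Y-linked genes were present in the 4 libraries, whereas Xist, which is transcribed from the inactive X chromosome, had 325 counts in PBS replicate 2, 0 in PBS replicate 3, and 2103 and 535 in the IL-1β libraries. The median of 18 macrophage marker genes was 710 and 664 CPM in the PBS libraries and 691 and 633 in the IL-1β libraries. The median of 15 mesenchymal marker genes was 61.8 and 43 CPM in the PBS libraries and 62.8 and 54.1 in the IL-1β libraries.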

RNA-seq analysis on BM MSC stimulated with IL-1β showed 682 transcripts were significantly upregulated and 391 transcripts were significantly down-regulated in IL-1β -treated MSC compared to vehicle-treated MSC (Fig. 7a). 

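Among 13239 genes tested in 2 PBS and 2 IL-1β MSC libraries, 945 were called higher and 570 lower with IL-1β (edgeR's quasi-likelihood test). Without a filter on low counts there were 1439 higher and 915 lower, and with upper-quartile factors, which turned the balance between the directions, 817 higher and 831 lower. The libraries of the 2 treatments did not overlap for 8096 genes (61.2%, where the average over all splits is 33.3%). Of the genes past both thresholds with non-overlapping libraries, Saa3 rose from 1.84 ± 0.692 to 1779 ± 249 CPM (SD, n = 2 each), a log2 fold change of 10.02 (standard error 0.28, edgeR adjusted p = 0.00021). Nos2 had at most 3 counts in each PBS library and was at least 216-fold higher with IL-1β. Measured against the same floor, Fpr1 was at least 84-fold, Fpr2 at least 41.9-fold and Slfn1 at least 25.7-fold higher. In the other direction, Plpp4 was at least 48.7-fold lower. The log2 fold change was -3.79 for Ankdd1a, -3.71 for Pgm5, -3.38 for Npas4 and -3.23 for Cdkn1c.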

GSEA analysis revealed significant upregulation of the transcripts related to cytokine production, inflammatory response, apoptosis and regulation of cell-cell adhesion in IL-1β-treated MSC compared to vehicle-treated MSC (Fig. 7b). 

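By limma's camera test (two-sided, adjusted over 10 sets), the 198 tested genes of the Reactome set Cytokine Signaling in Immune system lay 0.57 above all other genes in mean log2 fold change (148 positive, adjusted p = 1.01e-08). The 28 genes of Chemokine receptors bind chemokines lay 1.51 above (23 positive, adjusted p = 7.42e-06), the 40 genes of Interleukin-1 signaling 0.37 above (30 positive, adjusted p = 0.0044) and the 425 genes of Innate Immune System 0.17 above (253 positive, adjusted p = 0.0279). The 132 genes of the Reactome Apoptosis set did not differ detectably from the other genes, with a difference of -0.05 and 57 positive (adjusted p = 0.327). For the 84 genes of Cell-Cell communication the difference was -0.03, with 37 positive (adjusted p = 0.769). The 51 genes of Collagen formation lay 0.07 above and did not pass (32 positive, adjusted p = 0.314). Nor did the 174 genes of Extracellular matrix organization, at 0.14 above (107 positive, adjusted p = 0.0975). With fgsea, Extracellular matrix organization passed (adjusted p = 0.00242) and Collagen formation did not (adjusted p = 0.234). A list of 18 macrophage genes lay 0.43 above (14 positive, adjusted p = 0.00299), and 14 mesenchymal genes lay 0.27 above (10 positive, adjusted p = 0.327). With the inter-gene correlation estimated from these 4 libraries, no set passed the adjustment, and the adjusted p of Cytokine Signaling in Immune system was 0.139.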

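All 46 genes of the heat map in Fig. 7c were higher in IL-1β-treated MSC, and for each of them both IL-1β libraries lay above both PBS libraries. The paper chose these genes from the same libraries as higher with IL-1β, so their direction is not independent evidence. Adjusted over the genes tested, 39 passed an adjusted p of 0.05 with a log2 fold change above 0.5. Il1b rose from 0.968 ± 0.517 to 70.3 ± 7.96 CPM (SD, n = 2 each), a log2 fold change of 6.36 (standard error 0.28, edgeR adjusted p = 0.00062). Il6 rose from 0.309 ± 0.202 to 29.7 ± 1.63 (log2 fold change 6.34, standard error 0.30, edgeR adjusted p = 0.00091) and Ccl5 from 5.05 ± 0.533 to 168 ± 6.14 (log2 fold change 5.03, standard error 0.14, edgeR adjusted p = 0.00021). Cxcl9 had at most 3 counts in each PBS library and was at least 6.65-fold higher. The log2 fold change was 1.15 for Ccl2, 2.70 for Tlr2 and 0.50 for Myd88, which lay just under the fold-change threshold. Tlr2 was not called with no filter on low counts (adjusted p = 0.233). Of the 16 cytokine and chemokine genes, 15 passed both thresholds, with a median log2 fold change of 3.37. Ccl7 did not (log2 fold change 0.79, edgeR adjusted p = 0.202). Of 18 receptor genes 14 passed, with a median of 1.63, and of 12 signaling and other genes 10 passed, with a median of 1.17. The receptor genes that did not pass were Il21r, Clec4a1, Clec4a3 and Clec4n, with adjusted p-values of 0.0503, 0.0531, 0.0592 and 0.0648 from edgeR. From these transcripts the paper states that IL-1β raised pro-inflammatory cytokines, chemokines and signaling molecules in MSC.

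**Figure D2:**
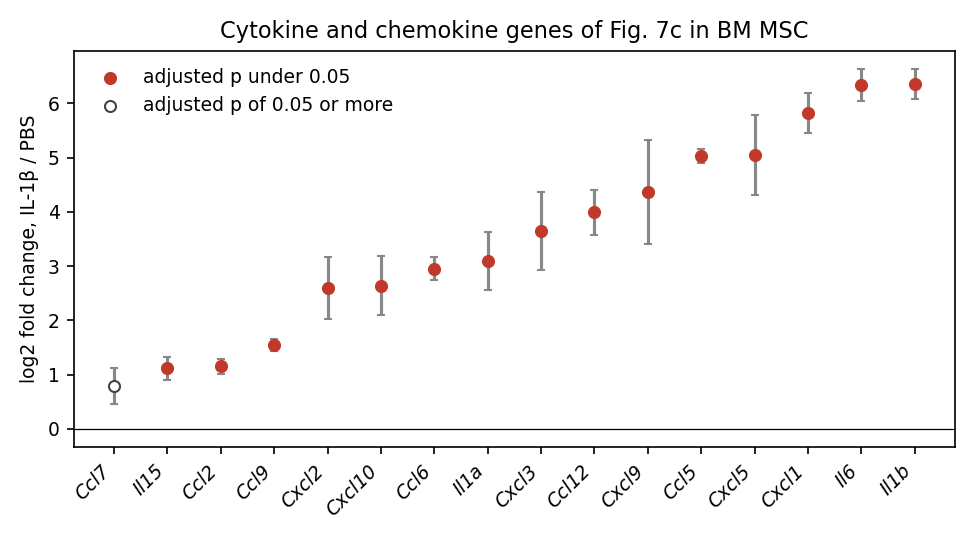
log2 fold change between IL-1β-treated and PBS-treated BM MSC (n = 2 libraries each) for the 16 cytokine and chemokine genes of Fig. 7c, with bars of 1 standard error. Filled points have an adjusted p under 0.05 and the open point, Ccl7, does not. Cxcl9, with at most 3 counts in each PBS library, is plotted at the fitted value, which is not a bounded estimate.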

Transcripts encoding cytokines, chemokines and signaling molecules with known proinflammatory functions were upregulated in IL-1β-treated MSC (Fig. 7c). Consistent with this observation, RT-qPCR analysis revealed that IL-1β treatment markedly increased the transcripts of pro-inflammatory cytokine/chemokine (Il1b, Il1a, Il6, Ccl2, Ccl5) and inflammatory signaling mediators Tlr2 and Myd88 in the BM MSC (Fig. 7d). 

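Col3a1, which encodes the alpha chain of type III collagen, lies on chromosome 1 of GRCm38 from 45311538 to 45349706. Its read pairs numbered 3064 and 2385 in the PBS libraries of MSC, and 40418 and 16970 in the IL-1β libraries. After normalization this was 345 ± 234 and 1411 ± 122 CPM (SD, n = 2 each). The log2 fold change was 2.04 (standard error 0.53), and both IL-1β libraries lay above both PBS libraries. The gene did not pass the threshold in edgeR's quasi-likelihood test (adjusted p = 0.0851). PBS replicate 2 held 511 CPM and PBS replicate 3 held 180. DESeq2's Wald test gave an adjusted p of 0.0278. With each library left out in turn, the log2 fold change lay between 1.47 and 2.98.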

RNA-seq analysis also revealed significantly increased expression of collagen (Col3a1) in IL-1β -treated MSC (Fig. 7c). RT-qPCR and immunofluorescence staining also showed that IL-1α or IL-1β treatment significantly increased Col3a1 expression and addition of anti-IL-1R1 Ab significantly inhibited IL-1α or IL-1β induced Col3a1 expression in the BM MSC (Fig. 7e–g). Overall, these data suggest that blockade of IL-1R1 using anti-IL-1R1 antibody could diminish collagen deposition in the bone marrow.

**Fig. 7:**
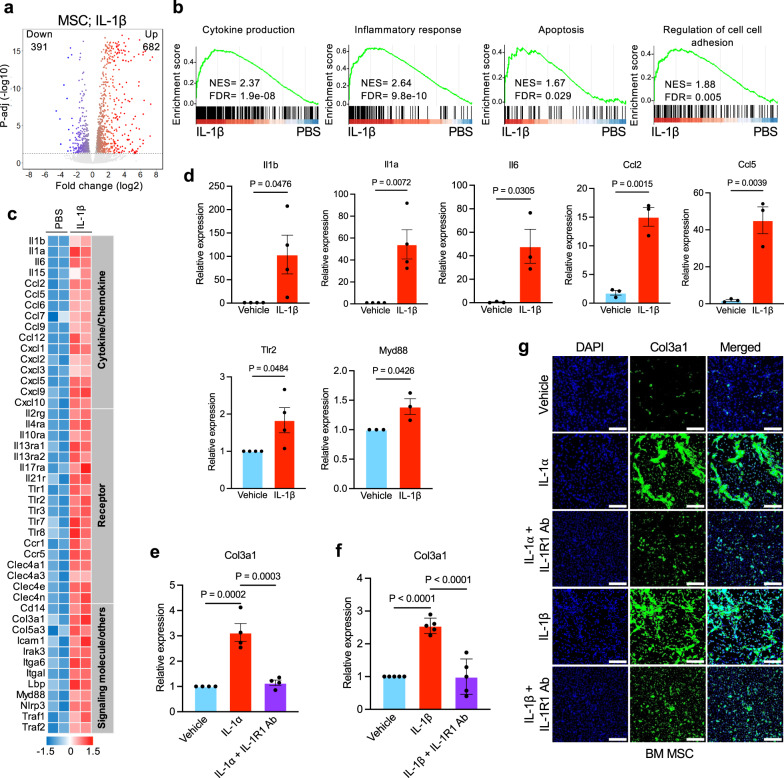
Effects of IL-1 on gene expression changes and collagen expression in BM mesenchymal stromal cells. **a** Volcano plot showing significantly upregulated and downregulated (p-adj < 0.05 and log_2_fc > 0.5) genes in IL-1β (5 ng/mL) treated MSCs (*n* = 2) compared to PBS treated MSCs (*n* = 2). **b** Gene-set enrichment analyses (GSEA) show significant increase in expression of genes related to cytokine production, inflammatory response, apoptosis and regulation of cell-cell adhesion in IL-1β treated MSCs (*n* = 2) compared to PBS treated MSCs (*n* = 2). Enrichment plots with normalized enrichment score (NES) and false discovery rate (FDR) are shown. **c** Heat map of selected genes upregulated in IL-1β treated MSCs (*n* = 2) compared to PBS treated MSCs (*n* = 2) with expression changes more than 1.5-fold (FDR < 0.05). **d** RT-qPCR validation of increased mRNA expression of Il1b (*n* = 4, 4 biological replicates), Il1a (*n* = 4, 4), Il6 (*n* = 3, 3), Ccl2 (*n* = 3, 3), Ccl5 (*n* = 3, 3), Tlr2 (*n* = 4, 4) and Myd88 (*n* = 3, 3) in IL-1β treated MSCs compared with PBS treated MSCs. Data were normalized with Hprt1 expression. Data are shown in bar graphs as mean ± SEM. Statistical significances were determined using two-tailed unpaired *t*-test. **e**, **f** BM MSCs were treated with vehicle (PBS), IL-1α (5 ng/mL) or IL-1α (5 ng/mL) + IL-1R1 Ab (1 μg/ml) (*n* = 4 biological replicates per group) (**e**) and vehicle (PBS), IL-1β (5 ng/mL) or IL-1β (5 ng/mL) + IL-1R1 Ab (1 μg/ml) (*n* = 5 biological replicates per group) (**f**) for 72 h. Col3a1 mRNA expression was assessed using RT-qPCR. Fold change of Col3a1 expression is shown in bar graphs as mean ± SEM. Statistical significance was determined using one-way ANOVA with Tukey’s multiple comparison test. **g** Immunofluorescence images showing increased Col3a1 expression in MSCs upon IL-1β (5 ng/mL) and IL-1α (5 ng/mL) stimulation and, IL-1R1 Ab (1 μg/ml) treatment abolished IL-1α/β-induced Col3a1 expression in the BM MSCs. Col3a1 (green) and DAPI (blue); scale bars, 100 µm. Representative images from 3 independent experiments are shown. Source data are provided as a Source Data file.

To further understand the signaling downstream of IL-1/IL-1R1, we performed signaling studies using BM MSCs. We observed increased phosphorylation of p38 MAPK, p65 NF-κB, and JNK (c-Jun N-terminal Kinase) in MSCs treated with IL-1α or IL-1β (Supplementary Fig. 10a). We also compared the effects of IL-1β and TGF-β on cell signaling in BM MSCs. We observed more pronounced phosphorylation of p38 MAPK and p65 NF-κB by IL-1β stimulation compared with TGFβ (Supplementary Fig. 10b). Phosphorylation of Smad2 was induced by TGF-β but not by IL-1β stimulation, while JNK phosphorylation was induced by both IL-1β and TGF-β stimulation in MSCs (Supplementary Fig. 10b).

### Blocking of IL-1 receptor using anti-IL-1R1 antibody ameliorates BM fibrosis in a Jak2V617F mouse model of MF

Next, we tested the effects of blocking IL-1R1 using anti-IL-1R1 antibody in the homozygous Jak2V617F knock-in mouse model of MF. BM cells from homozygous Jak2V617F knock-in mice (Mx1Cre; Jak2^VF/VF^) at 6 weeks after pI-pC induction were transplanted into lethally irradiated C57BL/6 mice to generate a cohort of mice expressing Jak2^VF/VF^. At six weeks after BMT, mice were randomized into two groups to treat with vehicle (PBS) or anti-IL-1R1 antibody (IL-1R1 Ab) (3 μg/dose) by intraperitoneal injection 3 times a week for 6–9 weeks (as outlined in Fig. 8a). As expected, vehicle (PBS)-treated mice exhibited increased WBC, neutrophil and platelet counts in their peripheral blood (Fig. 8b). IL-1R1 Ab treatment significantly reduced WBC and neutrophil counts in these animals (Fig. 8b). IL-1R1 Ab treatment also reduced platelet counts although it did not reach statistical significance (Fig. 8b). RBC counts were reduced overtime in PBS treated Jak2^VF/VF^ mice while treatment with IL-1R1 Ab improved RBC counts in these animals (Fig. 8b). Flow cytometric analysis showed significant reduction in Gr-1^+^ Mac1^+^ and CD41^+^ cells in the BM and spleens of Jak2^VF/VF^ mice treated with IL-1R1 Ab compared with vehicle treatment (Fig. 8c–f). We also observed a significant reduction in LSK, ST-HSC, LK (Lin^-^c-Kit^+^) as well as common myeloid progenitors (CMP) and granulocyte-macrophage progenitors (GMP) in the BM of Jak2^VF/VF^ mice treated with IL-1R1 Ab compared with vehicle treatment (Fig. 8g, h). Hematopoietic progenitor colony assays showed a significant reduction of CFU-GM and CFU-Mk colonies in the BM of Jak2^VF/VF^ mice treated with IL-1R1 Ab (Fig. 8i, j). IL-1R1 Ab treatment also significantly reduced splenomegaly in Jak2^VF/VF^ mice (Fig. 8k). H&E staining showed increased clusters of abnormal megakaryocytes in the BM of vehicle-treated Jak2^VF/VF^ mice; however, they were significantly reduced by IL-1R1 Ab treatment (Fig. 8l). Reticulin staining showed extensive fibrosis in vehicle-treated Jak2^VF/VF^ mice BM (Fig. 8l). IL-1R1 Ab treatment significantly reduced BM fibrosis in Jak2^VF/VF^ mice (Fig. 8l). Collectively, these data suggest that blockade of IL-1R1 can inhibit BM fibrosis.

**Fig. 8:**
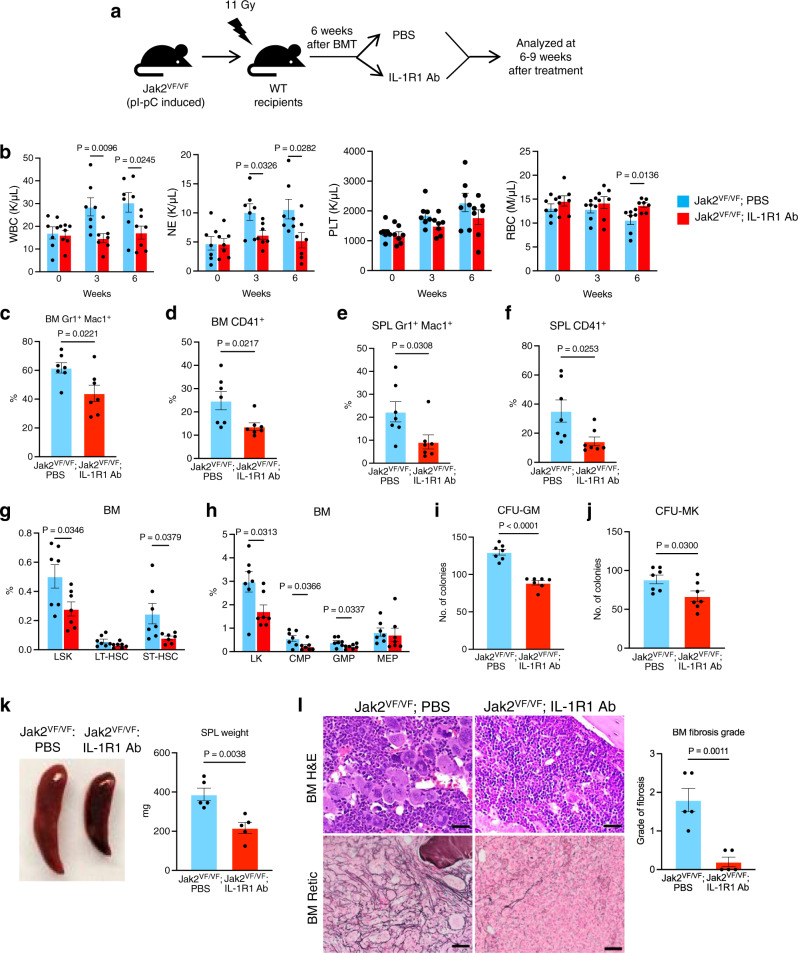
Treatment with anti-IL-1R1 antibody ameliorates BM fibrosis in homozygous Jak2V617F mouse model. **a** A scheme on the experimental design is depicted. **b** Peripheral blood WBC, neutrophil (NE), platelet (PLT) and red blood cell (RBC) counts were assessed at 3 and 6 weeks after the treatment (*n* = 7 mice per group). **c**, **d** Frequencies of Gr1^+^Mac1^+^ and CD41^+^ cells in the BM of Jak2^VF/F^ mice treated with PBS and IL-1R1 Ab (*n* = 7 mice per group). **e**, **f** Frequencies of Gr1^+^Mac1^+^ and CD41^+^ cells in the spleens (SPL) of Jak2^VF/VF^ mice treated with PBS and IL-1R1 Ab (*n* = 7 mice per group). **g** Frequencies of LSK, LT-HSC and ST-HSC in the BM of Jak2^VF/VF^ mice treated with PBS and IL-1R1 Ab (*n* = 7 mice per group). Results are shown in bar graphs as mean ± SEM. **h** Frequencies of LK, CMP, GMP and MEP in the BM of Jak2^VF/F^ mice treated with PBS and IL-1R1 Ab (*n* = 7 mice per group). **i**, **j** CFU-GM (**i**) and CFU-Mk (**j**) colonies in the BM of Jak2^VF/VF^ mice treated with PBS and IL-1R1 Ab (*n* = 7 mice per group). **k** Spleen size/weight in Jak2^VF/VF^ mice treated with vehicle (PBS) and IL-1R1 Ab are shown (*n* = 5 mice per group). **l** Representative images of the hematoxylin and eosin (H&E) and reticulin stained BM sections from Jak2^VF/F^ mice treated with PBS or IL-1R1 Ab. Scale bars, 20 μm. Histological grade of BM fibrosis is shown in bar graphs as mean ± SEM (*n* = 5 mice per group). Statistical significances were determined using multiple unpaired two-tailed *t*-tests. Source data are provided as a Source Data file.

We also examined the effects of anti-IL-1R1 antibody treatment in C57BL/6 WT mice. We treated C57BL/6 WT mice with vehicle (PBS) or anti-IL-1R1 antibody (IL-1R1 Ab) (3 μg/dose) by intraperitoneal injection 3 times a week for 6 weeks (outlined in Supplementary Fig. 11a). We observed increases in WBC and neutrophil counts in IL-1R1 Ab treated WT animals compared to PBS treated animals although the values are still in the normal range for wild type animals (Supplementary Fig. 11b). However, we did not notice any significant differences in peripheral blood RBC, hemoglobin and platelet counts between PBS and IL-1R1 Ab treated groups (Supplementary Fig. 11b). Flow cytometric analyses also did not show any significant changes in Gr-1^+^ Mac1^+^, CD71^+^/Ter119^+^ and CD41^+^ cells in the BM and spleens of IL-1R1 Ab treated WT mice compared to PBS treated WT mice (Supplementary Fig. 11c–e). We also did not observe significant changes in LSK, LT-HSC, ST-HSC, LK (Lin^-^c-Kit^+^) as well as CMP, GMP and MEP in the BM and spleens of WT mice treated with IL-1R1 Ab compared to vehicle (PBS) treatment (Supplementary Fig. 11f, g). Hematopoietic progenitor colony assays showed no significant differences in BM-derived CFU-GM and BFU-E colonies between PBS and IL-1R1 Ab treated animals (Supplementary Fig. 11h, i). Spleen weights were comparable between PBS and L-1R1 Ab treated WT animals (Supplementary Fig. 11j). H&E staining of the BM sections also did not reveal any significant changes in BM histology between PBS and IL-1R1 Ab treated WT mice (Supplementary Fig. 11k).

## Discussion

In this study, we investigated the role of IL-1 in MPN pathogenesis since IL-1 is a key regulator of inflammation^10,11^ and the expression of IL-1 is significantly elevated in MPNs, in particular MF^7,15,16^. Consistent with previous reports^7,15,16^, we found elevated levels of IL-1α and IL-1β in patients with MF as well as in Jak2V617F knock-in mice. To determine the contribution of IL-1 signaling in the pathogenesis of MPN/MF, we examined the effects of genetic deletion of IL-1R1 in a homozygous Jak2V617F (Jak2^VF/VF^) knock-in mouse model of myelofibrosis. We demonstrate that deletion of IL-1R1 significantly reduced WBC, neutrophil and platelet counts and ameliorated BM fibrosis in homozygous Jak2V617F (Jak2^VF/VF^) knock-in mouse model of myelofibrosis. However, deletion of IL-1R1 in wild type background did not display any significant changes in blood counts and bone marrow progenitors, consistent with previous reports indicating that mice with IL-1α, IL-1β or IL-1R1 deletion do not exhibit defects in normal hematopoietic development^12,13,26^. We also found that deletion of IL-1R1 preferentially inhibited the expansion of Jak2V617F mutant HSPC and their progenies. Moreover, exogenous administration of IL-1β into heterozygous Jak2V617F knock-in mice (Jak2^VF/+^) resulted in the expansion of myeloid cells and progression to BM fibrosis. Taken together, these results suggest a pathogenic role of IL-1 signaling in clonal expansion of Jak2V617F mutant HSPC and progression to BM fibrosis.

We also investigated the contribution of BM microenvironmental IL-1 signaling in Jak2V617F-induced MPN. Prx1Cre-mediated deletion of IL-1R1 in the BM mesenchymal stromal cells (MSC) attenuated Jak2V617F-induced BM fibrosis without significantly altering hematopoiesis. Similar to this observation, a recent study found that disruption of TGF-β signaling in the BM MSC attenuates MPLW515L-induced BM fibrosis without affecting hematopoietic phenotypes in MPN^36^. We also showed that Prx1Cre-mediated deletion of IL-1R1 in BM MSCs significantly reduced collagen Col3a1 expression induced by IL-1α and IL-1β. It has been suggested that Gli1+ MSCs are a key driver of BM fibrosis^37^. We observed that both WT and Prx1Cre; IL-1R1F/F mice BM MSCs express Gli1, implying that Gli1+ MSCs can be targeted by the Prx1Cre. It has been reported that IL-1β induces damage to the BM microenvironmental cells that allows expansion of JAK2 mutant HSPC^38^. Our data indicate that selective disruption of IL-1 signaling in the BM microenvironment attenuates Jak2V617F-induced BM fibrosis without affecting hematopoietic phenotypes, whereas hematopoietic disruption of IL-1 signaling reduces both MPN hematopoietic phenotypes and BM fibrosis.

Transcriptome analysis of IL-1β-treated Jak2^VF/+^ mice LSK cells revealed enrichment of genes related to myeloid cell development, consistent with the notion that IL-1 signaling promotes the expansion of myeloid lineage cells in MPN. We observed significantly increased mRNA expression of Lcn2, Clec5a, Odc1, Bcat1 and Eif4a1 in IL-1β-treated Jak2^VF/+^ mice LSK cells (Fig. 6e). Interestingly, expression of these target genes is also significantly upregulated in MF patient’s CD34 + cells (Supplementary Fig. 9b). Lcn2 (Lipocalin 2) has been found elevated in patients with MF, and is suggested to promote proliferation of MF hematopoietic progenitors^39^. Clec5a is associated with myeloid differentiation^40^. Odc1 is a MYC target that is overexpressed in various cancers^41^. Bcat1 expression is upregulated in blast phase CML and AML and increased Bcat1 contributes to myeloid leukemia progression^42^. Eif4a1 is an eukaryotic translation initiation factor that promotes cell growth and cancer progression^43^. We found that ectopic expression of Lcn2, Clec5a or Bcat1 in the BM of Jak2^VF/+^ mice significantly increased myeloid (CFU-GM) colonies and enhanced megakaryocytic proliferation ex vivo (Fig. 6f, g). Thus, it is plausible that IL-1 induced increased expression of these target genes may contribute to enhanced cell proliferation and myeloid cell expansion in MPN.

We also observed increased expression of cytokines/chemokines and inflammatory signaling mediators by IL-1β treatment in MSCs. It has been reported that IL-1α and IL-1β can induce the expression of their own genes (Il1a and Il1b), which serves as positive feedback loop^44^. IL-1 also has been shown to induce other cytokines/chemokines such as, Il6 and Ccl2^44^. Myd88 is an important mediator of IL-1/IL-1R signaling^44^. Tlr2 and Myd88 are also components of innate immune signaling and have been implicated in tissue fibrosis^45,46^. Thus, IL-1 signaling in BM microenvironment may further amplify the inflammatory response via increased expression of cytokines/chemokines and signaling mediators that can promote remodeling of BM microenvironment. Our results also establish a direct link between IL-1 signaling and collagen expression in BM MSC. We observed that IL-1 treatment increases Col3a1 expression. Furthermore, blocking of IL-1R1 using anti-IL-1R1 antibody almost completely inhibited IL-1α or IL-1β induced Col3a1 expression in BM MSC. IL-1 can induce phosphorylation of p38 MAPK, p65 NF-κB and JNK^44^. A previous study suggested an association of NF-κB activation in MPN^47^. Activation of p38 MAPK was also observed in MF hematopoietic cells^48^. A recent report has indicated a role for JNK activation in myelofibrosis induced by MPLW515L^36^. We observed increased phosphorylation of p38 MAPK, p65 NF-κB and JNK in BM MSCs upon stimulation with IL-1α or IL-1β. Thus, it is plausible that activation of p38 MAPK, p65 NF-κB and JNK signaling downstream of IL-1 may contribute to remodeling of BM microenvironment and progression of MPN. Further studies are needed to delineate the contribution of p38 MAPK, p65 NF-κB and JNK activation downstream of IL-1 signaling in Jak2V617F-driven myelofibrosis.

Data from our IL-1R1 deletion studies prompted us to investigate the effects of blocking IL-1R1 signaling in a Jak2V617F mouse model. Similar to the effects of IL-1R1 deletion, anti-IL-1R1 antibody treatment significantly decreased leukocytosis and splenomegaly and markedly reduced BM fibrosis in homozygous Jak2V617F mice. Unlike JAK inhibitor ruxolitinib, which does not eliminate Jak2 mutant HSPC or significantly reduce BM fibrosis^5^, anti-IL-1R1 antibody treatment significantly reduced Jak2V617F mutant HSPC and ameliorated BM fibrosis (Fig. 7). Consistent with this finding, a previous study suggested that inhibition of IL-1 signaling using IL-1R antagonist enhanced elimination of CML leukemic stem cells^49^.

In conclusion, we demonstrate that IL-1 signaling contributes to clonal expansion of Jak2V617F mutant HSPC and progression of bone marrow fibrosis in MPN. We also show that both hematopoietic and BM microenvironmental IL-1 signaling influence the progression to bone marrow fibrosis. Furthermore, we show that blocking of IL-1 signaling significantly improves BM fibrosis in a Jak2V617F mouse model of MF. Similar observations have been made in a study by Dr. Skoda and colleagues^50^. Results from our studies suggest that therapies targeting IL-1R1 could be useful for the treatment of myelofibrosis.

## Methods

### Mice

Conditional Jak2V617F knock-in^22^, Mx1Cre^25^, IL-1R1 floxed^26^, Prx1Cre^32^ and UBC-GFP^51^ mice were previously described. Mx1Cre expression was induced by intraperitoneal injection of polyinosine-polycytosine (pI-pC). All animal studies were approved by the Institutional Animal Care and Use Committee of the University of Virginia School of Medicine. All mice were bred and maintained under a pathogen-free, 12-h light/dark cycles environment at the University of Virginia animal facility. The housing temperature is between 20–21 °C and the humidity is between 40–60%. All experiments were conducted with age- and sex-matched mice in a C57BL/6 background.

### Patient samples

Peripheral blood samples from MPN patients were collected at the University of Virginia Cancer Center. Informed consent was obtained for sample collection according to the protocols approved by the institutional review board of the University of Virginia Health System and in accordance with the Declaration of Helsinki. Patients were not specifically recruited for this study. MPN patient blood samples were obtained from the University of Virginia Biorepository.

### Cytokine analysis

IL-1α and IL-1β levels in the serum of mice were determined using ELISA kits (R&D Systems) according to the manufacturer’s protocols. IL-1α and IL-1β levels in the plasma of healthy controls and patients with PV and MF were determined by Luminex.

### Bone marrow transplantation

For BM transplantation (BMT) assay, BM cells (1 x 10^6^) from 6 weeks old WT, Mx1Cre; IL-1R1^F/F^, Mx1Cre; Jak2^VF/VF^ and Mx1Cre; Jak2^VF/VF^; IL-1R1^F/F^ mice were transplanted into lethally irradiated C57BL/6 recipient mice. For competitive repopulation assays, BM cells from uninduced Mx1Cre; Jak2^VF/+^ and Mx1Cre; Jak2^VF/+^; IL-1R1^F/F^ mice (CD45.2^+^) were mixed with CD45.1^+^ competitor BM cells at a ratio of 1:1 and then transplanted into lethally irradiated (CD45.1^+^) congenic mice. Four weeks after transplantation, recipients were injected with 5 doses of pI-pC. The chimerism in the BM of transplanted animals was assessed by CD45.2 and CD45.1 expression using flow cytometry. To study the contribution of IL-1 signaling in BM microenvironment on Jak2V617F driven MPN, BM cells (1 × 10^6^) from Jak2^VF/VF^ mice were transplanted into irradiated (10 Gy) WT or Prx1Cre; IL-1R1^F/F^ recipient mice. For competitive repopulation assay in Prx1Cre; IL-1R1^F/F^ recipient mice, BM cells from Jak2^VF/+^; GFP mice were mixed with WT BM cells at a ratio of 1:1 and then transplanted into irradiated (10 Gy) WT or Prx1Cre; IL-1R1^F/F^ recipient mice. The chimerism in the BM of transplanted animals was assessed by GFP expression. For IL-1R1 Ab treatment, BM from homozygous Jak2V617F (Jak2^VF/VF^) were transplanted into lethally-irradiated C57BL/6 recipient mice. At 6 weeks after transplantation, mice expressing Jak2^VF/VF^ were given 3 μg of IL-1R1 Ab (#AF771, R&D Systems) intraperitonially 3 times a week for 6–9 weeks.

### Plasmids

Lcn2 (RDC2923) and Celec5a (RDC2597) cDNA ORF constructs were purchased from R&D systems and sub-cloned into pCDH vector. Bcat1 (MG52932-UT) cDNA ORF clone was purchased from Sino Biological US Inc and sub-cloned into MSCV-IRES-GFP vector.

### Bone marrow transduction and Mk cell proliferation

Bone marrow cells were transduced with lentiviruses expressing vector, Lcn2, Celec5a, or retroviruses expressing Bcat1. Infected cells were selected using puromycin (2.5 μg/mL) for 48 h. Selected cells were cultured in StemPro-34 SFM (Thermo fisher) medium supplemented with nutrients, 2mM L-glutamate, Tpo (50 ng/mL) and SCF (20 ng/mL) for 4 days to establish megakaryocytic (Mk) culture. Equal number of Mk cells were plated and cell proliferation was assessed every 2 days for 6 days using viable cell counts or CellTiter-Glo (Promega).

### Colony-forming assays

BM (2 × 10^4^) cells were plated in duplicate in cytokine-supplemented complete methylcellulose medium (MethoCult M3434; Stem Cell Technologies). Burst forming units-erythroid (BFU-E) colonies and granulocyte-macrophage colony-forming units (CFU-GM) colonies were scored on day 7. To detect colony-forming units-megakaryocyte (CFU-Mk), BM cells were plated in collagen-based MegaCult medium (Stem Cell Technologies) in the presence of IL-3, IL-6, IL-11, and Tpo. CFU-Mk colonies were scored after 7–8 days according to manufacturer’s protocol. In some cases, BM cells from WT, Jak2V617F and IL-1R1cKO mice were plated in the presence of IL-1β or IL-1α and CFU-GM and CFU-Mk colonies were assessed.

### Flow cytometry

Single-cell suspensions were prepared from BM and spleen, and red blood cells were lysed with red blood cell lysis solution. Cells were washed and resuspended in PBS plus 2% FBS and stained for 30 min on ice with directly conjugated monoclonal antibody specific for Ter119, CD71, CD41, CD61, Mac-1, Gr-1, CD45R (B220), or TCRβ. For HSC/progenitor analysis, BM cells were stained for 60 min on ice with antibody against c-Kit, Sca-1, Flk2 (CD135), CD34, CD16/32 (FcγR II/III), and antibody against lineage (Lin) markers including CD3e, CD4, CD8, CD19, B220, Gr-1, Ter119, and IL-7R (CD127). To distinguish between donor-derived and recipient hematopoietic cells in competitive bone marrow transplantation experiments, PE-CD45.1 and FITC-CD45.2 conjugated antibodies were used for flow cytometry. Antibody information, supplier name, catalog number and dilution information are available in the Supplementary Table 3. Flow cytometry was performed with the Cytek Aurora or Cytek Northern Lights (Cytek Biosciences) and SpectroFlo v3.0.3 software (Cytek Biosciences). Flow cytometry data were analyzed using FlowJo 10 software (FlowJo, LLC). Gating strategy for HSC/progenitor analysis are included in Supplementary Fig. 3.

### Real-time quantitative PCR

Total RNA was extracted from mice BM MSCs and sorted LSK (Lin^−^Sca-1^+^c-kit^+^) and LK (Lin^-^c-kit^+^) cells using RNeasy Mini or Micro kit (Qiagen) and cDNA samples were prepared by using QuantiTect Reverse Transcription kit (Qiagen). Real-time quantitative PCR was performed on Quantstudio3 system (Applied Biosystems) using SYBR Green PCR master mix (Quantabio). The data were normalized to *Hprt1* and fold changes in mRNA expression were determined by the ΔΔCt method. Sequences of the primers are available in the Supplementary Table 2.

### Immunoblotting

Mouse BM MSC were starved in serum free medium for 6 h followed by IL-1α, IL-1β or TGF-β stimulation for 30 min. Cells were lysed with RIPA lysis buffer containing protease inhibitors. Immunoblotting was performed using phospho-specific antibody against p-p38 (#9211, Cell Signaling), p-p65 (#3033, Cell Signaling), p-JNK (#9251, Cell Signaling), p-Smad2 (#3108, Cell Signaling), and total p38 (#9212, Cell Signaling), p65 (#sc-372, Santa Cruz Biotechnology), JNK (sc-474, Santa Cruz Biotechnology), Smad2 (#5339, Cell Signaling). β-Actin (#A5441, Sigma) was used as loading control. Antibody information, supplier name, catalog number and dilution information are available in the Supplementary Table 3.

### MSC culture and immunofluorescence staining

Mesenchymal stromal cells (MSCs) were generated from WT and Prx1Cre; Il1-1R1^F/F^ (IL-1R1 KO) mice as previously described^52^. For immunofluorescence staining, MSCs were grown on cover slips. MSCs were incubated with IL-1α/IL-1β (5 ng/ml) or IL-1α/IL-1β + IL-1R1 Ab (1 μg/ml) for 72 h. Collagen staining was performed with un-conjugated antibody against Col3a1 (#ab7778 Abcam). Secondary staining was done using TRITC goat anti-rabbit antibody (#111-025-003, Jackson Immunoresearch). Fluorescence was visualized using Zeiss LAM 710 Confocal microscope. Data were analyzed using Image J software.

### RNA-sequencing analysis

LSK and LK cells were sorted from Jak2^VF/+^ mice treated with PBS or IL-1β at 16 weeks after treatment using a FACS Aria II. Total RNA was extracted from LSK and LK cells using RNeasy micro kit (Qiagen). BM MSCs were treated with PBS or IL-1β for 72 h and total RNA was extracted using RNeasy Mini kit (Qiagen). RNA sequencing was performed using NextSeq 500 High Output Kit and NextSeq 500 sequencing instrument (Illumina). RNA-seq data alignment was performed using UCSC mm10 reference genome with HISAT2 V2.0.1. The read counts and differential analysis were done using Genomic Alignments and DESeq2. P-adjusted value of <0.05 with a log_2_fc > 0.5 was considered as significant change in gene expression.

### Blood and tissue analysis

Peripheral blood counts were determined using Hemavet 950FS (Drew Scientific). For histopathologic analysis, mouse tissue specimens were fixed in 10% neutral buffered formalin and embedded in paraffin. Tissue sections (4 μm) were stained with hematoxylin and eosin (H&E) and reticulin stain. Histopathology analyses and fibrosis grading were performed by a specialized hematopathologist blinded to group assignment. Bone marrow fibrosis was graded from 0 to 3. In order to be precise, fibrosis gradings 0, 0.5, 1.0, 1.5, 2.0, 2.5 and 3.0 were used.

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 9.4.1 (GraphPad Software). One-way or two-way ANOVA with Tukey’s multiple comparison test was used when comparing more than two groups. For comparisons between two groups, unpaired two-tailed Student’s t-test was used. All data are presented as mean ± SEM. *P* < 0.05 was considered statistically significant. All experiments were repeated with sufficient reproducibility.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited to the NCBI GEO database under the accession number GSE180339. Source data are provided as a Source Data file. Publicly available gene expression datasets (GSE166629, GSE53482, EGAD00001004788) were also used for analysis. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Interleukin-1 contributes to clonal expansion and progression of bone marrow fibrosis in JAK2V617F-induced myeloproliferative neoplasm
**Source:** Nat Commun. 2022 Sep 13;13:5347. doi: 10.1038/s41467-022-32928-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Interleukin-1 contributes to clonal expansion and progression of bone marrow fibrosis in JAK2V617F-induced myeloproliferative neoplasm**

**Rahman et al.,**

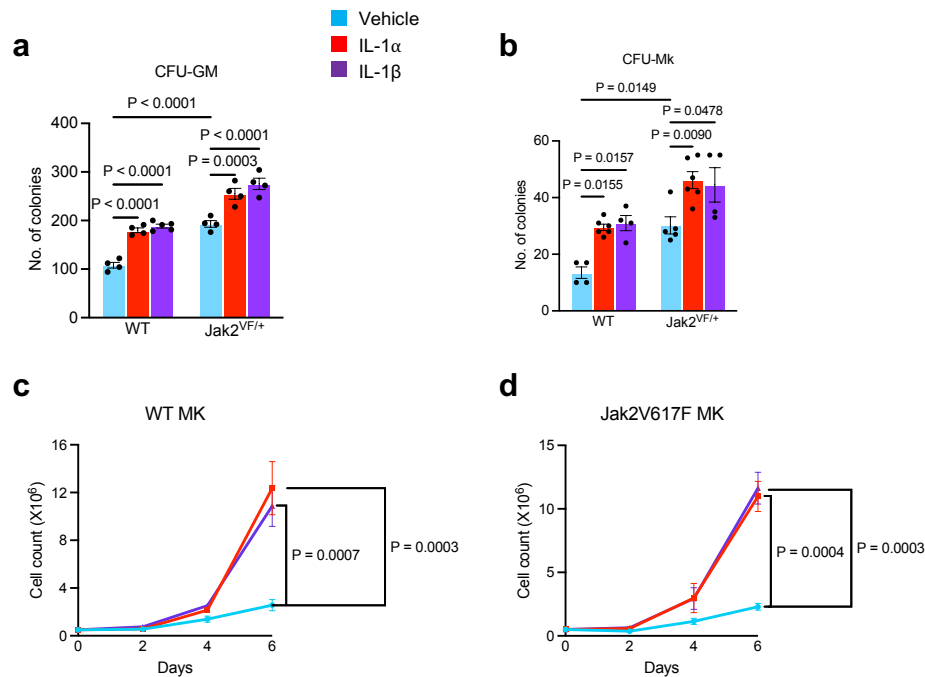

**Supplementary Fig. 1. IL-1 stimulation enhances myeloid and megakaryocytic colony formation and cell proliferation.** **a** Bone marrow (BM) cells from WT and Jak2V617F mice were plated in complete methylcellulose medium in the presence of vehicle (PBS), IL-1 $\alpha$  (10 ng/mL) or IL-1 $\beta$  (10 ng/mL). Colony-forming unit granulocyte-macrophage (CFU-GM) colonies were assessed. Data are shown in bar graphs as mean  $\pm$  SEM (n=4, 4, 5 biological replicates for vehicle, IL-1 $\alpha$  and IL-1 $\beta$  treatment in WT mice BM; n=4, 4, 4 biological replicates for vehicle, IL-1 $\alpha$  and IL-1 $\beta$  treatment in Jak2<sup>VF/+</sup> mice BM). **b** BM cells from WT and Jak2V617F mice were plated in complete MegaCult medium in the presence of vehicle, IL-1 $\alpha$  (10 ng/mL) or IL-1 $\beta$  (10 ng/mL). Megakaryocytic colonies (CFU-Mk) were assessed. Data are shown in bar graphs as mean  $\pm$  SEM (n=4, 6, 4 biological replicates for vehicle, IL-1 $\alpha$  and IL-1 $\beta$  treatment in WT mice BM; n=5, 6, 4 biological replicates for vehicle, IL-1 $\alpha$  and IL-1 $\beta$  treatment in Jak2<sup>VF/+</sup> mice BM). Statistical significance was determined using two-way ANOVA with Tukey's multiple comparison test. **c**, Megakaryocytic (Mk) cell proliferation. Megakaryocytes derived from WT BM were cultured in the presence of vehicle, IL-1 $\alpha$  (10 ng/mL) or IL-1 $\beta$  (10 ng/mL). Mk cell proliferation was assessed by viable cell counts every 2 days for 6 days. (n=9, 9, 9, 8 biological replicates for vehicle, n=8, 8, 6, 8 for IL-1 $\alpha$  and n=9, 9, 6, 8 for IL-1 $\beta$  treatment at 0, 2, 4 and 6 days). **d** Megakaryocytic (Mk) cell proliferation in Jak2<sup>VF/+</sup> mice BM in the presence of vehicle, IL-1 $\alpha$  (10 ng/mL) or IL-1 $\beta$  (10 ng/mL) (n=4 biological replicates for each condition at different time points). Statistical significance was determined using multiple unpaired two-tailed t-tests. Source data are provided as a Source Data file.

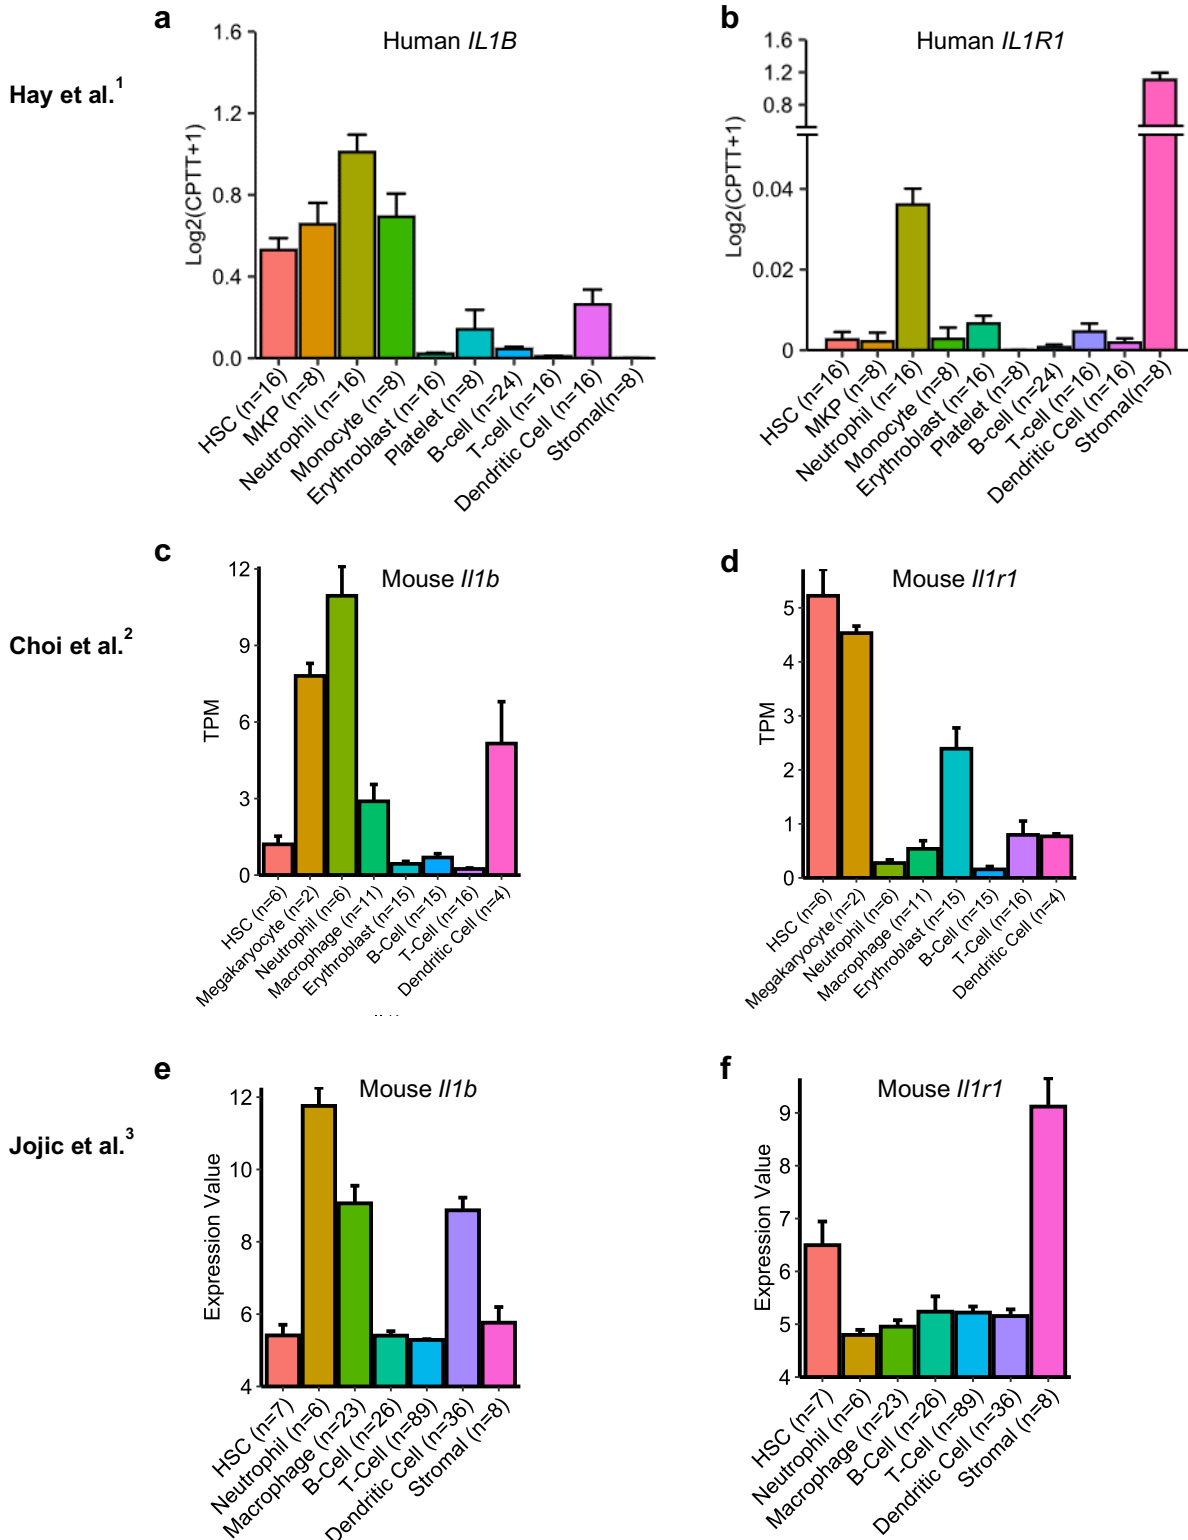

**Supplementary Fig. 2. Expression levels of IL-1 $\beta$  and IL-1R1 in human and mouse hematopoietic compartments and stromal cells.** **a, b** Analysis of publicly available human bone marrow single-cell RNA-sequencing data<sup>1</sup> showed the expression of *IL1B* and *IL1R1* in various hematopoietic cells and stromal cells. *IL1B* and *IL1R1* expression values are shown as log<sub>2</sub> count per ten thousand (CPTT) +1.

**c, d** Analysis of publicly available RNA-sequencing data on mouse bone marrow<sup>2</sup> showed the expression levels *Il1b* and *Il1r1* mRNA in different hematopoietic cells. The *Il1b* and *Il1r1* expression values are shown as Transcripts Per Million (TPM). **e, f** Analysis of microarray gene-expression data on mouse bone marrow<sup>3</sup> showed the expression of *Il1b* and *Il1r1* in various hematopoietic cells and stromal cells. The number (n) of biological samples for each cell type is shown in the figure panels.

Gating strategy for HSC/progenitors:

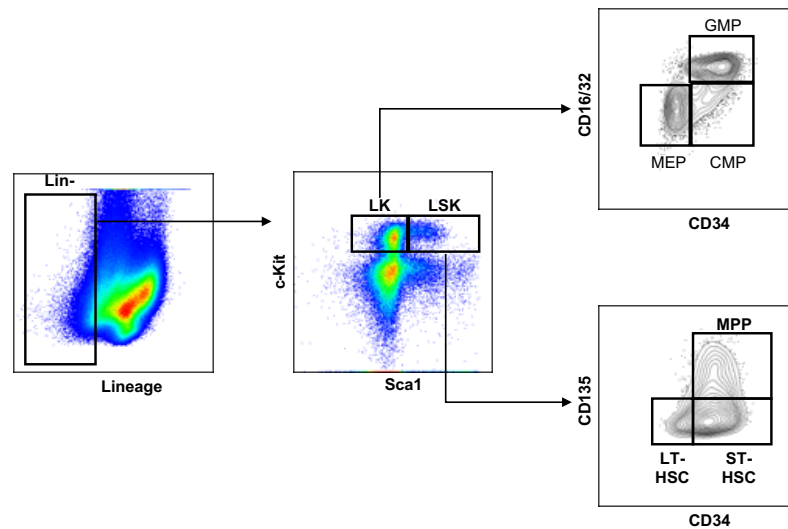

**Supplementary Fig. 3. FACS gating strategies for mouse hematopoietic stem/progenitor cells.**

Lineage negative ( $\text{Lin}^-$ ) cells were first gated from the total bone marrow and spleen cells.  $\text{Lin}^-$  cells were then gated into LSK ( $\text{Lin}^- \text{Sca1}^+ \text{c-kit}^+$ ) and LK ( $\text{Lin}^- \text{c-kit}^+$ ). LSK cells were subclassified into LT-HSC ( $\text{Lin}^- \text{Sca1}^+ \text{c-kit}^+ \text{CD34}^- \text{CD135}^-$ ), ST-HSC ( $\text{Lin}^- \text{Sca1}^+ \text{c-kit}^+ \text{CD34}^+ \text{CD135}^-$ ) and MPP ( $\text{Lin}^- \text{Sca1}^+ \text{c-kit}^+ \text{CD34}^+ \text{CD135}^+$ ). LK cells were subclassified into CMP ( $\text{Lin}^- \text{c-kit}^+ \text{CD34}^+ \text{CD16/32}^{\text{lo}}$ ), GMP ( $\text{Lin}^- \text{c-kit}^+ \text{CD34}^+ \text{CD16/32}^{\text{hi}}$ ) and MEP ( $\text{Lin}^- \text{c-kit}^+ \text{CD34}^- \text{CD16/32}^-$ ).

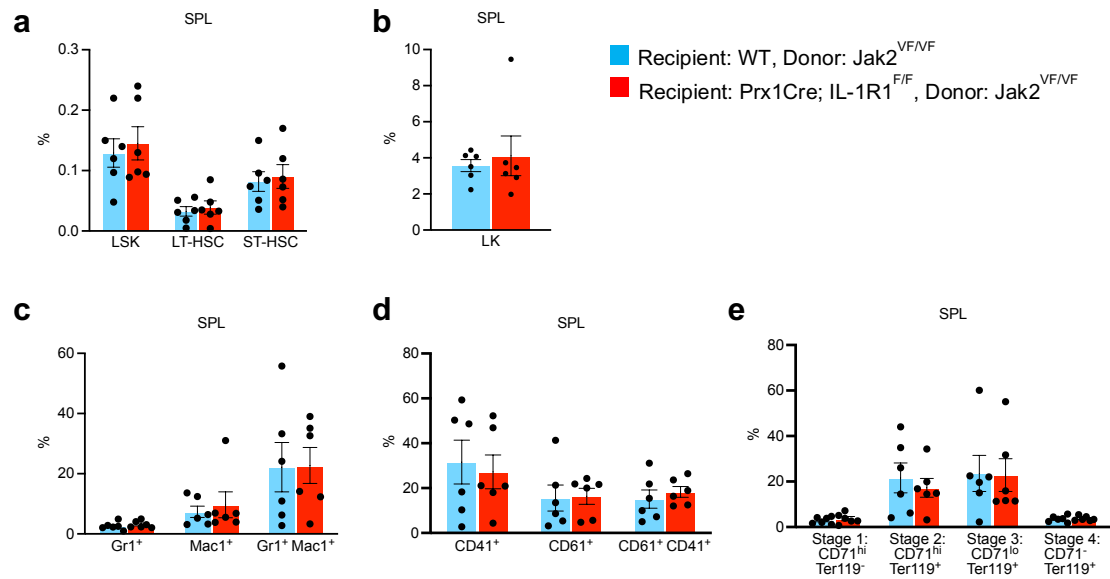

**Supplementary Fig. 4. Flow cytometric analysis of hematopoietic compartments in Prx1Cre; IL-1R1<sup>F/F</sup> recipient mice in a non-competitive setting.** **a, b** Frequencies of LSK, LT-HSC, ST-HSC and LK cells in the spleens (SPL) of WT and Prx1Cre; IL-1R1<sup>F/F</sup> recipient mice are shown in bar graphs as mean  $\pm$  SEM (n=6 mice per group). **c-e** Frequencies of Gr1<sup>+</sup>/Mac1<sup>+</sup> (**c**), CD61<sup>+</sup>/CD41<sup>+</sup> (**d**) and CD71/Ter119 (**e**) cells in the spleens from WT and Prx1Cre; IL-1R1<sup>F/F</sup> recipients are shown in bar graphs as mean  $\pm$  SEM (n=6 mice per group). Multiple unpaired two-tailed t-tests were performed. No significant difference was observed between the two groups. Source data are provided as a Source Data file.

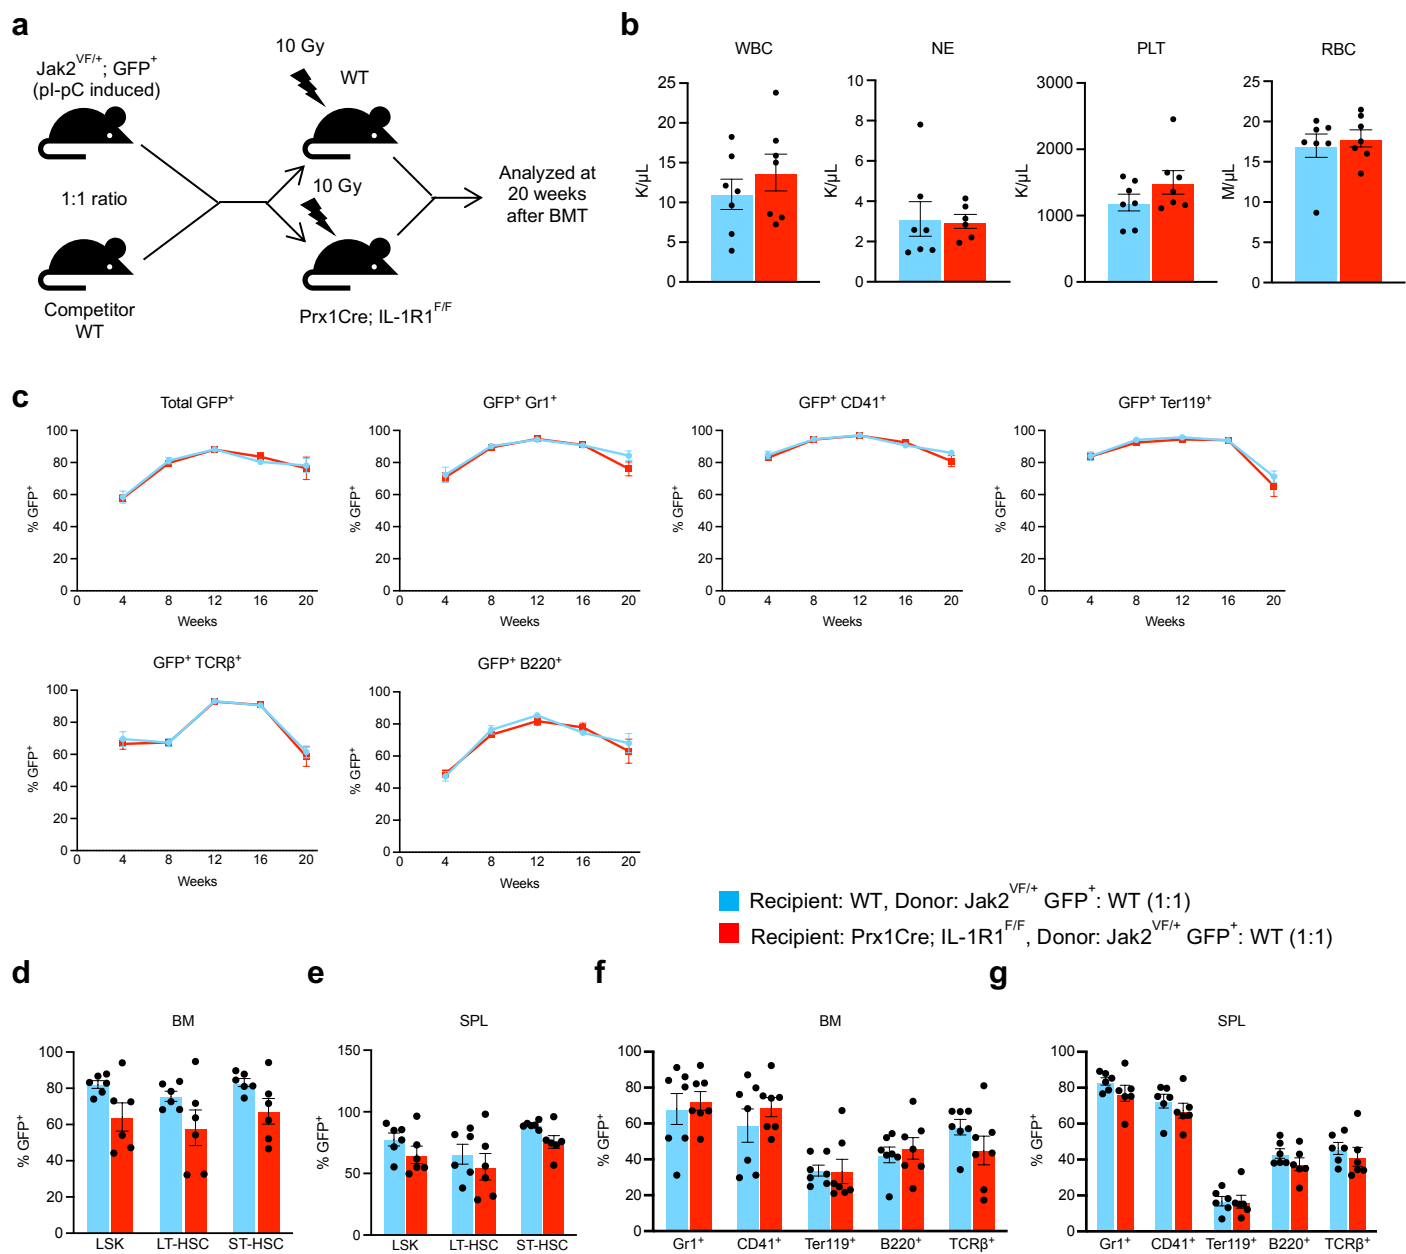

**Supplementary Fig. 5. Flow cytometric analysis of hematopoietic compartments in Prx1Cre; IL-1R1<sup>F/F</sup> recipient mice in a competitive setting.** **a** Schematic design of competitive BM transplantation into WT and Prx1Cre; IL-1R1<sup>F/F</sup> recipient mice is shown. **b** Peripheral blood WBC (n=7, 7), NE (n=7, 6), PLT (n=7, 7) and RBC (n=7, 7) counts were assessed at 20 weeks after transplantation. **c** Percentages of Jak2V617F mutant (GFP<sup>+</sup>) total cells, GFP<sup>+</sup> Gr1<sup>+</sup>, GFP<sup>+</sup> CD41<sup>+</sup>, GFP<sup>+</sup> Ter119<sup>+</sup>, GFP<sup>+</sup> B220<sup>+</sup> and GFP<sup>+</sup> TCRβ<sup>+</sup> cells in the peripheral blood of WT and Prx1Cre; IL-1R1<sup>F/F</sup> recipients were assessed (n=9, 9, 8, 8, 6 for WT recipient mice, n=9, 9, 9, 8, 6 for Prx1Cre; IL-1R1<sup>F/F</sup> recipient mice at 4, 8, 12, 16 and 20 weeks after transplantation). **d, e** Percentages of Jak2V617F mutant (GFP<sup>+</sup>) LSK, LT-HSC and ST-HSC in the BM (**d**) and spleens (**e**) of recipient mice at 20 weeks after transplantation are shown as mean ± SEM (n=6 mice per group). **f, g** Percentages of Jak2V617F mutant (GFP<sup>+</sup>) Gr1<sup>+</sup>, CD41<sup>+</sup>, Ter119<sup>+</sup>, B220<sup>+</sup> and TCRβ<sup>+</sup> cells in the BM (n= 7 mice per group) (**f**) and spleens (SPL) (n= 6 mice per group) (**g**) from

WT and Prx1Cre; IL-1R1<sup>F/F</sup> recipient animals are shown as mean  $\pm$  SEM. Statistical comparisons were performed using multiple unpaired two-tailed t-tests. No significant difference was observed between the two groups. Source data are provided as a Source Data file.

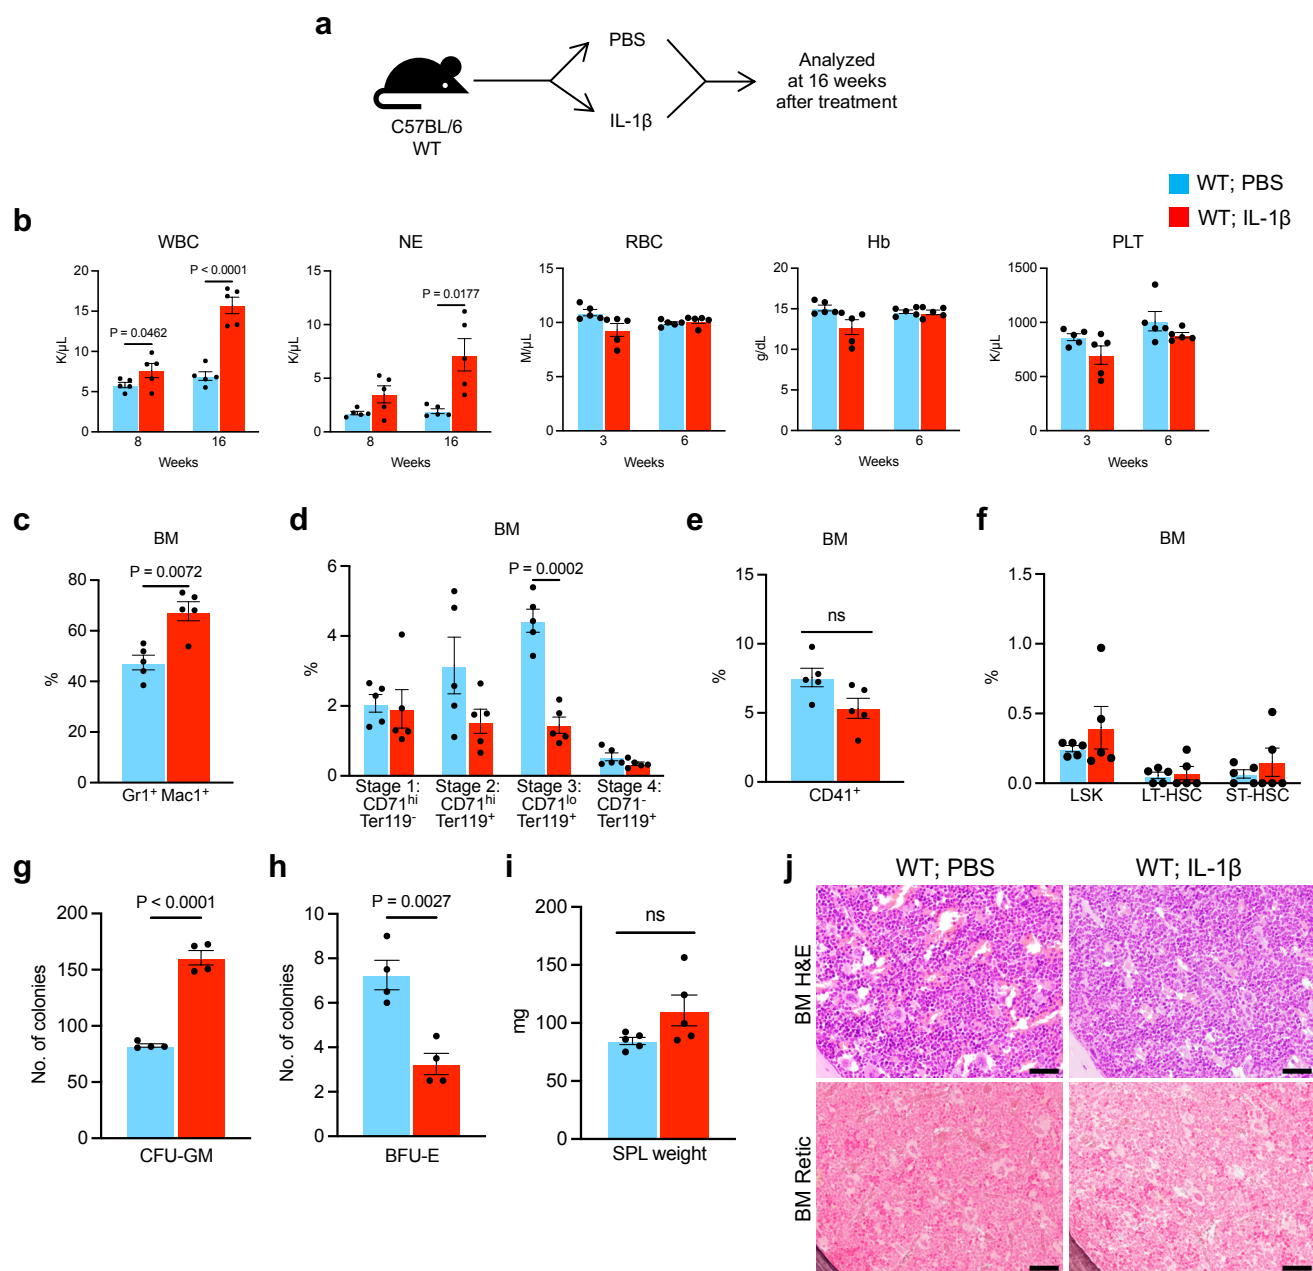

**Supplementary Fig. 6. Effects of exogenous IL-1 $\beta$  treatment on WT mice.** **a** Schematic design of the experimental approach is depicted. C57BL/6 WT mice were treated with either PBS or IL-1 $\beta$  (0.5  $\mu$ g/dose; 3 doses/week) via intraperitoneal (IP) injection for 16 weeks. **b** Peripheral blood WBC, neutrophil (NE), red blood cells (RBC), hemoglobin (Hb) and platelets (PLT) were assessed at 8 and 16 weeks after treatment (n=5 mice per group). **c-e** Frequencies of Gr1<sup>+</sup>/Mac1<sup>+</sup> (**c**), CD71<sup>+</sup>/Ter119<sup>+</sup> (**d**) and CD41<sup>+</sup> (**e**) cells in the BM of C57BL/6 mice treated with PBS or IL-1 $\beta$  are shown in bar graphs as mean  $\pm$  SEM (n=5 mice per group). **f** Frequencies of LSK, LT-HSC and ST-HSC in the BM of C57BL/6 mice treated with PBS or IL-1 $\beta$  are shown in bar graphs as mean  $\pm$  SEM (n=5 mice per group). **g, h** CFU-GM (**g**) and BFU-E (**h**) colonies in the BM of WT mice treated with PBS and IL-1 $\beta$  are shown in bar graphs as mean  $\pm$  SEM (n=4 mice per group; each data point is an average of two technical replicates). **i** Spleen weights in PBS and IL-1 $\beta$  treated C57BL/6 mice (n=5 mice per group). **j** Representative images of hematoxylin and eosin

(H&E) and reticulin stained BM sections from C57BL/6 WT mice treated with PBS or IL-1 $\beta$  are shown (n=5 mice per group). Scale bar, 20  $\mu$ m. Statistical significance was determined using multiple unpaired two-tailed t-tests. Source data are provided as a Source Data file.

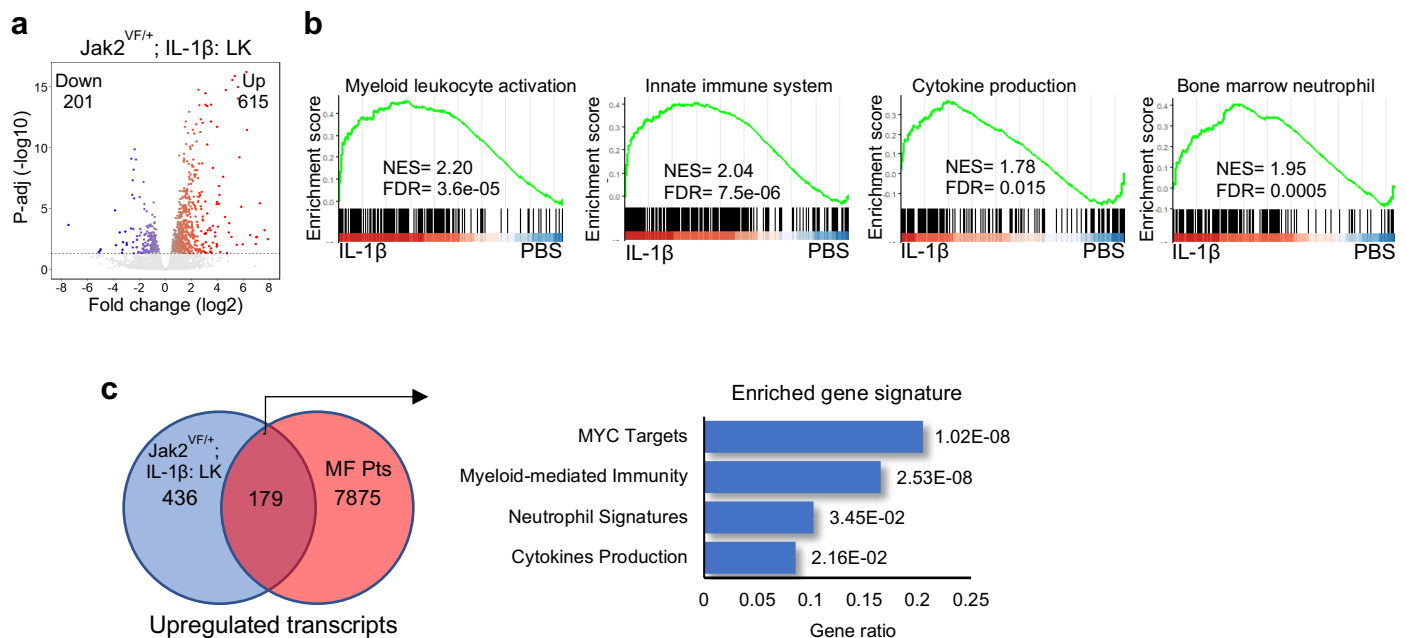

**Supplementary Fig. 7. Effects of IL-1 $\beta$  on gene expression in  $Jak2^{V617F}$  mice myeloid progenitors.** **a** Volcano plot showing significantly upregulated and downregulated ( $p\text{-adj} < 0.05$  and  $\log_2fc > 0.5$ ) genes in LK ( $Lin^-c\text{-kit}^+$ ) cells isolated from  $Jak2^{VF/+}$  mice treated with vehicle (PBS) ( $n=3$ ) or IL-1 $\beta$  ( $n=2$ ). **b** GSEA show significant alterations of genes related to myeloid leukocyte activation, innate immune system, cytokine production and bone marrow neutrophils in IL-1 $\beta$  treated  $Jak2^{VF/+}$  LK cells ( $n=2$ ) compared to PBS treated  $Jak2^{VF/+}$  LK cells ( $n=3$ ). Enrichment plots with normalized enrichment score (NES) and false discovery rate (FDR) are shown. **c** Venn diagram showing the overlap between upregulated genes in MF patient granulocytes ( $n=62$  for MF,  $n=23$  for control) and genes upregulated in IL-1 $\beta$  treated  $Jak2^{VF/+}$  LK cells ( $n=2$  for IL-1 $\beta$  treated,  $n=3$  for PBS treated). The cutoffs were FDR-adjusted  $p < 0.05$ . Overlapping genes showed enrichment for MYC targets, myeloid-leukocyte mediated immunity, cytokine production and bone marrow neutrophil gene signatures.

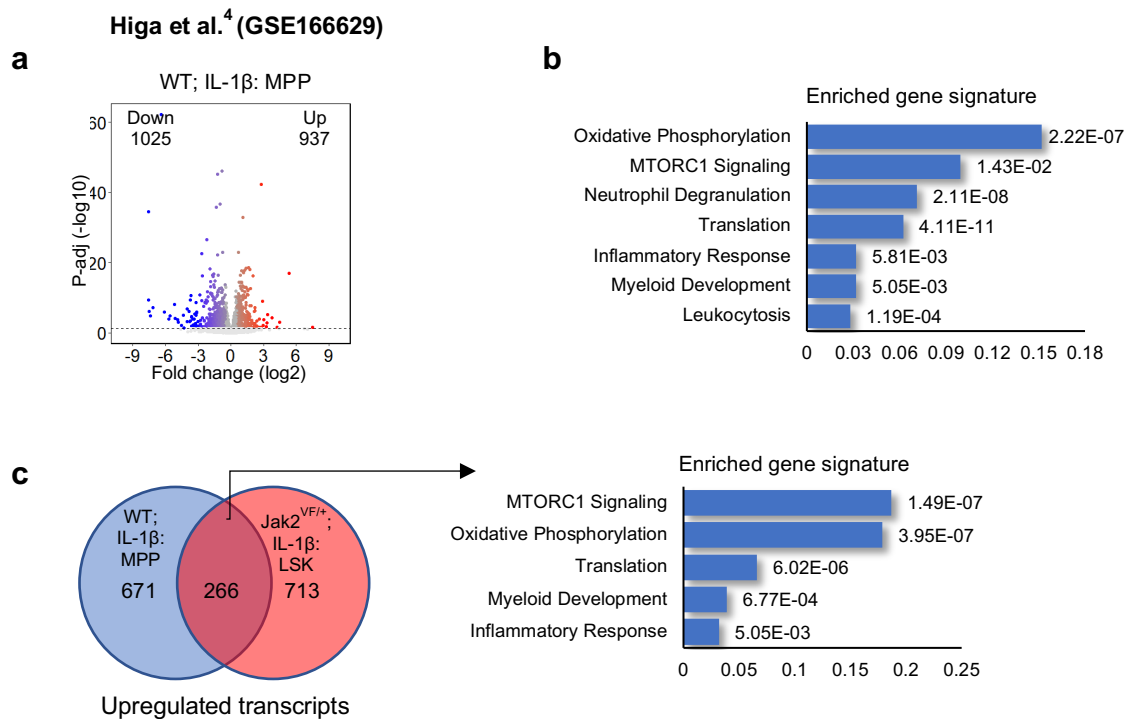

**Supplementary Fig. 8. Effects of IL-1 $\beta$  on gene expression in WT mice hematopoietic progenitors.**

**a** Analysis of publicly available RNA-seq dataset (GSE166629)<sup>4</sup> from IL-1 $\beta$  treated WT mouse multipotent progenitor (MPP) cells. Volcano plot showing significantly upregulated and downregulated ( $p\text{-adj} < 0.05$  and  $\log_2\text{fc} > 0.5$ ) genes in IL-1 $\beta$  treated WT mice MPP cells ( $n=6$ ) compared to PBS treated WT MPP cells ( $n=6$ ). **b** Gene-set enrichment analyses (GSEA) show significant alterations of genes related to oxidative phosphorylation, mTORC1 signaling, neutrophil degranulation, translation, inflammatory response, myeloid development and leukocytosis in IL-1 $\beta$  treated WT MPP cells compared with PBS treated WT MPP cells. Enrichment gene signatures/pathways with normalized enrichment score (NES) and false discovery rate (FDR) are shown. **c** Venn diagram showing the overlap between upregulated genes in Jak2<sup>VF/+</sup> LSK cells ( $n=2$  for IL-1 $\beta$  treated,  $n=3$  for PBS treated) and genes upregulated in IL-1 $\beta$  treated WT MPP cells ( $n=6$  for IL-1 $\beta$  treated,  $n=6$  for PBS treated). The cutoffs were FDR-adjusted  $p < 0.05$ . Overlapping genes showed enrichment for mTORC1 signaling, oxidative phosphorylation, translation, myeloid development and inflammatory response gene signatures.

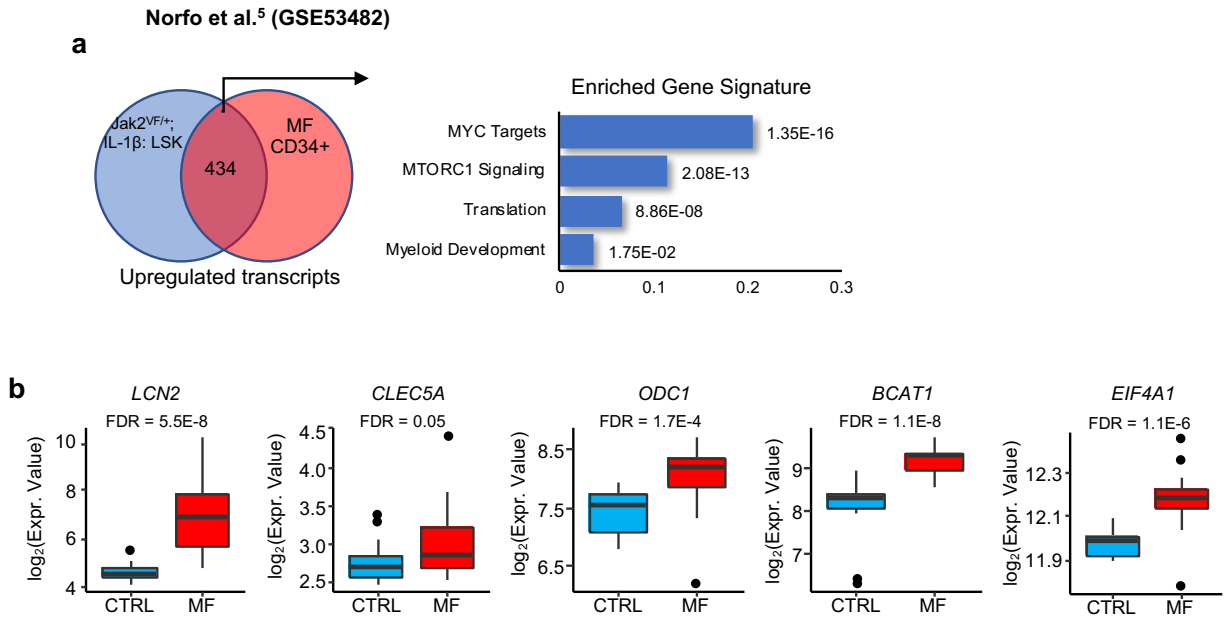

**Supplementary Fig. 9. Comparison of the gene expression between IL-1 $\beta$  treated *Jak2<sup>VF/+</sup>* LSK and MF CD34+ cells.** **a** Venn diagram showing the overlap between upregulated genes in IL-1 $\beta$  treated *Jak2<sup>VF/+</sup>* LSK cells and the genes upregulated in MF patient CD34+ cells<sup>5</sup>. The cutoffs were FDR-adjusted  $p < 0.05$ . Overlapping genes showed enrichment for MYC targets, mTORC1 signaling, translation and myeloid development gene signatures. **b** Expression of *LCN2*, *CLEC5A*, *ODC1*, *BCAT1* and *EIF4A1* mRNA was significantly increased in MF CD34+ cells compared to healthy controls ( $n=16$  for controls,  $n=42$  for MF). Expression values are shown as  $\log_2$  of normalized count. Box plots display 1<sup>st</sup> and 3<sup>rd</sup> quartiles of the interquartile range (IQR) corresponding to 25<sup>th</sup> and 75<sup>th</sup> percentile and median center line. Whisker's maxima and minima are within 1.5\*IQR. FDR-adjusted p values are shown.

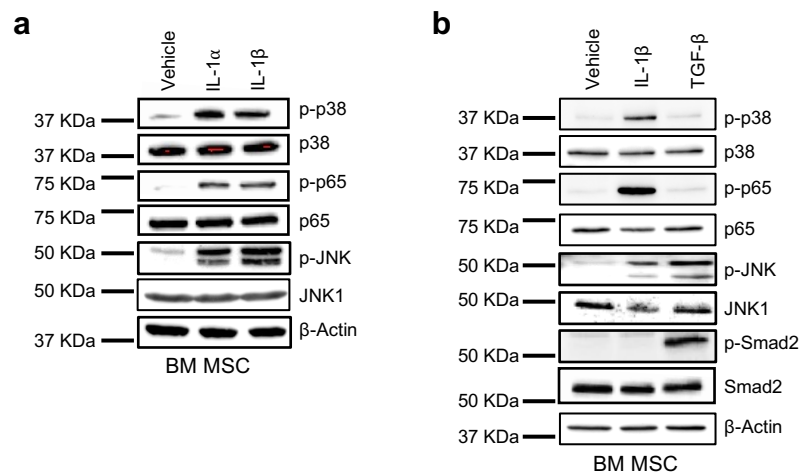

**Supplementary Fig. 10. Effects of IL-1 stimulation on cell signaling in bone marrow mesenchymal stromal cells.** **a** Immunoblotting was performed with indicated phospho-specific or total antibodies on cell lysates from mesenchymal stromal cells (MSCs) following stimulation with IL-1 $\alpha$  (10 ng/mL) or IL-1 $\beta$  (10 ng/mL) for 30 min. Note that IL-1 $\alpha$  or IL-1 $\beta$  stimulation increased phosphorylation of p38 MAPK (p-p38), p65 NF- $\kappa$ B (p-p65) and p-JNK in MSCs.  $\beta$ -Actin was used as a loading control. Blots shown are representative of three independent experiments. **b** Immunoblotting was performed with indicated phospho-specific or total antibodies on cell lysates from MSCs following stimulation with IL-1 $\beta$  (10 ng/mL) or TGF- $\beta$  (10 ng/mL) for 30 min. Blots shown are representative of two independent experiments. Uncropped scans of the immunoblots are provided in the Supplementary Information.

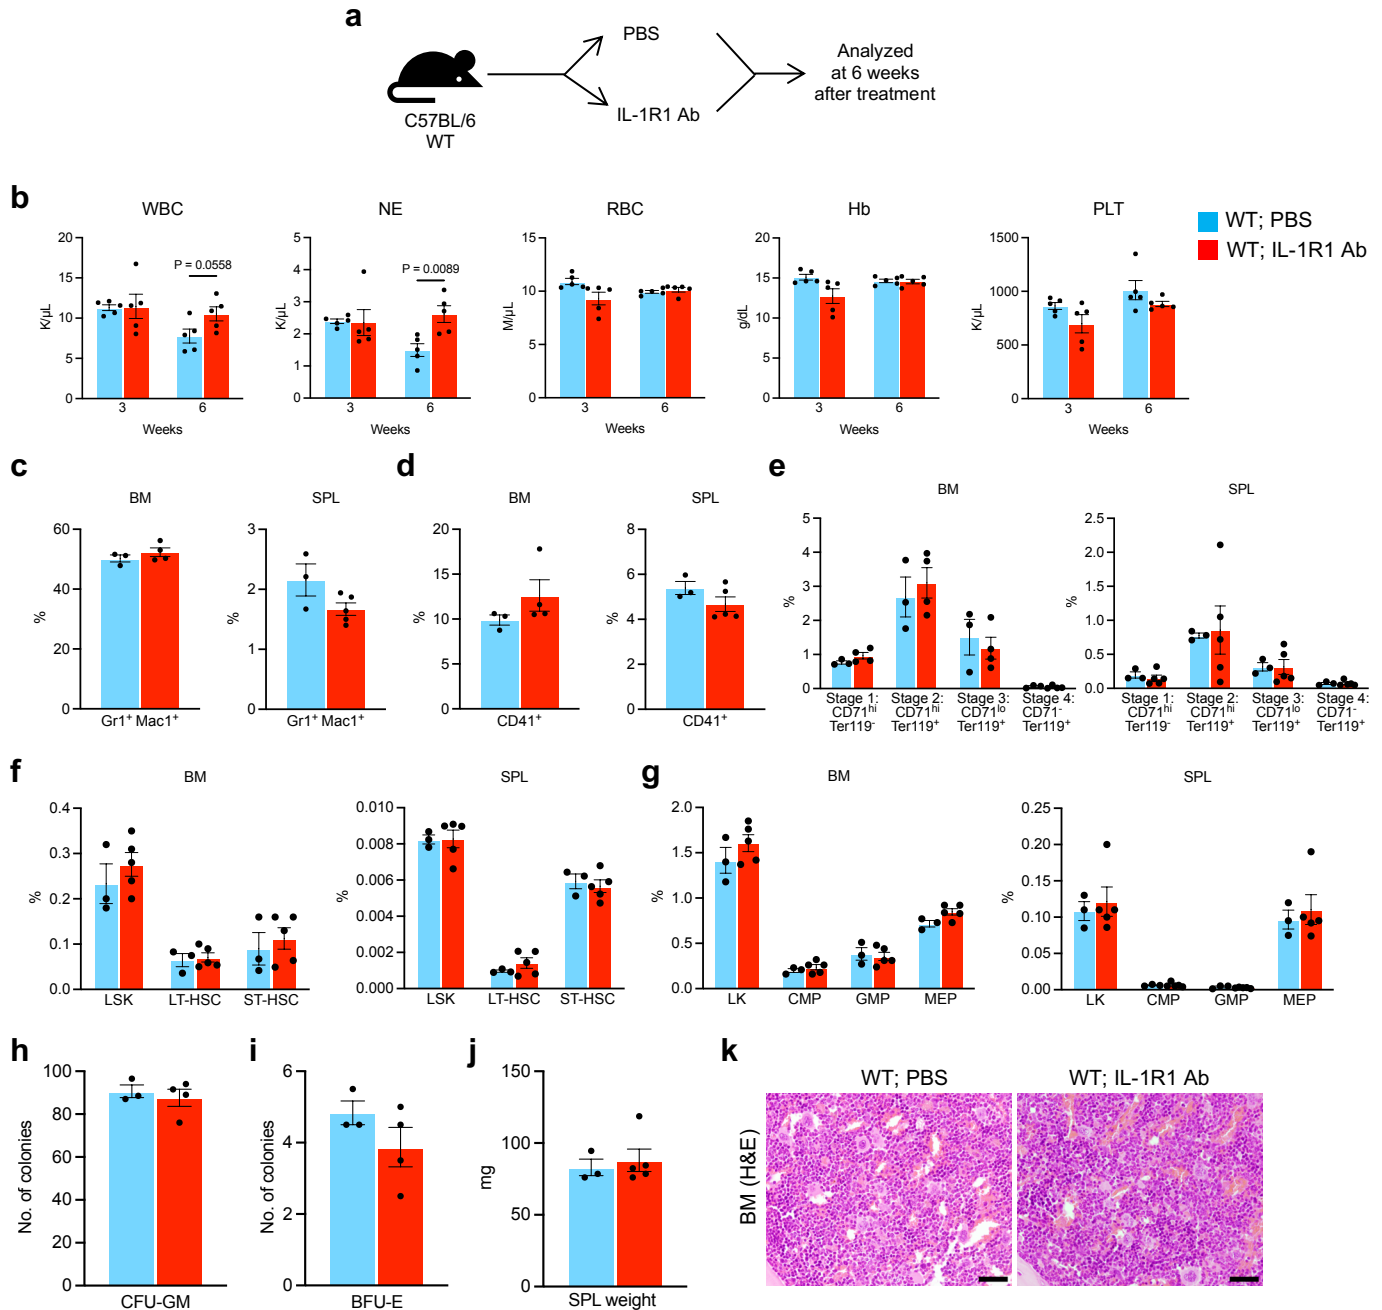

**Supplementary Fig. 11. Effects of anti-IL-1R1 antibody treatment in C57BL/6 WT mice.** **a** Schematic design of the experimental approach is depicted. C57BL/6 WT mice were treated with either vehicle (PBS) or anti-IL-1R1 antibody (IL-1R1 Ab) at 3 $\mu$ g/dose/mouse, 3 doses/week for 6 weeks. **b** Peripheral blood WBC, neutrophil (NE), red blood cell (RBC), hemoglobin (Hb) and platelet (PLT) counts were assessed at 3 and 6 weeks after the treatment (n=5 mice per group). **c-e** Frequencies of Gr1<sup>+</sup>/Mac1<sup>+</sup> (**c**), CD41<sup>+</sup> (**d**), and CD71/Ter119 (**e**) cells in the BM and spleens of WT mice treated with PBS or IL-1R1 Ab are shown in bar graphs as mean $\pm$  SEM (n=3, 4 mice for BM; n= 3, 5 mice for spleen). **f** Frequencies of LSK, LT-HSC and ST-HSC in the BM and spleens of WT mice treated with PBS or IL-1R1 Ab (n=3, 5

mice). **g** Frequencies of LK, CMP, GMP and MEP in the BM and spleens of WT mice treated with PBS or IL-1R1 Ab (n=3, 5 mice). **h, i** CFU-GM (**h**) and BFU-E (**i**) colonies in the BM of WT mice treated with PBS and IL-1R1 Ab are shown in bar graphs as mean  $\pm$  SEM (n=3, 4 mice, each data point is an average of two technical replicates). **j** Spleen weights in WT mice treated with vehicle (PBS) and IL-1R1 Ab are shown (n=3, 5 mice). **k** Representative images of the H&E stained BM sections from WT mice treated with vehicle (PBS) or IL-1R1 Ab are shown (n=3, 4 mice). Scale bars, 20  $\mu$ m. Statistical significance was determined using multiple unpaired two-tailed t-tests. Source data are provided as a Source Data file.

**Supplementary Table 1.** A list of selected upregulated genes in MF patient granulocytes (p-adjusted values derived from the DESeq2 Wald Test are shown)

| <b>Symbol</b> | <b>Gene signature</b> | <b>log2FC</b> | <b>padj</b> |
|---------------|-----------------------|---------------|-------------|
| LCN2          | Myeloid Development   | 2.500         | 4.51E-06    |
| CLEC5A        | Myeloid Development   | 1.913         | 2.85E-09    |
| TGFB1         | Myeloid Development   | 2.384         | 1.85E-08    |
| MPO           | Myeloid Development   | 3.330         | 1.07E-06    |
| ELANE         | Myeloid Development   | 2.818         | 1.42E-05    |
| CEBPA         | Myeloid Development   | 0.372         | 0.15031872  |
| ODC1          | Myc Targets           | 0.515         | 0.03011034  |
| POLD2         | Myc Targets           | 1.045         | 0.00370835  |
| CDC20         | Myc Targets           | 2.407         | 1.61E-06    |
| NPM1          | Myc Targets           | 0.813         | 0.00992977  |
| CCT2          | Myc Targets           | 0.907         | 0.00026713  |
| NHP2          | Myc Targets           | 0.948         | 0.00659819  |
| SRM           | Myc Targets           | 1.045         | 0.0172233   |
| SNRPD1        | Myc Targets           | 0.605         | 0.01117277  |
| BCAT1         | mTORC1 Signaling      | 1.871         | 0.0001397   |
| LDHA          | mTORC1 Signaling      | 0.527         | 0.01098606  |
| ASNS          | mTORC1 Signaling      | 1.038         | 0.00059902  |
| XBP1          | mTORC1 Signaling      | 0.527         | 0.0278073   |
| RRP9          | mTORC1 Signaling      | 1.081         | 0.00655933  |
| ETF1          | mTORC1 Signaling      | 0.523         | 0.00174924  |
| EIF4A1        | Translation           | 0.914         | 2.74E-07    |
| EIF2B3        | Translation           | 1.006         | 0.02038894  |
| YARS1         | Translation           | 0.591         | 0.00053068  |
| TARS1         | Translation           | 0.630         | 0.00798021  |
| MRPL19        | Translation           | 0.775         | 0.01829895  |

**Supplementary Table 2.** Primers used for real-time quantitative PCR

| Gene                   | Sequence (5' to 3')            |
|------------------------|--------------------------------|
| Bcat1_Foward           | TAGAATGTGCCGATCTGCTG           |
| Bcat1_Reverse          | CTTTGGAAGGCTTCTTGACG           |
| Ccl2_Foward            | CAGCCAGATGCAGTTAACGC           |
| Ccl2_Reverse           | TTCTTGGGGTCAGCACAGAC           |
| Ccl5_Foward            | GCTGCTTTGCCTACCTCTCC           |
| Ccl5_Reverse           | TCGAGTGACAAACACGACTGC          |
| Clec5a_Foward          | CCACTAGTGTGCAGAATGTCTC         |
| Clec5a_Reverse         | CCAAGGTGATTCGGAGAAGGA          |
| Col3a1_Foward          | GACCAAAAGGTGATGCTGGACAG        |
| Col3a1_Reverse         | CAAGACCTCGTGCTCCAGTTAG         |
| Eif4a1_Foward          | GGAAGGCGTCATCGAGAGTA           |
| Eif4a1_Reverse         | AATAGCTCGCTGCTGGATGG           |
| Hprt1_Foward           | CAACGGGGGACATAAAAAGTTATTGGTGGA |
| Hprt1_Reverse          | TGCAACCTTAACCATTTTGGGGCTGT     |
| Il-1 $\alpha$ _Foward  | AAGCAACGGGAAGATTCTGA           |
| Il-1 $\alpha$ _Reverse | ACTTCTGCCTGACGAGCTTC           |
| Il-1 $\beta$ _Foward   | GCCCATCCTCTGTGACTCAT           |
| Il-1 $\beta$ _Reverse  | AGGCCACAGGTATTTTGTCTG          |
| Il6_Foward             | TCCAGTTGCCTTCTTGGGAC           |
| Il6_Reverse            | GACAGGTCTGTTGGGAGTGG           |
| Icn2_Foward            | GGACTACAACCAGTTCGCCA           |
| Icn2_Reverse           | CTTGAGGCCCAGAGACTTGG           |
| Myd88_Foward           | AGAGCTGCTGGCCTTGTTAG           |
| Myd88_Reverse          | CGAAAAGTTCCGGCGTTTGT           |
| Odc1_Foward            | GATGGCCTTGATCGGATCGT           |
| Odc1_Foward            | TCTGCTTCATGAGTTGCCACA          |
| Tlr2_Foward            | GAGGTGCGGACTGTTTCCTT           |
| Tlr2_Reverse           | AGATTTGACGCTTTGTCTGAGG         |

**Supplementary Table 3. List of antibodies used**

| Number | Antibody                                                                                          | Dilution | Assay               |
|--------|---------------------------------------------------------------------------------------------------|----------|---------------------|
| 1      | Anti-mouse IL-1R1 neutralizing Ab (#AF771, R&D Systems)                                           | 1 mg/mL  | Confocal microscopy |
| 2      | p-p38 (#9211, Cell Signaling)                                                                     | 1:1000   | Western blot        |
| 3      | p-p65 (#3033, Cell Signaling)                                                                     | 1:1000   | Western blot        |
| 4      | p-JNK (#9251, Cell Signaling)                                                                     | 1:1000   | Western blot        |
| 5      | p-Smad2 (#3108, Cell Signaling)                                                                   | 1:1000   | Western blot        |
| 6      | Total p38 (#9212, Cell Signaling)                                                                 | 1:1000   | Western blot        |
| 7      | Total p65 (#sc-372, Santa Cruz Biotechnology)                                                     | 1:1000   | Western blot        |
| 8      | JNK (sc-474, Santa Cruz Biotechnology)                                                            | 1:1000   | Western blot        |
| 9      | Smad2 (#5339, Cell Signaling)                                                                     | 1:1000   | Western blot        |
| 10     | $\beta$ -Actin (#A5441, Sigma)                                                                    | 1:10000  | Western blot        |
| 11     | Rabbit anti-mouse/human Col3a1 (#ab7778 Abcam)                                                    | 1:200    | Confocal microscopy |
| 12     | Goat anti-rabbit antibody, TRITC (#111-025-003, Jackson ImmunoResearch)                           | 1:200    | Confocal microscopy |
| 13     | Anti-mouse CD3e Monoclonal Antibody (145-2C11), PerCP-Cyanine5.5 (#45-0031-82 ebiosciences)       | 1:100    | Flow cytometry      |
| 14     | Anti-mouse CD19 Antibody, PerCP/Cyanine5.5 (# 152406 Biolegend)                                   | 1:100    | Flow cytometry      |
| 15     | Anti-mouse CD8a Monoclonal Antibody (53-6.7), PerCP-Cyanine5.5 (# 45-0081-82 ebiosciences)        | 1:100    | Flow cytometry      |
| 16     | Anti-mouse CD19 Antibody, PerCP/Cyanine5.5 (# 152406 Biolegend)                                   | 1:100    | Flow cytometry      |
| 17     | Anti-mouse CD45R (B220) Monoclonal Antibody (RA3-6B2), PerCP-Cyanine5.5(#45-0452-82 ebiosciences) | 1:100    | Flow cytometry      |
| 18     | Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody, PerCP/Cy5.5 (#108428 Biolegend)                           | 1:100    | Flow cytometry      |
| 19     | anti-mouse CD127 (IL-7Ra) Antibody, PerCP/Cy5.5 (#135022 Biolegend)                               | 1:100    | Flow cytometry      |
| 20     | Anti-mouse TER-119/Erythroid Cells Antibody, PerCP/Cy5.5 (# 116228 Biolegend)                     | 1:100    | Flow cytometry      |
| 21     | Anti-mouse CD117 (c-kit) Antibody, APC/Cy7 (# 105826 Biolegend)                                   | 1:100    | Flow cytometry      |
| 22     | Anti-mouse Ly-6A/E (Sca-1) Monoclonal Antibody (D7), PE-Cyanine7 (# 25-5981-82 ebiosciences)      | 1:100    | Flow cytometry      |
| 23     | Anti-mouse CD135 (Flt3) Monoclonal Antibody (A2F10), APC (#17-1351-82 ebiosciences)               | 1:100    | Flow cytometry      |
| 24     | Anti-mouse CD34 Monoclonal Antibody (RAM34), FITC (#11-0341-82 ebiosciences)                      | 1:100    | Flow cytometry      |
| 25     | Anti-mouse CD16/CD32 Monoclonal Antibody (93), PE (#12-0161-82 ebiosciences)                      | 1:100    | Flow cytometry      |
| 26     | Anti-mouse F4/80 Monoclonal Antibody (BM8), APC, # 17-4801-82 eBioscience                         | 1:200    | Flow cytometry      |
| 27     | Anti-mouse CD16/CD32 Monoclonal Antibody (93), PE (#12-0161-82 ebiosciences)                      | 1:200    | Flow cytometry      |
| 28     | Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody, PerCP/Cy5.5 (#108428 Biolegend)                           | 1:200    | Flow cytometry      |
| 29     | Anti-mouse/human CD11b Antibody, Brilliant Violet 785 (#101243 Biolegend)                         | 1:200    | Flow cytometry      |
| 30     | Anti-mouse TER119/Erythroid Cells Antibody, FITC (#116206 Biolegend)                              | 1:200    | Flow cytometry      |
| 31     | Anti-mouse CD71 Antibody, PE/Cyanine7 (#113812 Biolegend)                                         | 1:200    | Flow cytometry      |
| 32     | Anti-mouse CD45R (B220) Monoclonal Antibody (RA3-6B2), Alex Fluor 700, (#56-0452-82 ebiosciences) | 1:200    | Flow cytometry      |
| 33     | Anti-mouse TCRb chain Antibody, Brilliant Violet 605 (#109241 Biolegend)                          | 1:200    | Flow cytometry      |
| 34     | Anti-mouse APC/Cyanine anti-mouse CD41 Antibody, APC/Cyanine (#133928 Biolegend)                  | 1:200    | Flow cytometry      |
| 35     | Anti-mouse TER-119/Erythroid Cells Antibody (#116212 Biolegend)                                   | 1:200    | Flow cytometry      |
| 36     | Anti-mouse CD71 Antibody (#113808 Biolegend)                                                      | 1:200    | Flow cytometry      |
| 37     | Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody (#108428 Biolegend)                                        | 1:200    | Flow cytometry      |
| 38     | Anti-mouse/human n CD11b Antibody (#101259 Biolegend)                                             | 1:200    | Flow cytometry      |
| 39     | Anti-mouse CD41a Monoclonal Antibody (eBioMwReg30 (MwReg30), FITC (#11-0411-82 ebiosciences)      | 1:200    | Flow cytometry      |
| 40     | Anti-mouse/rat CD61 CD61 Antibody (#104318 Biolegend)                                             | 1:200    | Flow cytometry      |
| 41     | Anti-mouse/human CD45R/B220 Antibody (#103223 Biolegend)                                          | 1:200    | Flow cytometry      |
| 42     | Anti-mouse CD90.2 (Thy-1.2) Antibody (#140318 Biolegend)                                          | 1:200    | Flow cytometry      |

## Supplementary References

1. Hay, S. B., Ferchen K., Chetal K, Grimes H. L., Salomonis N. The Human Cell Atlas bone marrow single-cell interactive web portal. *Exp Hematol.* **68**, 51-61 (2018).
2. Choi, J. et al. Haemopedia RNA-seq: a database of gene expression during haematopoiesis in mice and humans. *Nucleic Acids Res.* **47**, D780-D785 (2019).
3. Jojic, V. et al. Identification of transcriptional regulators in the mouse immune system. *Nat Immunol.* **14**, 633-643 (2013).
4. Higa, K. C. et al. Chronic interleukin-1 exposure triggers selection for Cebpa-knockout multipotent hematopoietic progenitors. *J Exp Med.* **218**, e20200560 (2021).
5. Norfo, R. et al. miRNA-mRNA integrative analysis in primary myelofibrosis CD34+ cells: role of miR-155/JARID2 axis in abnormal megakaryopoiesis. *Blood.* **124**, e21-32 (2014).

**Supplementary Figure 10a**

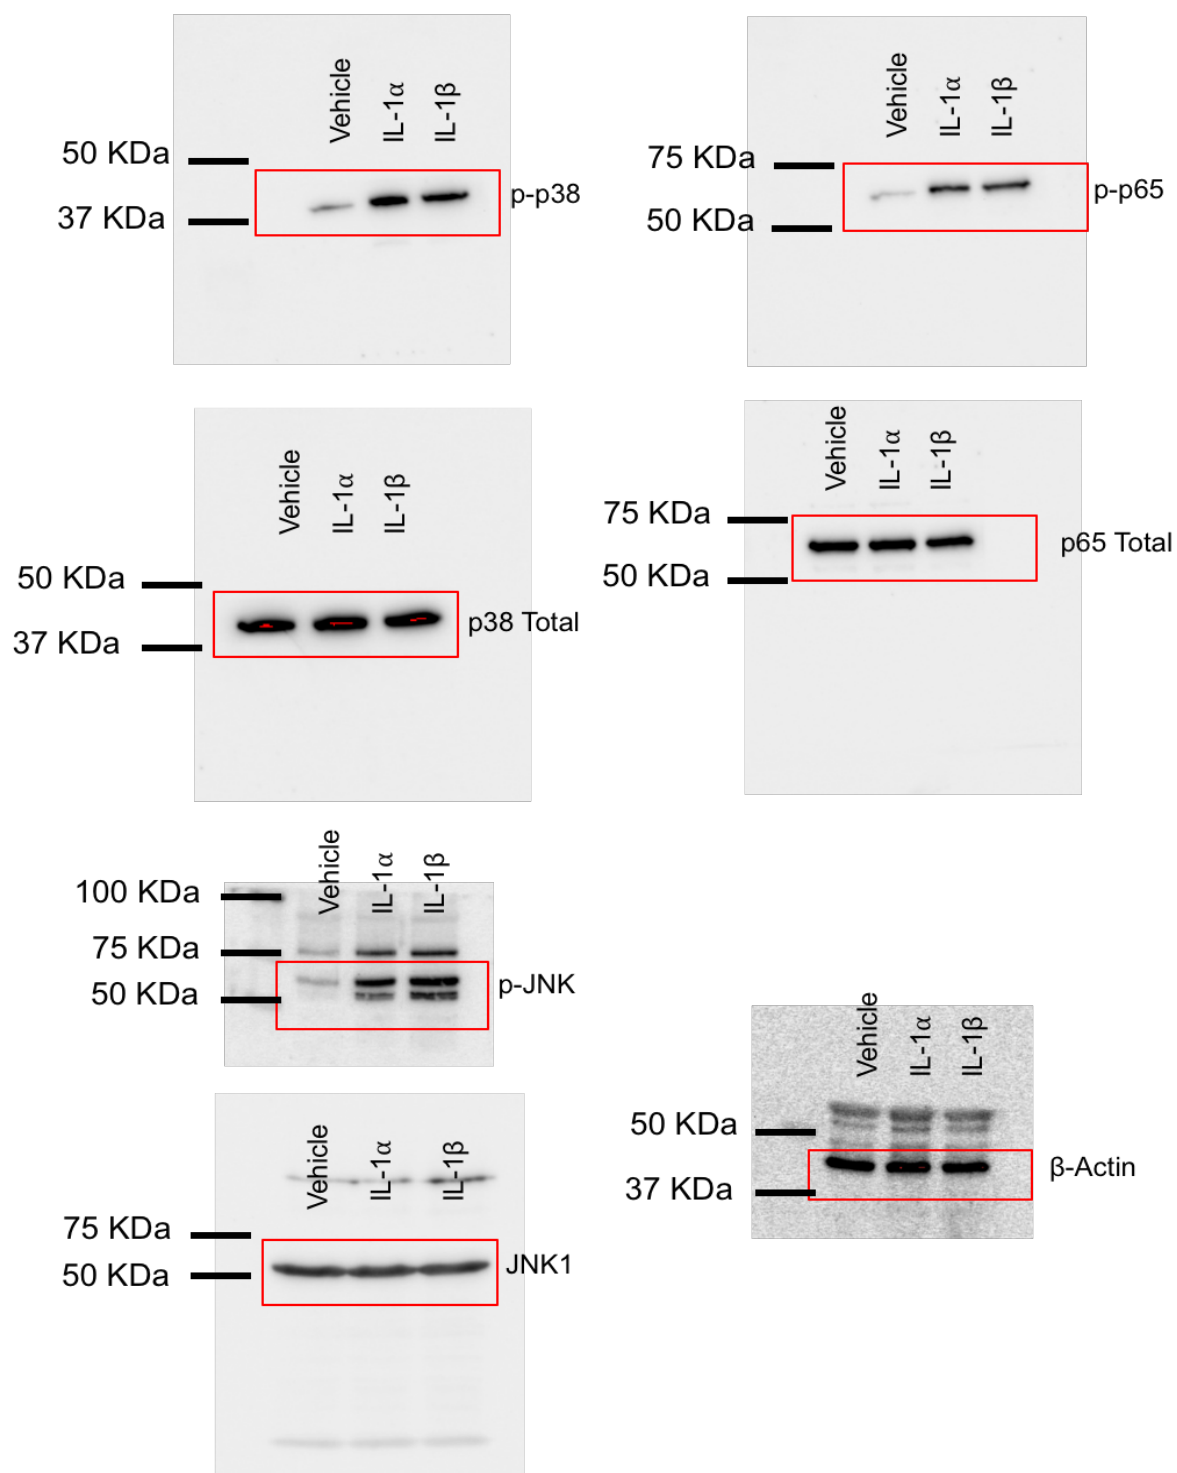

**Supplementary Fig. 12.** Uncropped scans of the immunoblots used in the Supplementary figure 10a.

**Supplementary Figure 10b**

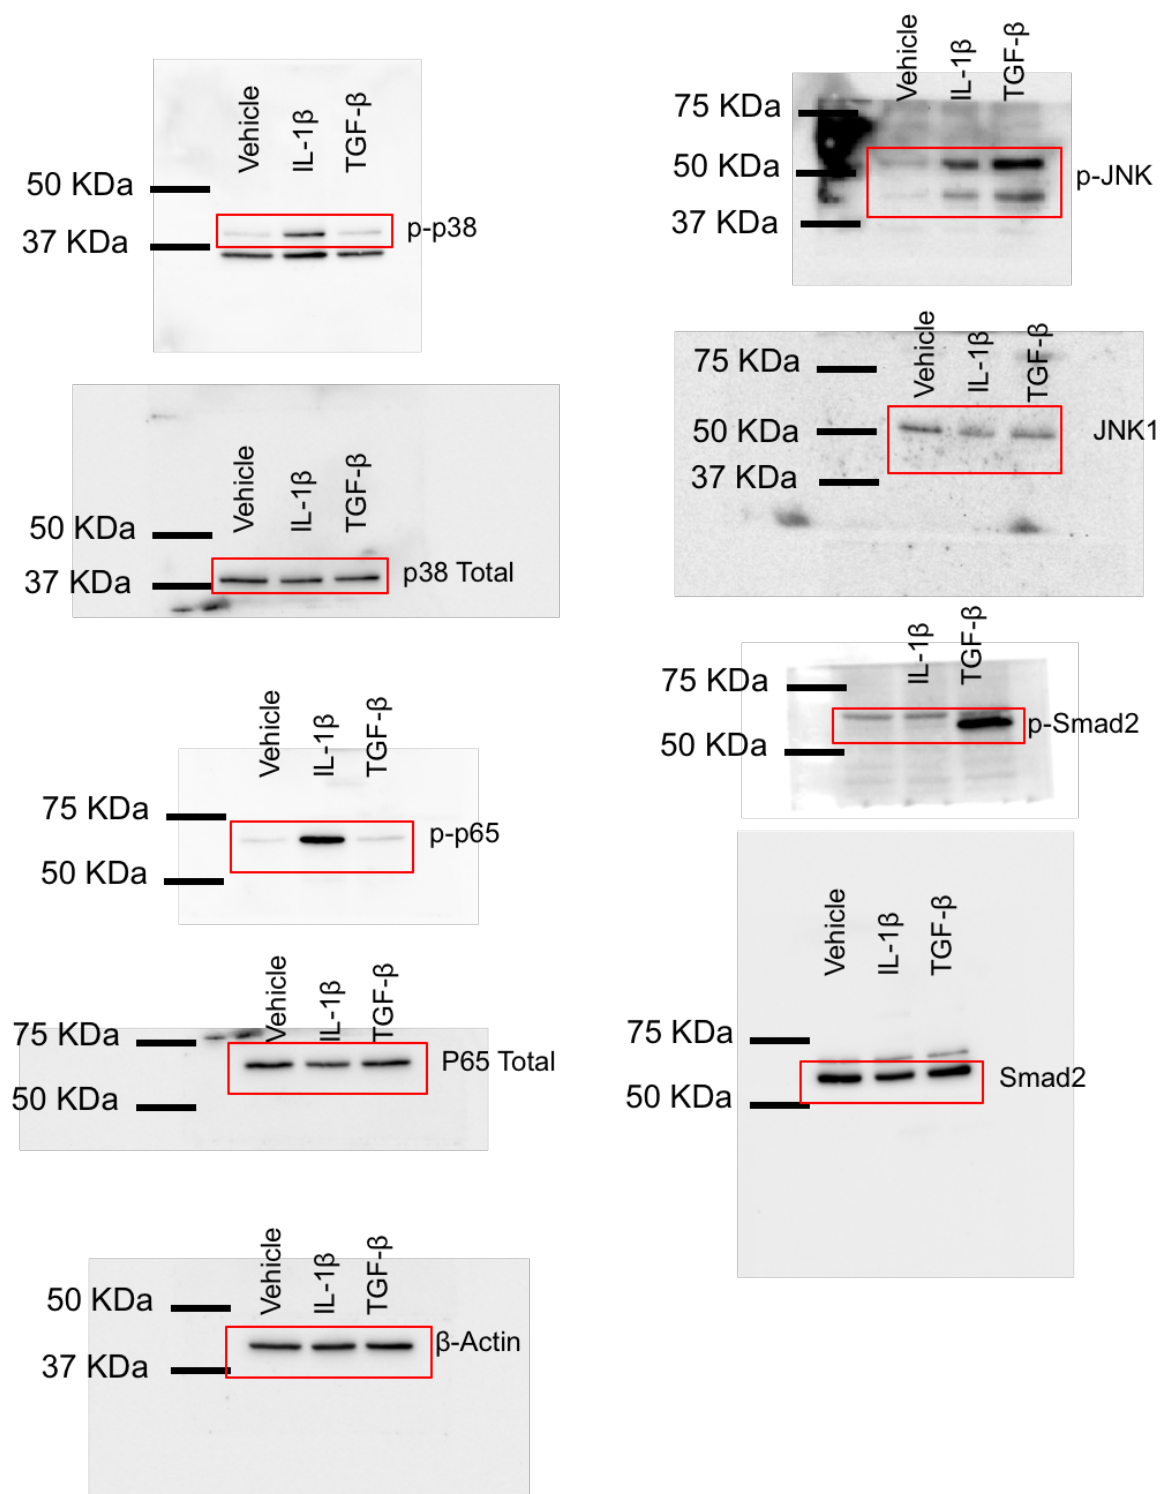

**Supplementary Fig. 13.** Uncropped scans of the immunoblots used in the Supplementary figure 10b.

# Supplementary material for: Interleukin-1 contributes to clonal expansion and progression of bone marrow fibrosis in JAK2V617F-induced myeloproliferative neoplasm
**Source:** Nat Commun. 2022 Sep 13;13:5347. doi: 10.1038/s41467-022-32928-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

SpectroFlo v3.0.3 software for Cytex Aurora or Cytex Northern Lights  
QuantStudio3 Firmware v1.3.0 for qPCR  
Luminex MAGPIX using Milliplex Analyst v5.1 software  
Plate reader biotek synergy HT software v2.00.18  
NovaSeq 6000 for RNA sequencing

Data analysis

Image J v1.53 for image analysis  
GraphPad prism 9.4.1 and MS Excel for statistical analysis  
FlowJo V10 for flow cytometry data analysis  
For RNA sequencing data analysis, Unix programs: Fastp V0.20.0, HISAT2 V2.0.1, samtools V1.10, featureCounts V2.0.2  
R packages: dplyr V1.0.6, data.table V1.14.0, DESeq2 V1.28.1, ensemblDb V2.12.1, ggplot2 V3.3.5, clusterProfiler 3.16.1, enrichplot 1.8.1  
Genome alignment: Mus Musculus GRCm38 build 100 were used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper.

RNA sequencing data generated in this study have been deposited to the NCBI GEO database under the accession number GSE180339.

Publicly available gene expression datasets (GSE166629, GSE53482, EGAD00001004788) were also used for analysis.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine the sample size. Sample sizes were chosen based on previous experience with similar type of experiments in our laboratory. |
| Data exclusions | No data were excluded.                                                                                                                                                    |
| Replication     | All experiments were replicated independently. Number of repeats is provided in the figure legends.                                                                       |
| Randomization   | Animals were randomly divided into experimental and control groups. Cells were all plated at the same time and wells were randomly selected for different treatments.     |
| Blinding        | Investigators were not blinded to group allocation. Blinding was not possible as the same investigator performed mouse genotyping, treatment and end-point analysis.      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

- 1) Anti-mouse IL-1R1 neutralizing Ab (#AF771, R&D Systems) [1 mg/ml]
- 2) p-p38 (#9211, Cell Signaling) [1:1000]
- 3) p-p65 (#3033, Cell Signaling) [1:1000]
- 4) p-JNK (#9251, Cell Signaling) [1:1000]
- 5) p-Smad2 (#3108, Cell Signaling) [1:1000]
- 6) Total p38 (#9212, Cell Signaling) [1:1000]
- 7) Total p65 (#sc-372, Santa Cruz Biotechnology) [1:1000]

- 8) JNK (sc-474, Santa Cruz Biotechnology) [1:1000]
- 9) Smad2 (#5339, Cell Signaling) [1:1000]
- 10)  $\beta$ -Actin (#A5441, Sigma) [1:10000]
- 11) Rabbit anti-mouse/human Col3a1 (#ab7778 Abcam) [1:200]
- 12) Goat anti-rabbit antibody, TRITC (#111-025-003, Jackson ImmunoResearch) [1:200]
- 13) Anti-mouse CD3e Monoclonal Antibody (145-2C11), PerCP-Cyanine5.5 (#45-0031-82 ebiosciences) [1:100]
- 14) Anti-mouse CD19 Antibody, PerCP/Cyanine5.5 (# 152406 Biolegend) [1:100]
- 15) Anti-mouse CD8a Monoclonal Antibody (53-6.7), PerCP-Cyanine5.5 (# 45-0081-82 ebiosciences) [1:100]
- 16) Anti-mouse CD19 Antibody, PerCP/Cyanine5.5 (# 152406 Biolegend) [1:100]
- 17) Anti-mouse CD45R (B220) Monoclonal Antibody (RA3-6B2), PerCP-Cyanine5.5(#45-0452-82 ebiosciences) [1:100]
- 18) Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody, PerCP/Cy5.5 (#108428 Biolegend) [1:100]
- 19) anti-mouse CD127 (IL-7Ra) Antibody, PerCP/Cy5.5 (#135022 Biolegend) [1:100]
- 20) Anti-mouse TER-119/Erythroid Cells Antibody, PerCP/Cy5.5 (# 116228 Biolegend) [1:100]
- 21) Anti-mouse CD117 (c-kit) Antibody, APC/Cy7 (# 105826 Biolegend) [1:100]
- 22) Anti-mouse Ly-6A/E (Sca-1) Monoclonal Antibody (D7), PE-Cyanine7 (# 25-5981-82 ebiosciences) [1:100]
- 23) Anti-mouse CD135 (Flt3) Monoclonal Antibody (A2F10), APC (#17-1351-82 ebiosciences) [1:100]
- 24) Anti-mouse CD34 Monoclonal Antibody (RAM34), FITC (#11-0341-82 ebiosciences) [1:100]
- 25) Anti-mouse CD16/CD32 Monoclonal Antibody (93), PE (#12-0161-82 ebiosciences) [1:100]
- 26) Anti-mouse F4/80 Monoclonal Antibody (BM8), APC, # 17-4801-82 eBioscience [1:200]
- 27) Anti-mouse CD16/CD32 Monoclonal Antibody (93), PE (#12-0161-82 ebiosciences) [1:200]
- 28) Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody, PerCP/Cy5.5 (#108428 Biolegend) [1:200]
- 29) Anti-mouse/human CD11b Antibody, Brilliant Violet 785 (#101243 Biolegend) [1:200]
- 30) Anti-mouse TER119/Erythroid Cells Antibody, FITC (#116206 Biolegend) [1:200]
- 31) Anti-mouse CD71 Antibody, PE/Cyanine7 (#113812 Biolegend) [1:200]
- 32) Anti-mouse CD45R (B220) Monoclonal Antibody (RA3-6B2), Alex Fluoro 700, (#56-0452-82 ebiosciences) [1:200]
- 33) Anti-mouse TCRb chain Antibody, Brilliant Violet 605 (#109241 Biolegend) [1:200]
- 34) Anti-mouse APC/Cyanine anti-mouse CD41 Antibody, APC/Cyanine (#133928 Biolegend) [1:200]
- 35) Anti-mouse TER-119/Erythroid Cells Antibody (#116212 Biolegend) [1:200]
- 36) Anti-mouse CD71 Antibody (#113808 Biolegend) [1:200]
- 37) Anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody (#108428 Biolegend) [1:200]
- 38) Anti-mouse/human n CD11b Antibody (#101259 Biolegend) [1:200]
- 39) Anti-mouse CD41a Monoclonal Antibody (eBioMWRReg30 (MWRReg30), FITC (#11-0411-82 ebiosciences) [1:200]
- 40) Anti-mouse/rat CD61 CD61 Antibody (#104318 Biolegend) [1:200]
- 41) Anti-mouse/human CD45R/B220 Antibody (#103223 Biolegend) [1:200]
- 42) Anti-mouse CD90.2 (Thy-1.2) Antibody (#140318 Biolegend) [1:200]

## Validation

The antibodies used in this study are widely used and well validated in the literature.

- 1) [https://www.rndsystems.com/products/mouse-il-1-ri-antibody\\_af771](https://www.rndsystems.com/products/mouse-il-1-ri-antibody_af771)
- 2) <https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-antibody/9211>
- 3) [https://www.cellsignal.com/products/primary-antibodies/phospho-nf-kb-p65-ser536-93h1-rabbit-mab/3033?site-search-type=Products&N=4294956287&Ntt=%233033%2C&fromPage=plp&\\_requestid=1231874](https://www.cellsignal.com/products/primary-antibodies/phospho-nf-kb-p65-ser536-93h1-rabbit-mab/3033?site-search-type=Products&N=4294956287&Ntt=%233033%2C&fromPage=plp&_requestid=1231874)
- 4) <https://www.cellsignal.com/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-antibody/9251>
- 5) [https://www.cellsignal.com/products/primary-antibodies/phospho-smad2-ser465-467-138d4-rabbit-mab/3108?gclid=Cj0KCQjwhedyUBhD-ARIsAHJNM-P6P\\_ml7\\_PeCj\\_jPB7Ti4u3KWojLAVHvh3vFthb6pkRI410-zFAKtkaAIC9EALw\\_wcB&gclid=aw.ds](https://www.cellsignal.com/products/primary-antibodies/phospho-smad2-ser465-467-138d4-rabbit-mab/3108?gclid=Cj0KCQjwhedyUBhD-ARIsAHJNM-P6P_ml7_PeCj_jPB7Ti4u3KWojLAVHvh3vFthb6pkRI410-zFAKtkaAIC9EALw_wcB&gclid=aw.ds)
- 6) [https://www.cellsignal.com/products/primary-antibodies/p38-mapk-antibody/9212?site-search-type=Products&N=4294956287&Ntt=%239212&fromPage=plp&\\_requestid=1232046](https://www.cellsignal.com/products/primary-antibodies/p38-mapk-antibody/9212?site-search-type=Products&N=4294956287&Ntt=%239212&fromPage=plp&_requestid=1232046)
- 7) <https://datasheets.scbt.com/sc-372.pdf>
- 8) <https://www.scbt.com/p/jnk1-3-antibody-c-17>
- 9) <https://www.cellsignal.com/products/primary-antibodies/sm2-d43b4-xp-rabbit-mab/5339>
- 10) [https://www.sigmaaldrich.com/US/en/substance/monoclonalantibactinantibodyproducedinmouse1234598765?gclid=Cj0KCQjwxdsHBd-ARIsAG6zhIV07km\\_QAOWkNMtnvAnITGMut6ql4yBGve4jonCkGXArJPTzUJy8ZQaAgmMEALw\\_wcB](https://www.sigmaaldrich.com/US/en/substance/monoclonalantibactinantibodyproducedinmouse1234598765?gclid=Cj0KCQjwxdsHBd-ARIsAG6zhIV07km_QAOWkNMtnvAnITGMut6ql4yBGve4jonCkGXArJPTzUJy8ZQaAgmMEALw_wcB)
- 11) <https://www.abcam.com/collagen-iii-antibody-ab7778.html>
- 12) <https://www.jacksonimmuno.com/catalog/products/111-025-003>
- 13) <https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/45-0031-82>
- 14) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd19-antibody-13640>
- 15) <https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/45-0081-82>
- 16) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd19-antibody-13640>
- 17) <https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/45-0452-82>
- 18) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6g-ly-6c-gr-1-antibody-4286>
- 19) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd127-il-7ra-antibody-6196>
- 20) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ter-119-erythroid-cells-antibody-4292>
- 21) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd117-c-kit-antibody-5905>
- 22) <https://www.thermofisher.com/antibody/product/Ly-6A-E-Sca-1-Antibody-clone-D7-Monoclonal/25-5981-82>
- 23) <https://www.thermofisher.com/antibody/product/CD135-Flt3-Antibody-clone-A2F10-Monoclonal/17-1351-82>
- 24) <https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/11-0341-82>
- 25) <https://www.thermofisher.com/antibody/product/CD16-CD32-Antibody-clone-93-Monoclonal/12-0161-82>
- 26) <https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/17-4801-82>
- 27) <https://www.thermofisher.com/antibody/product/CD16-CD32-Antibody-clone-93-Monoclonal/12-0161-82>
- 28) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6g-ly-6c-gr-1-antibody-4286>

- 29) <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-human-cd11b-antibody-7958>  
 30) <https://www.biolegend.com/en-us/products/fitc-anti-mouse-ter-119-erythroid-cells-antibody-1865>  
 31) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd71-antibody-6185>  
 32) <https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/56-0452-82>  
 33) <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-tcr-beta-chain-antibody-13533>  
 34) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd41-antibody-13014>  
 35) <https://www.biolegend.com/en-us/products/apc-anti-mouse-ter-119-erythroid-cells-antibody-1863>  
 36) <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd71-antibody-1631>  
 37) <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6g-ly-6c-gr-1-antibody-4286>  
 38) <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-human-cd11b-antibody-7638>  
 39) <https://www.thermofisher.com/antibody/product/CD41a-Antibody-clone-eBioMWReg30-MWReg30-Monoclonal/11-0411-82>  
 40) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-rat-cd61-antibody-14671>  
 41) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-human-cd45r-b220-antibody-1938>  
 42) <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd90-2-thy-1-2-antibody-7866>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were bred and maintained under a pathogen-free, 12-hour light/dark cycle environment. All experiments were conducted with age- and sex-matched mice in a C57BL/6 background. 6-8 weeks old mice were used for our experiments. Conditional Jak2V617F knock-in mice were described in our previous studies (Akada et. al., 2010). Mx1Cre (Kuhn et. al. 1995; JAX Cat# 003556), IL-1R1 floxed (Robson et. al., 2016; JAX Cat# 028398), Prx1Cre (Logan et. al., 2002; JAX Cat# 005584) and UBC-GFP (Schaefer et. al., 2001; JAX Cat# 004353) mice were previously described and obtained from the Jackson Laboratory. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal experiments were performed under the study protocol 4190 as approved by the University of Virginia Institutional Animal Care and Use Committee.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                 |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Peripheral blood samples from MPN patients were collected at University of Virginia Cancer Center. All participants were adults, more than 18 years old. Both male and female MPN patients were included.                                                                                                                       |
| Recruitment                | Participants were recruited in an unbiased manner.                                                                                                                                                                                                                                                                              |
| Ethics oversight           | Informed consent was obtained for sample collection according to the protocols approved by the institutional review board of the University of Virginia Health System and in accordance with the Declaration of Helsinki. University of Virginia ethics committee approved the study and the use of anonymous archived samples. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Single-cell suspensions were prepared from BM and spleen, and red blood cells were lysed with red blood cell lysis solution. Cells were washed and resuspended in PBS plus 2% FBS and stained for 30min on ice with directly conjugated monoclonal antibody specific for Ter119, CD71, CD41, CD61, Mac-1, Gr-1, B220, or TCR $\beta$ . For HSC/progenitor analysis, BM cells were stained for 60min on ice with antibody against c-Kit, Sca-1, Flk2 (CD135), CD34, CD16/32 (Fc $\gamma$ R II/III), and antibody against lineage (Lin) markers including CD3e, CD4, CD8, CD19, B220, Gr-1, Ter119, and IL-7R (CD127). To distinguish between donor-derived and recipient hematopoietic cells in competitive bone marrow transplantation experiments, PE-CD45.1 and FITC-CD45.2 conjugated antibodies were used for flow cytometry. |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Data were collected on Cytex Aurora or Cytex Northern Lights (Cytex Biosciences).                                                                                                                                        |
| Software                  | Data were analyzed using FlowJo software version 10 (FlowJo, LLC).                                                                                                                                                       |
| Cell population abundance | Purity of the isolated samples was obtained by antibody stain and FACS sorting. Sample purity was greater than 90%.                                                                                                      |
| Gating strategy           | LSK (Lin- Sca1+ c-kit+), LT-HSC (Lin- Sca1+ c-kit+ CD34- CD135-) ST-HSC (Lin- Sca1+ c-kit+ CD34+ CD135-), LK (Lin-c-kit+), CMP (Lin-c-kit+CD34+CD32/16lo), GMP (Lin-c-kit+CD34+CD32/16hi), MEP (Lin-c-kit+CD34-CD32/16-) |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

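RNA sequencing was analysed for 10 libraries of sorted LSK and LK cells from mice with a heterozygous Jak2V617F allele, treated with PBS (3 libraries per population) or IL-1β (2 libraries per population), and for 4 libraries of cultured wild-type bone marrow MSC treated with PBS (2 libraries) or IL-1β (2 libraries). Conditions and replicate numbers were taken from the sample labels and the paper. Mice of the 2 treatments were different animals, and the replicate numbers come from the labels only.

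The values the authors deposited are counts of read pairs per gene for each library. The authors trimmed the reads with fastp, aligned them with HISAT2 to GRCm38 and counted read pairs per gene with featureCounts on Ensembl genes, in reverse-stranded mode and without normalization. The methods also name GenomicAlignments. Read pairs that mapped to more than one place or overlapped more than one gene were not counted by the default settings, so paralogs and pseudogenes lose shared reads. Gene lengths in the same tables were used for a check of length bias. The coordinates are those of the files, and symbols were taken from GENCODE M21 on the same genome build, which listed 55227 of the 55487 identifiers.

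Library totals ranged from 4393233 to 30871055 counted read pairs. Genes at 3 counts or fewer in every library of a group were treated as at the floor, and their fold change is given as a lower bound against 3 counts. PCR copies are not independent molecules, so the floor covers counting error only.

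The counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, estimateDisp, glmQLFit with robust estimation and glmQLFTest) within each population and with treatment as the only factor. P-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and a log2 fold change above 0.5 in size were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A difference between the responses of LSK and LK cells was tested as an interaction over all 10 libraries. Gene sets were compared with camera in limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. Lists of marker genes were also set against 10000 random lists matched on mean expression.

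The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors, upper-quartile factors, no filter on low counts, a filter of at least 10 reads in at least 2 libraries, no fold-change threshold, the replicate number as a block, a joint fit of LSK and LK libraries, fgsea 1.28.0 for gene sets, and each replicate left out in turn. Figures were drawn with matplotlib 3.10.9.

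Most genes named in the text follow a rule set before the data were examined. Il18rap, Nfatc2, Mt1 and Lax1 fall outside it and were named after their values were seen, and Xist, Lyz2 and S100a8 are named as markers. The genes of the rule are the genes of Figs. 6d, 6e, 7c and 7d, Il1r1, Jak2, Gli1 and Tgfb1, and in each comparison the 5 largest rises and the 5 largest falls among called genes whose libraries did not overlap between treatments and whose mean was at least 1 log2 CPM. Gli1 had too few counts to be tested in any of the populations.

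The tests were checked on simulated data drawn from the means and library sizes of the real libraries, in which 200 genes were changed by a log2 fold change of 2. In the LSK simulation, with 13068 genes tested, edgeR recovered 51.8% of the 197 changed genes it tested, with 5 false calls. For LK it recovered 97% of 198 with 8 false calls among 12642 genes, and for MSC 98.5% of 196 with 10 false calls among 13171. The interaction test recovered 30.6% of 196 changed genes among 13392 tested. The RT-qPCR, patient and wild-type progenitor data of the paper were not analysed here, nor was a further IL-1β-treated MSC library that the header of the MSC table names without a column of counts.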

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

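The tests of ribosomal protein genes, of the genes with the largest rises, of interferon genes in MSC, and the technical checks made within the fit with the replicate block, were chosen only after the result was seen. The fit with the block itself was set before the data were examined. The other tests below were set before the data were examined.

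A test of the difference itself between the responses of LSK and LK cells to IL-1β passed few genes, and their number was not stable across settings. In the interaction test, 4 of 13839 genes passed (edgeR, adjusted p under 0.05), and 1967 had an unadjusted p under 0.05. These 4 were named after their values were seen. The response in LSK minus that in LK was -3.58 on the log2 scale for Il18rap, -4.34 for Nfatc2, 2.12 for Mt1 and -4.78 for Lax1. With all libraries thinned to 1 common total the median over 3 draws was 1 gene. Correction for GC content kept 100% of the genes and correction for gene length 75%, and 4 genes passed without the 20 most abundant genes. With the interaction refitted without each PBS replicate in turn, 0 genes passed (861, 2760 and 1948 at an unadjusted p under 0.05). LSK and LK libraries share replicate numbers, and same-numbered PBS libraries deviated together, with a mean correlation of 0.27. With IL-1β the correlation was a single value of 0.10, which does not show this. With the replicate number of each treatment as a block, 24 genes passed, all 4 among them (2030 at an unadjusted p under 0.05), and DESeq2 without the block gave 324, also with all 4. In the fit with the block, thinning gave 40, 32 and 15 genes over 3 draws, a median of 32, and 24 passed without the 20 most abundant genes. Correction for GC content kept 12.5% of the 24 and correction for gene length 4.167%. Of the 4 genes, 3 passed with the block after the GC correction and 1 after the length correction. At an unadjusted p under 0.05 the fit with the block gave 2025 genes after the GC correction and 1920 after the length correction. The genes that no longer passed after a correction cannot be told apart from GC content or gene length bias, and depth changed the count in the fit without the block but not by more than 1.5 times at the median in the fit with it.

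Gene sets differed between the 2 populations by a test of the difference (camera on the interaction). The LSK response exceeded the LK response by 0.53 for Translation (144 genes, adjusted p = 1.21e-09), 0.63 for cytosolic ribosomal proteins (80 genes, adjusted p = 1.38e-08), 0.83 for mitochondrial ribosomal proteins (77 genes, adjusted p = 3.5e-14), 0.45 for translation initiation factors (52 genes, adjusted p = 5.41e-05) and 0.76 for chaperonin CCT subunits (7 genes, adjusted p = 0.000366). It was lower for Cytokine Signaling in Immune system, by a difference of -0.33 (193 genes, adjusted p = 0.000112), and for Interleukin-1 signaling, by -0.35 (40 genes, adjusted p = 0.0191). These p-values use an inter-gene correlation of 0.01, and the interaction was not run with an estimated one, under which none of the LSK or LK sets passed. For cytosolic ribosomal proteins, several technical explanations were tested. The difference was 0.6239 with all libraries thinned to 1 total, 0.6217 after correction for GC content, 0.3847 after correction for gene length and 0.6248 without the 20 most abundant genes. Gene length may therefore account for part of it. With the replicate block the differences are the same by construction, and the adjusted p for cytosolic ribosomal proteins was 1.54e-08 before these checks, and 5.95e-09, 5.39e-08, 0.000874 and 1.11e-07 in them. In LSK cells alone the difference of this set ran from 0.189 to 0.578 across the fits without one PBS replicate. Reads shared with pseudogenes were not tested for the cytosolic genes. The mitochondrial set, at 0.832, is another set of genes and does not answer this, so the pattern cannot be told apart from such reads.

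Several genes that the paper does not discuss were among the 5 largest rises with IL-1β of each population, taken over called genes whose libraries did not overlap and whose mean was at least 1 log2 CPM. Lcn2, which the paper discusses, was also among them in LSK cells (log2 fold change 6.71). In LSK cells, Psma8 was at least 90.9-fold higher, and the log2 fold change was 6.40 for Lrg1, 5.29 for Sgms2 and 5.05 for Prom1. In LK cells, Lipg was at least 107.5-fold higher, and the log2 fold change was 7.45 for Chil3, 6.97 for Trnp1, 6.21 for Saa3 and 6.20 for Psma8. In MSC, Nos2 was at least 216.3-fold, Fpr1 at least 84.05-fold, Fpr2 at least 41.87-fold and Slfn1 at least 25.67-fold higher, and the log2 fold change of Saa3 was 10.02. Of these 14, 13 kept their call with the libraries of each population thinned to 1 total, and 14 after correction for GC content and 14 after correction for gene length. Other settings removed calls. With limma-voom the adjusted p in LSK cells was 0.0555 for Psma8, 0.062 for Lrg1, 0.0597 for Sgms2 and 0.0621 for Prom1. Trnp1 in LK cells did not pass with limma-voom (adjusted p = 0.146), with no filter on low counts (0.215) or without PBS replicate 1 (0.163), 2 (0.125) or 3 (0.209). Chil3 did not pass without PBS replicate 3 (0.0759). Sorted cells that hold more granulocyte precursors may contribute to the rises in LSK and LK cells, where the median log2 fold change of the neutrophil granule genes was 3.316 and 3.377. No biological explanation of single genes was tested.

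In MSC the 12 genes of an interferon response list, written before the data were examined, were all called higher with IL-1β, with a median log2 fold change of 3.35. The paper does not report them. All 12 were called after thinning to 1 total, 12 after correction for GC content, 12 after correction for gene length and 12 without the 20 most abundant genes. Against PBS replicate 2 alone, the PBS library that holds reads of both sexes, the median log2 fold change was 3.118 on log2 CPM, and against PBS replicate 3, which holds no Xist, it was 3.38. It exceeded that of the macrophage genes by 2.93, so a larger share of macrophages is unlikely to explain it in full. An interferon response of cells in these cultures is a hypothesis, found and tested on the same 4 libraries. Which cells carried it was not tested.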

How the results depend on the processing

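The alternatives below were set before the data were examined, except the use of unadjusted p-values, which was added after its values had been seen. Where a result changed, the cause was not tested.

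In LSK cells, against 42 genes higher and 41 lower, DESeq2 gave 384 and 486, limma-voom 19 and 2, no filter on low counts 355 and 514, the replicate number as a block 314 and 388, a joint fit with LK cells 547 and 681, and unadjusted p under 0.05 gave 1052 and 1379. They ran from 36 to 280 higher and from 47 to 200 lower across the 3 fits that each left out one PBS replicate. DESeq2's size factors (46 and 41), upper-quartile factors (43 and 42), a filter of at least 10 reads in at least 2 libraries (44 and 41) and the absence of a fold-change threshold (42 and 41) stayed within 1.5 times. On data simulated for LSK cells, edgeR recovered 51.8% and DESeq2 59% of the tested genes changed by a log2 fold change of 2. These shares were close, whereas the counts of the same tools on the real LSK libraries were far apart. The simulated share therefore cannot be taken as the share of changed LSK genes that edgeR finds.

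In LK cells, against 869 higher and 330 lower, the replicate block gave 1462 and 869, the joint fit 421 and 68, limma-voom 810 and 176, no filter 1151 and 693, and unadjusted p 1346 and 822. The fits without one PBS replicate gave 449 to 1499 higher and 125 to 910 lower. DESeq2 gave 1081 and 459. The replicate numbers of PBS and IL-1β libraries belong to different mice, and the mean correlation between same-numbered libraries after removal of the treatment means was 0.0507 in LSK and -0.0208 in LK cells. Only PBS has a replicate 3. Within a population, the block therefore leaves that library no weight in the treatment effect, much as the fit without it does. In MSC, against 945 and 570, no filter gave 1439 and 915 and unadjusted p 1393 and 1212. Upper-quartile factors gave 817 higher and 831 lower, so the split between directions moved. DESeq2 gave 1001 and 673 and limma-voom 1091 and 782. The MSC treatments share only replicate number 2, so no block was possible there, and leaving out an MSC library leaves 1 in a group, without a call.

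The interaction between LSK and LK cells, with 4 genes, gave 398 with no filter, 24 with the replicate block and 324 with DESeq2, and 0 to 0 across the 3 fits that each left out one PBS replicate (861, 2760 and 1948 at an unadjusted p under 0.05). The mean correlation of same-numbered LSK and LK libraries was 0.270 with PBS, and with IL-1β the correlation was a single value of 0.10. With DESeq2, 281 genes were shared between LSK and LK cells, against 47 by edgeR.

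With camera's inter-gene correlation estimated from the libraries, the differences are the same by construction and no set passed. In LSK cells these were Translation (0.4603), Cytokine Signaling in Immune system (-0.3036), cytosolic (0.3943) and mitochondrial (0.7053) ribosomal proteins, initiation factors (0.3924), chaperonin subunits (0.7174) and neutrophil granule genes (3.206). In LK cells they were cytosolic ribosomal proteins (-0.2525), neutrophil granule genes (3.173) and erythroid genes (-0.819). In MSC they were Innate Immune System (0.1678), Cytokine Signaling in Immune system (0.5696), Interleukin-1 signaling (0.3715), Chemokine receptors bind chemokines (1.513) and macrophage genes (0.4265).

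With fgsea, the normalized enrichment score passed for Innate Immune System in LSK (1.208) and LK cells (1.66) and for Extracellular matrix organization in MSC (1.607), and had the other sign, without passing, for mTOR signalling in LSK cells (-0.6078), for Translation (0.7751) and initiation factors (0.5659) in LK cells and for Cell-Cell communication in MSC (1.019). For the LK chaperonin subunits camera gave an upward direction although the mean difference was -0.06, and the fgsea score was -0.6308. The direction camera gives for the LK initiation factors, which follows the moderated t-statistics, changed with DESeq2's size factors (-0.06765), with the block (-0.02631) and without PBS replicate 1 (-0.07066) or 3 (-0.03566), and that of the LK chaperonin subunits changed without PBS replicate 2 (-0.1258). With the block, Innate Immune System passed in LK cells (0.1934). Without PBS replicate 2, Translation (adjusted p = 0.00705) and mitochondrial ribosomal proteins (0.0134) passed in LK cells, in the downward direction, and without PBS replicate 3 Innate Immune System did (0.00939). Across the fits without one PBS replicate, the LSK difference ran from 0.325 to 0.592 for Translation, 0.189 to 0.578 for cytosolic and 0.594 to 0.795 for mitochondrial ribosomal proteins, 0.353 to 0.42 for initiation factors and 0.58 to 0.868 for chaperonin subunits. The LK difference ran from -0.167 to -0.03986 for Translation, 0.093 to 0.2027 for Innate Immune System, -0.208 to -0.1018 for mitochondrial ribosomal proteins, -0.1155 to -0.03566 for initiation factors and -0.1258 to -0.02268 for chaperonin subunits.

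The named genes whose sign changed are all LK genes with log2 fold changes near 0. Pold2 changed with DESeq2 (0.007978) and its size factors (0.008028), Yars with limma-voom (-0.003394), the block (-0.01503) and no filter (-0.01997), Npm1 with no filter (-0.0215) and Jak2 with no filter (-0.001943). With upper-quartile factors Npm1 (-0.0381) and Yars (-0.0367) changed too. Across the fits that each left out one library, the ranges were -0.108 to 0.0936 for Pold2, -0.0612 to 0.166 for Cdc20, -0.112 to 0.106 for Npm1, -0.00563 to 0.103 for Cct2, -0.0706 to 0.0118 for Nhp2, -0.122 to 0.0133 for Snrpd1, -0.137 to 0.0211 for Rrp9, -0.164 to 0.0868 for Eif2b3, -0.125 to 0.122 for Yars and -0.0334 to 0.0743 for Jak2. Among the other named genes, DESeq2 moved 14 past the threshold and 2 back, limma-voom 5 and 15, no filter 11 and 4, DESeq2's size factors 3 past it and the block 9 past it. The fit without PBS replicate 1 moved 8 back, that without PBS replicate 2 moved 5 past it and 8 back, and that without PBS replicate 3 moved 3 past it and 2 back.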

Differences from the paper's values

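The paper reports 979 transcripts up and 1249 down in LSK cells, where 42 and 41 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. The closest was the joint fit of LSK and LK libraries, with 547 and 681. DESeq2, the tool the paper names, gave 384 and 486. With an unadjusted p under 0.05 and the paper's fold-change threshold the counts were 1052 and 1379, a setting chosen after seeing the values. A joint fit with DESeq2 was not run.

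In LK cells the paper's number of lower genes is about 200 in Supplementary Fig. 7a, read by eye, where 330 were called here. Of the alternatives set before the data were examined, limma-voom (176) and the fit without PBS replicate 2 (154) came within 1.5 times of it, and the others did not.

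The paper states that the genes of its LSK heat map, Clec5a, Odc1, Bcat1 and Eif4a1 among them, were significantly higher. It also reports rises of these named genes and Lcn2 by RT-qPCR, which were not analysed here. All 25 genes of the heat map were higher here, and 3 were called (Lcn2, Mpo and Elane). DESeq2 called 11, adding Clec5a, Odc1, Bcat1, Cebpa, Ldha, Nhp2, Npm1 and Tgfbi. No filter also called 11, with Asns and without Npm1. The joint fit called 18, adding Clec5a, Odc1, Cebpa, Tgfbi, Asns, Eif2b3, Etf1, Ldha, Mrpl19, Nhp2, Npm1, Pold2, Tars, Xbp1 and Yars. The block called 9, adding Clec5a, Odc1, Bcat1, Cebpa, Nhp2 and Snrpd1. The fit without PBS replicate 2 called 8, adding Clec5a, Odc1, Bcat1, Cebpa and Tgfbi, and that without PBS replicate 3 called 4, adding Clec5a. Eif4a1 (log2 fold change 0.64, edgeR adjusted p = 0.238), Cct2, Cdc20, Srm and Rrp9 passed under none of these.

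The paper states that Col3a1 was significantly higher in MSC by RNA sequencing. It also reports rises by RT-qPCR and immunofluorescence, which were not analysed here. The log2 fold change of Col3a1 here was 2.04 (edgeR adjusted p = 0.0851). DESeq2 (adjusted p = 0.0278) and limma-voom (0.0281) called it. Of the other genes of Fig. 7c, Ccl7 (0.79, adjusted p = 0.202) was called under no setting. Il21r, Clec4a1, Clec4a3 and Clec4n were called with DESeq2 and with limma-voom, Il21r and Clec4a3 also with no filter, Il21r, Clec4a1 and Clec4n with DESeq2's size factors, and Clec4a1 and Clec4n with the filter of at least 10 reads. Myd88 (0.50) was called with limma-voom and with no filter. In the other direction, Traf1 (adjusted p = 0.0887) and Traf2 (0.0928), called here, were not called with DESeq2. With upper-quartile factors Traf1 (0.0545) and Traf2 (0.0614) were not called either, nor was Traf1 with limma-voom (0.0538). With no filter Cxcl5 (0.202) and Tlr2 (0.233) were not called.

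The paper states that mTORC1 signaling rose in LSK cells, that innate immune and cytokine production genes rose in LK cells and that apoptosis and cell-cell adhesion genes rose in MSC. With the sets used here, which are not the paper's, the difference was 0.01 for mTOR signalling (camera adjusted p = 0.878), 0.12 for Innate Immune System (adjusted p = 0.064) and 0.01 for Cytokine Signaling in Immune system in LK cells (adjusted p = 0.368), and -0.05 for Apoptosis (adjusted p = 0.327) and -0.03 for Cell-Cell communication in MSC (adjusted p = 0.769). Innate Immune System in LK cells passed with fgsea, with the replicate block and without PBS replicate 3. The block and the fit without PBS replicate 3 estimate the treatment effect from the same libraries, so they are not separate evidence.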

Other observations

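The tests in this part were set before the data were examined.

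The genes called were set against technical explanations. With the libraries of each population thinned to 1 total, the share of calls higher with IL-1β was 50.61% in LSK cells against 50.6% before, 72.04% in LK cells against 72.5% and 60.61% in MSC against 62.4%. In LSK cells the number of calls rose with thinning, to a median of 127 (101 to 153 over 10 draws) from 83, and a median of 82 of the 83 were called again. In LK cells a median of 1094.5 of the 1199 calls, and in MSC 1283.5 of the 1515, were called again after thinning. After correction for GC content, 96.39% of the LSK, 98.58% of the LK and 97.49% of the MSC calls were kept, and after correction for gene length 91.57%, 98.58% and 79.41%. Without the 20 most abundant genes there were 80 calls in LSK cells against 83, 1217 in LK cells against 1199 and 1539 in MSC against 1515. Neither depth, GC content nor gene length accounts for most of the calls. Without the abundant genes the number of calls changed little, but whether the same genes were called was not compared.

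Of the 10 splits of the 5 LSK libraries into 3 and 2, 1, the real one, gave as many calls, and of the 10 splits of the LK libraries 1 did. Of the 4 splits that part both same-numbered pairs, 1, again the real one, gave as many in each population. With 10 splits the share cannot fall under 0.1, so this count cannot exclude a grouping by chance. The other 9 splits gave 0 calls each, against 83 in LSK and 1199 in LK cells. At an unadjusted p under 0.05 they gave 24 to 1818 genes in LSK cells, against 2431 for the real split, and 43 to 2730 in LK cells, against 3176.

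In LSK and LK cells, 0 libraries had more than 10 counts on Y-linked genes, and each held Xist, so the sex of the mice does not separate the treatments. All 4 MSC libraries had more than 10. PBS replicate 3 of the MSC held 0 Xist counts and 2417 on Y-linked genes, and the other 3 held both, so those 3 may be pools of cells from both sexes.

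The median log2 fold change of the neutrophil granule genes was 3.316 in LSK and 3.377 in LK cells (percentile 100 among 10000 random lists matched on expression). A larger share of granulocyte precursors in the sorted cells is a candidate explanation for genes higher with IL-1β there, and cannot be told apart from higher expression in each cell. In LSK cells the stem cell list had a median of -1.01 (percentile 0.05), and in LK cells the erythroid list had -0.86 (percentile 0) and the megakaryocyte list -1.60 (percentile 0).

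The MSC libraries carried macrophage transcripts, with Lyz2 at a mean of 13232 CPM. The macrophage genes had a median log2 fold change of 0.4216, against 2.50, the midpoint of the medians of the cytokine and chemokine genes and of the receptor genes of Fig. 7c. The receptor genes alone had a median of 1.63, and the signaling and other genes, left out of the midpoint, 1.17. The macrophage genes did not move alike. They ran from -0.47 for Cd68 to 1.77 for Lyz2, with 14 of 18 higher and 6 called, so the highest of them reached these 2 medians. The paper chose the genes of Fig. 7c as higher in these same libraries, and the macrophage list was not so chosen. A gap between them therefore cannot decide how much of the rises macrophages explain. A larger share of macrophages alone would raise their genes alike, which these 18 did not do. Macrophages that respond to IL-1β cannot be told apart from stromal cells in these libraries.

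The interferon list was lower with IL-1β in LSK cells, with a median log2 fold change of -1.42 over 12 genes (percentile 0.04), and in LK cells, with -0.80 over 7 (percentile 0.42). Of these, Ifi44 in LSK cells was called.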
